# Postischemic inactivation of HIF prolyl hydroxylases in endothelium promotes maladaptive kidney repair by inducing glycolysis

**DOI:** 10.1172/JCI176207

**Published:** 2024-12-02

**Authors:** Ratnakar Tiwari, Rajni Sharma, Ganeshkumar Rajendran, Gabriella S. Borkowski, Si Young An, Michael Schonfeld, James O’Sullivan, Matthew J. Schipma, Yalu Zhou, Guillaume Courbon, Benjamin R. Thomson, Valentin David, Susan E. Quaggin, Edward B. Thorp, Navdeep S. Chandel, Pinelopi P. Kapitsinou

**Keywords:** Metabolism, Nephrology, Chronic kidney disease, Endothelial cells, Hypoxia

## Abstract

Ischemic acute kidney injury (AKI) is common in hospitalized patients and increases the risk for chronic kidney disease (CKD). Impaired endothelial cell (EC) functions are thought to contribute in AKI to CKD transition, but the underlying mechanisms remain unclear. Here, we identify a critical role for endothelial oxygen sensing prolyl hydroxylase domain (PHD) enzymes 1–3 in regulating postischemic kidney repair. In renal endothelium, we observed compartment-specific differences in the expression of the 3 PHD isoforms in both mice and humans. Postischemic concurrent inactivation of endothelial PHD1, PHD2, and PHD3 but not PHD2 alone promoted maladaptive kidney repair characterized by exacerbated tissue injury, fibrosis, and inflammation. scRNA-Seq analysis of the postischemic endothelial PHD1, PHD2, and PHD3-deficient (PHD^TiEC^) kidney revealed an endothelial hypoxia and glycolysis-related gene signature, also observed in human kidneys with severe AKI. This metabolic program was coupled to upregulation of the SLC16A3 gene encoding the lactate exporter monocarboxylate transporter 4 (MCT4). Strikingly, treatment with the MCT4 inhibitor syrosingopine restored adaptive kidney repair in PHDTiEC mice. Mechanistically, MCT4 inhibition suppressed proinflammatory EC activation, reducing monocyte-EC interaction. Our findings suggest avenues for halting AKI to CKD transition based on selectively targeting the endothelial hypoxia-driven glycolysis/MCT4 axis.

## Abstract 2

We demonstrate that inactivation of the endothelial oxygen sensors PHD1-3 promotes maladaptive kidney repair and identify the endothelial hypoxia-driven MCT4 as a potential therapeutic target.

## Introduction

Ischemia is the most common cause of acute kidney injury (AKI), a condition that affects approximately 10%–15% of all hospitalized patients and more than 50% of critically ill patients (1–3). Failure to fully recover from AKI may lead to persistent functional impairment and development of chronic and progressive kidney disease, leading to end-stage renal disease (ESRD) (4). Given the lack of treatments that successfully promote kidney repair, it is crucial to better understand the mechanisms that regulate AKI to chronic kidney disease (CKD) transition and identify novel therapeutic targets.

Severe or prolonged ischemic injury can overwhelm the kidney’s reparative ability and trigger a cascade of detrimental responses within the renal microenvironment. Tubular epithelial cells undergo dedifferentiation, apoptosis, and impaired regeneration, leading to the disruption of the nephron structure (5). Immune cells, such as neutrophils and macrophages, infiltrate the injured tissue and perpetuate parenchymal cell injury and fibrosis (6). Fibroblasts become hyperactive, excessively depositing collagen and promoting tissue scarring (7). In this milieu, endothelial cells (ECs) form a metabolically dynamic barrier that, when impaired, promotes immune cell migration, dysregulated vascular tone, and permeability (8). As a result, the reduced blood flow limits oxygen delivery to affected areas leading to hypoxia. Besides the microvasculature dysfunction, the induction of hypoxia in the postischemic kidney involves multiple factors, such as increased oxygen consumption, mitochondrial dysfunction, reduced oxygen carrying capacity due to anemia, and hindered oxygen diffusion by extracellular matrix (ECM) buildup (9). While hypoxia has been linked to CKD progression, the underlying cellular mechanisms remain poorly understood.

Being in direct contact with the blood, ECs are well equipped to detect changes in oxygen levels through prolyl hydroxylase domain proteins (PHDs, also known as EGLNs), which control the stability of hypoxia-inducible factor α (HIF-α). In the presence of oxygen, PHDs hydroxylate HIF-α subunits at highly conserved proline residues promoting their ubiquitination by the von Hippel–Lindau (VHL) enzyme and ultimate proteasomal degradation (10). Under hypoxia, the reduced catalytic activity of PHDs results in HIF-α stabilization. HIF-α then translocates to the nucleus, where it dimerizes with the constitutively expressed HIF-β subunit (also known as ARNT), regulating the transcription of a broad array of genes. Genes involved in survival, metabolism, and angiogenic activity of vascular ECs are regulated by HIF with major implications in controlling vascular development and disease settings, such as cancer and inflammatory processes (11, 12). While PHD2 is considered the main oxygen sensor regulating HIF-α protein levels in normoxia, other PHD isoforms contribute to HIF regulation in particular cell types or conditions, depending on their abundance (13, 14). In vascular endothelium, remarkable heterogeneity across organs introduces an additional layer of complexity. For instance, we and others have shown a crucial role for PHD2 in regulating endothelial HIF-α in the lung, and endothelial PHD2 inactivation led to pulmonary hypertension (15, 16). On the other hand, our recent studies showed decreased responsiveness of the kidney endothelial HIF-α to PHD2 loss alone (17). Indeed, the expression of other PHD isoforms in the renal vascular bed as demonstrated by single-cell RNA sequencing (scRNA-Seq) data implied their potential contribution in regulating endothelial HIF activation in the kidney (17). Due to this complexity of the PHD/HIF system in vascular endothelium, their relevance in kidney repair after ischemic injury remain elusive.

To delineate the role of endothelial oxygen sensing in postischemic kidney repair, we have generated a set of conditional mouse strains in which we induced endothelial inactivation of PHD2 alone, or in combination with PHD1 and PHD3. While PHD2 inactivation alone did not alter kidney repair, simultaneous postischemic inactivation of endothelial PHD1, PHD2, and PHD3 induced robust HIF activation and exacerbated fibrosis, inflammation, and capillary dropout. scRNA-Seq analysis revealed a signature of endothelial hypoxia and glycolysis in association with proinflammatory responses. Loss of function of endothelial ARNT directly revealed a critical role for endothelial-derived HIF in postischemic kidney repair. Finally, using a pharmacologic approach, we identified the hypoxia-regulated lactate exporter monocarboxylate transporter 4 (MCT4) as a potential target to suppress maladaptive proinflammatory responses and halt AKI to CKD transition.

## Results

### Postischemic inactivation of endothelial PHD2 does not affect postischemic kidney injury.

Our prior studies have shown that constitutive or acute inactivation of PHD2 in ECs prior to kidney ischemia-reperfusion injury (IRI) prevents postischemic injury and inflammation (17, 18). While these findings show the beneficial effects of endothelial PHD/HIF signaling to promote kidney resilience against ischemic insult, they cannot be extrapolated to kidney repair following established injury, in which distinct responses control regeneration of the damaged tissue (19). To ask whether inhibition of endothelial PHD2 regulates kidney repair, we used *Cdh5-CreER^T2^;Phd2^fl/fl^* mice (*PHD2^iEC^*) (17, 20), which allow induction of recombination following established kidney injury. We first assessed the endothelial recombination efficiency achieved when tamoxifen treatment started on day 1 after renal unilateral IRI (uIRI) and included 4 i.p. doses given every other day, as indicated in Supplemental Figure 1A (supplemental material available online with this article; https://doi.org/10.1172/JCI176207DS1). Using *Cdh5(PAC)CreER^T2^-Rosa26-mTmG* mice (17), we performed flow cytometry (Supplemental Figure 1B) and found that approximately 100% of GFP^+ve^ cells in day 14 postischemic kidneys were also CD31^+ve^. This recombination efficiency was comparable to the contralateral kidneys. Otherwise, at day 14 after IRI, there was an approximate 50% reduction in kidney ECs, which is expected in the setting of IRI-induced capillary rarefaction (Supplemental Figure 1C).

After validating the recombination efficiency of the *Cdh5(PAC)CreER^T2^* system in the postischemic kidney, adult male *PHD2^iEC^* mice and their *Cre^–^* littermates were subjected to uIRI, followed by tamoxifen treatment and analysis on day 14, as indicated in Figure 1A. Assessment of tubular injury on H&E-stained sections of day 14 postischemic kidneys revealed that *PHD2^iEC^* showed comparable tubular damage to *Cre^–^* littermate controls. Furthermore, quantitative analysis of Picrosirius red staining showed no significant difference in collagen accumulation between mutants and controls (Figure 1B). Finally, day 14 postischemic kidneys showed significantly increased transcripts of profibrotic genes lysyl oxidase-like 2 (*Loxl2*), transforming growth factor β 1 (*Tgfb1*), and smooth muscle cell a-actin (*Acta2*) compared with their corresponding contralaterals, but there was no significant change between the 2 genotypes (Figure 1C). Therefore, acute postischemic endothelial inactivation of PHD2 does not affect kidney repair and transition to CKD following IRI.

### Kidney endothelium shows compartment-specific differential expression of PHD1, -2, and -3 in mice and humans.

We recently reported that inactivation of endothelial PHD2 alone was not sufficient to stabilize HIF in the renal endothelium (17), raising the possibility for important contributions of PHD1 and/or PHD3 in regulating renal endothelial HIF protein levels. To better understand the role of oxygen sensors in renal vasculature, we took advantage of publicly available scRNA-Seq data and characterized the expression of different *Phd* isoforms in kidney EC. We first analyzed the expression of *Phd1* (*Egln2)*, *Phd2* *(Egln1)*, and *Phd3* *(Egln3)* in scRNA-Seq data of renal ECs (RECs) extracted from the murine EC Atlas database (https://endotheliomics.shinyapps.io/ec_atlas/) (21) (Figure 2, A–C). We found that *Phd1* was ubiquitously expressed, whereas *Phd2* and *Phd3* were mainly expressed in cortical RECs (cRECs) and medullary RECs (mRECs). Glomerular RECs showed particularly low expression for *Phd3*. To further validate the differential expression of PHDs in murine kidney endothelium, we immunostained kidney sections from tamoxifen-treated *Cdh5(PAC)CreER^T2^-Rosa26-mTmG* reporter mice with antibodies against PHD1, PHD2, and PHD3. Immunolabeling confirmed ubiquitous expression of PHD1, expression of PHD2 in cRECs and mRECs, and low expression of PHD3 in glomerular RECs (Supplemental Figure 2).

Next, to characterize the expression of PHD isoforms within human kidney endothelium, we analyzed scRNA-Seq data of human kidneys available through the Kidney Precision Medicine Project (KPMP) (Figure 2, D–F, and Supplemental Table 1) (22). ECs were identified by the expression of *CD34* and endomucin (*EMCN*) and were clustered to 3 subclusters based on the expression of previously validated specific markers: *PLVAP* in peritubular ECs, *EHD3* in glomerular, and *SERPINE2* in arteriolar ECs (Figure 2D) (22). This analysis demonstrated that *PHD1* was the most highly expressed isoform whereas *PHD3* showed the lowest expression. Among the different compartments, *PHD2* was predominantly expressed in peritubular capillary ECs (Figure 2, E and F). Together, these studies suggest endothelial compartment–specific differences in the expression of the 3 PHD isoforms in mice and humans.

### Postischemic concurrent inactivation of endothelial PHD1, -2, and -3 promotes HIF activation and maladaptive kidney repair.

Because we found that all PHD isoforms are expressed in kidney endothelium with variable abundance within different compartments, we next generated mice that allow acute endothelial specific inactivation of PHD1, PHD2, and PHD3 (*Cdh5(PAC)CreER^T2^;* *Phd1^fl/fl^* *Phd2^fl/fl^* *Phd3^fl/fl^* *mice*; *PHD^TiEC^*) and predicted that the resulting mutants would show HIF stabilization in endothelium. One week after the completion of tamoxifen treatment (Supplemental Figure 3A), coimmunostaining with antibodies against PHD1, -2, and -3 and EMCN demonstrated successful ablation of PHD1, -2, and -3 in kidney ECs of *PHD^TiEC^* compared with *Cre^–^* littermates (Supplemental Figure 3B). Further, immunoblot assessment of kidney nuclear extracts revealed significant stabilization of HIF-1α and HIF-2α in the kidneys of *PHD^TiEC^* mice (Supplemental Figure 3C). Baseline histopathological analysis showed normal kidney morphology without fibrosis in *PHD^TiEC^* mice as indicated by H&E and Picrosirius red staining (Supplemental Figure 3D).

To determine the impact of postischemic inactivation of endothelial PHD1, PHD2, and PHD3 on kidney repair following IRI, *Cre^–^* and *PHD^TiEC^* adult male mice were subjected to unilateral renal artery clamping for 25 minutes followed by tamoxifen treatment and analysis on day 14 (Figure 3A). Notably, histological analysis of day 14 postischemic kidneys revealed higher tubular injury scores in *PHD^TiEC^* mice than in *Cre^–^* controls (Figure 3B). Furthermore, day 14 postischemic kidneys from *PHD^TiEC^* mutants showed approximately 79% and 70% increase in collagen deposition in cortex and medulla, respectively, compared with *Cre^–^* littermates as indicated by Picrosirius red staining (Figure 3B). Increased fibrosis in the postischemic *PHD^TiEC^* mutant kidneys was also confirmed by Masson’s trichrome staining (Supplemental Figure 4A) and immunofluorescence staining for α-smooth muscle actin (aSMA) (Supplemental Figure 4B). Accordingly, quantitative PCR (qPCR) analysis showed significant transcriptional induction of profibrotic genes *Loxl2*, *Tgfb1*, and *Acta2*, indicating increased postischemic kidney fibrosis in *PHD^TiEC^* mutants compared with *Cre^–^* controls (Figure 3C). Because peritubular capillary rarefaction is a hallmark of fibrotic kidneys, we also assessed capillary density by EMCN staining and found that the EMCN^+ve^ area was reduced by 35% in day 14 postischemic kidneys from *PHD^TiEC^* mice (Figure 3D) (23–26). On the other hand, female *PHD^TiEC^* mice subjected to uIRI demonstrated no significant increase in tubular injury and fibrosis compared with their female *Cre^–^* littermates (Supplemental Figure 5), despite increasing clamping time to 30 minutes to achieve consistent injury. Sex differences in hypoxia responses (27, 28) or the effects of tamoxifen (29) may play a role in this variation in females versus males. Hereafter, experiments were conducted exclusively on male mice.

To assess the impact of postischemic endothelial inactivation of PHD1, PHD2, and PHD3 on recovery of kidney function after IRI, *PHD^TiEC^* and *Cre^–^* littermate mice were subjected to bilateral renal IRI (bIRI). In this model, both renal arteries were clamped, but clamping time was reduced to 23 minutes to allow survival of mice. As shown in Figure 3E, tamoxifen was started on day 1 after bIRI while blood urea nitrogen (BUN) levels were measured 1 day prior to surgery (baseline) and on days 1, 7, and 14 after bIRI. As expected, on day 1 after bIRI, BUN levels increased to a similar degree for both genotypes without a significant difference on day 7. However, on day 14 after bIRI, *PHD^TiEC^* had significantly increased BUN levels by 43% compared with *Cre^–^* mice (*P*<0.05). In accordance, glomerular filtration rate (GFR) measurements on day 14 after bIRI showed a 26% reduction in GFR of *PHD^TiEC^* mice compared with their *Cre^–^* littermates (Figure 3F). The impaired recovery of renal function in *PHD^TiEC^* mice was associated with increased expression of *Acta2* and *Loxl2* mRNAs in day 14 post-bIRI kidneys compared with their controls (Figure 3G). In conclusion, our findings from 2 models of renal IRI demonstrate that EC-specific inactivation of PHD1, PHD2, and PHD3 after ischemic injury promotes tubular injury, interstitial fibrosis, and capillary drop-out, leading to impaired recovery of kidney function.

### scRNA-Seq reveals distinct cell-specific responses in postischemic PHD^TiEC^ mutant kidney.

To investigate the impact of postischemic endothelial PHD inactivation on cell-type–specific alterations in the context of kidney repair following IRI, we carried out scRNA-Seq on day 14 postischemic kidneys from *PHD^TiEC^* and *Cre^–^* control mice. 

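The single-cell data consist of 1 library per genotype, each from the postischemic kidney of 1 mouse on day 14 after 25 minutes of unilateral renal artery clamping, with 4 doses of tamoxifen. With 1 mouse per genotype, no difference between the libraries has a replicate check, so no p-value, standard error or count of changed genes is given, and all intervals cover counting error only. The authors counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger on the mouse genome (mm10) and deposited these counts for every barcode of the kit's list, with no cell filter and no normalization. The *Cre-* library held 136004367 UMIs and the library labelled *PHD TiEC* 146758812 UMIs. The paper's filters and clustering settings were applied to these counts in Seurat. The clusters were then named by lists of marker genes, so a name such as mREC-like stands for a rebuilt cluster and not for the authors' own cell labels. The UMI counts of each gene were summed over the cells of a class in each library and divided by the class total to give counts per 1000000 UMIs (CPM). Differences are log2 ratios of CPM, the library labelled *PHD TiEC* over the *Cre-* library, with exact binomial (Clopper-Pearson) 95% intervals on the split of the counts between the libraries.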

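The genes floxed in these mice were examined before any other. *Egln1*, which encodes PHD2 (ENSMUSG00000031987, chromosome 8 of GRCm38 from 124908587 to 124949324), had 67.3 CPM in the endothelial-like cells of the *Cre-* library and 187 CPM in those of the library labelled *PHD TiEC*, a log2 ratio of 1.47 (95% interval 1.30 to 1.65). *Egln3*, which encodes PHD3 (ENSMUSG00000035105, chromosome 12 from 54178981 to 54203860), had 24.7 and 145 CPM, a log2 ratio of 2.56 (2.29 to 2.84). *Egln2*, which encodes PHD1 (ENSMUSG00000058709, chromosome 7 from 27158658 to 27166802), had 36.7 and 38.6 CPM, a log2 ratio of 0.07 (-0.21 to 0.36). In these pooled endothelial-like cells, none of the 3 genes was lower in the library that carries the label of the deleted genotype. In mREC-like cells alone, *Egln2* had 42.2 and 31.6 CPM, a log2 ratio of -0.42 (-0.89 to 0.06), with an interval that holds 0. Counts per gene do not tell a full transcript from one that lacks a floxed exon, so they do not show whether the deletion took place. For this reason the library is called the library labelled *PHD TiEC* wherever a direction is drawn. In macrophage-like cells, the log2 ratio of *Egln1* was 0.02 (-0.14 to 0.19). Both libraries carried transcripts of the Y chromosome, with 6114 and 7536 UMIs of *Ddx3y* against 7 and 6 UMIs of *Xist*.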

Using the 10X Genomics Chromium platform, we aimed for 10,000 cells per group (Figure 4A). After quality filtering, a total of 16,698 (7,955 from *Cre^–^* and 8,743 from *PHD^TiEC^*) cells remained for subsequent analysis. 

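In the *Cre-* library and the library labelled *PHD TiEC*, 9636 and 9948 barcodes had at least 500 UMIs. With at least 200 genes as well, 8926 and 9531 barcodes remained. The limit of 100000 UMIs left 8881 and 9497, the limit of 50% mitochondrial counts left 8548 and 9309, and the minimum of 0.8 for the ratio of log10 genes to log10 UMIs left 8468 and 9233. The median cell that passed these filters had 7414.5 UMIs in the *Cre-* library and 7815 in the library labelled *PHD TiEC*. The paper excluded a cluster rich in *Gm26917* and *Gm42418*. Here cluster 3 (564 and 542 cells) was left out, because *Gm26917* took 0.0909% of its counts, the largest share among the clusters. This choice was made after the clusters were seen, and cluster 13, which was kept, had the larger share of *Gm42418* (2.18% against 1.55%). After it, 7904 cells from the *Cre-* library and 8691 from the library labelled *PHD TiEC* remained, 16595 in all. Counting only barcodes with at least 10% of the UMIs of the barcode ranked 100, the same filters passed 3766 and 4408 barcodes.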

We identified 28 different cell clusters using unsupervised graph-based clustering followed by principal component analysis (PCA) and uniform manifold approximation and projection (UMAP) (Figure 4B). 

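With the paper's 20 principal components and resolution of 0.8, 28 clusters remained after the exclusion, the number the paper reports. Before any cluster was excluded, a resolution of 0.4 gave 22 clusters, a resolution of 1.2 gave 37 and the use of 30 principal components gave 32. At the lower resolution, the cluster that holds the mREC-like cells grew from 185 and 226 cells to 316 and 443.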

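Each of the 28 clusters kept held cells of both libraries. The share of cells from the library labelled *PHD TiEC* ranged from 38.9% in the IC-like cluster to 66.1% in cluster 27, a cluster of 20 and 39 cells led by the interferon-induced genes *Ifit2*, *Cxcl9* and *Cxcl10*. As shares of all kept cells, macrophage-like cells made up 31.2% of the *Cre-* library (Clopper-Pearson 95% interval 30.2 to 32.3%) and 30.7% of the library labelled *PHD TiEC* (29.8 to 31.7%). The IC-like share was 2.26% and 1.31%, the monocyte-like share 3.05% and 1.83%, the PT-like share 5.63% and 7.10% and the cREC-like share 1.62% and 2.51%, and the intervals of the libraries did not overlap. The fibroblast-like class and the endothelial-like clusters taken together were the only others for which this held. The spread between mice of 1 genotype is not known from these data, so the intervals do not bear on the genotypes.

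**Figure D1:**
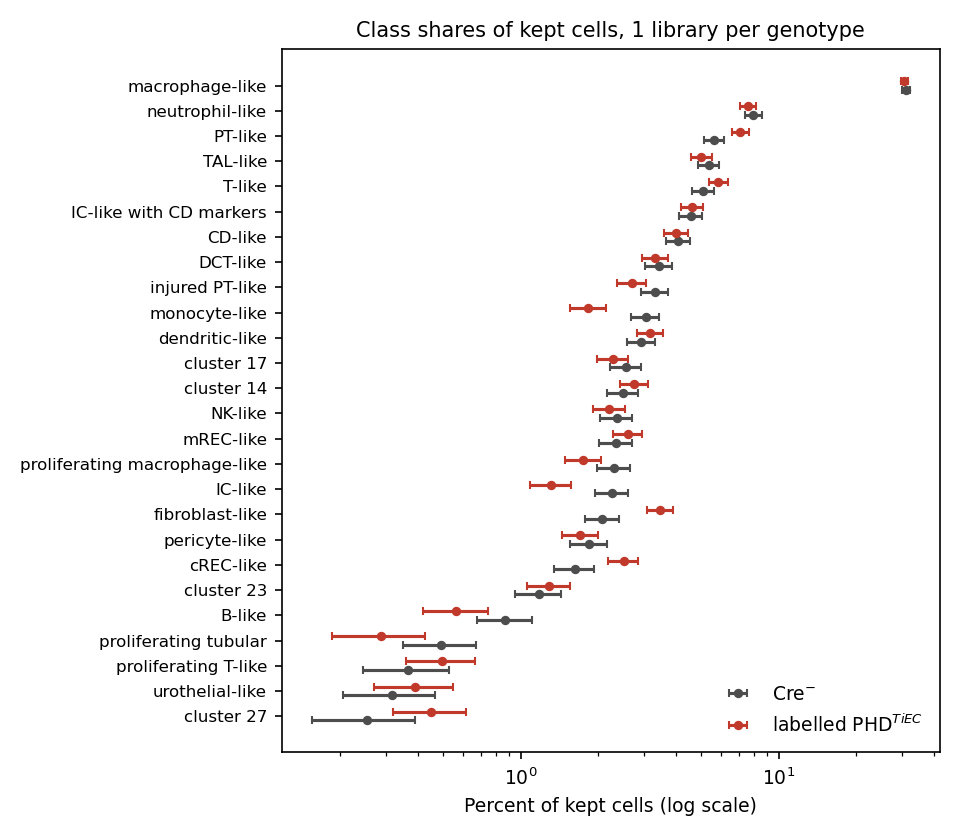
Share of all kept cells in each class (horizontal axis, percent on a log scale) for the *Cre-* library (grey) and the library labelled *PHD TiEC* (red), with Clopper-Pearson 95% intervals for counting error only. Macrophage-like cells hold the largest share in both libraries (31.2% and 30.7%), and the fibroblast-like share is 2.07% against 3.47%.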

When we overlayed *Cre^–^* ischemia-reperfusion (IR) and *PHD^TiEC^* IR samples, we observed similar cell clusters in each genotype (Supplemental Figure 6). Based on expression of reported canonical marker genes (Supplemental Table 2), we identified all expected kidney cell types: proximal tubule (PT), injured PT (Inj-PT), thick ascending limb (TAL), distal convoluted tubule (DCT), collecting duct (CD), proliferating CD (pCD), inner medullary collecting duct (IM-CD), collecting duct-intercalated cells (CD-IC), intercalated cells (IC), parietal cells (PAR), fibroblasts (FIB), pericytes (PER), ECs 1-3 (EC1-3), urothelial cells (URO), macrophages 1-4 (Mφ1-4), proliferating macrophages (pMφ), C1q (C1qa, C1qb and C1qc) expressing immune cells (C1q-IM), T cells (T), proliferating T cells (pT), NK cells, B cells (B), dendritic cells (DEN), and neutrophils (NEU) (Figure 4C). 

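Most clusters were named by the markers among their leading genes. The T-like cluster had none of its list among its 10 leading genes, which include *Trdc* and *Icos*, but 11 of the 12 T cell markers were seen in at least 10% of its cells. *Slc34a1* and *Pck1* led the PT-like cluster, *Havcr1* and *Krt20* the injured PT-like cluster, *Slc12a1* and *Umod* the TAL-like cluster, *Slc12a3* the DCT-like cluster and *Aqp2* and *Fxyd4* the CD-like cluster. *Col1a1* and *Dcn* led the fibroblast-like cluster, and *Myh11* and *Rgs5* the pericyte-like cluster. Clusters 14, 17, 23 and 27 were left by number, because none of the marker lists led them clearly. Cluster 14, led by *Wt1* and *Foxd1*, held 197 and 240 cells. Cluster 17, led by *Slc14a2* and *Fst*, held 202 and 198 cells. A cluster of 361 and 401 cells carried IC markers, with CD markers beside them, and had the highest median depth of all clusters, 49022 UMIs. It is called IC-like with CD markers here and is set against the paper's CD-IC cluster.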

Consistent with the aforementioned increased fibrosis, analysis of the relative cell proportions for each genotype showed increased FIBs by approximately 1.9-fold in the postischemic *PHD^TiEC^* kidney compared with control. 

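In the *Cre-* library, 164 of 7904 kept cells were fibroblast-like, or 2.07% (1.77 to 2.41%). The library labelled *PHD TiEC* held 302 of 8691, or 3.47% (3.10 to 3.88%). The ratio of these shares was 1.67 (95% interval 1.38 to 2.04), against the paper's reported 1.9. Over the alternative filters, clusterings and denominators, the ratio lay between 1.61 and 1.92. The pericyte-like share did not rise with it, at 1.83% and 1.70%. A share of dissociated cells depends on how well each cell type survives dissociation, and with 1 kidney per genotype that variation cannot be measured. The paper relates the higher share of fibroblasts to the increased fibrosis it found in *PHD TiEC* kidneys by histology.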

Next, we performed differential gene expression analysis for tubular clusters between the 2 genotypes. 

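The paper's lists for these clusters were chosen on these same 2 libraries, so the tallies below are no independent evidence. In every one of the 6 classes, each listed gene had the direction the paper gives: 163 of 163 genes in PT-like cells (82 higher and 81 lower in the library labelled *PHD TiEC*), 90 of 90 in injured PT-like cells (45 and 45), 209 of 209 in TAL-like cells (161 and 48), 269 of 269 in DCT-like cells (217 and 52), 211 of 211 in CD-like cells (176 and 35) and 250 of 250 in the IC-like cells with CD markers (195 and 55). Most of the changes were small. The median log2 ratio of the genes listed as higher was 0.46 in PT-like, 0.44 in injured PT-like, 0.39 in TAL-like, 0.55 in DCT-like, 0.49 in CD-like cells and 0.43 in the IC-like cells with CD markers, and that of the genes listed as lower was -0.49, -0.36, -0.30, -0.39, -0.47 and -0.49. In DCT-like cells, the median of all genes was itself 0.12, a shift that edgeR's TMM scaling brought to near 0. Mitochondrially encoded genes made up 11 of the genes listed as lower in DCT-like and in CD-like cells. The rankings of genes with at least 100 UMIs, here and below, leave out marker, mitochondrial, ribosomal protein and haemoglobin genes. Among genes with at least 100 UMIs, *Klk1* had the highest log2 ratio in injured PT-like cells, 3.71 (3.23 to 4.22). However, 57.0% of its UMIs of the library labelled *PHD TiEC* came from 1 cell. The list for PT was led by *Gsta4* (1.13) among the genes listed as higher and by *Slc51a* (-1.33) among those listed as lower.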

After applying cutoff criteria of a log_2_ fold change >0.2 and adjusted *P* < 0.05, PT, Inj-PT, TAL, DCT, CD, and CD-IC clusters of *PHD^TiEC^* IR kidney showed 163, 90, 209, 269, 211, and 250 differentially expressed genes (DEGs), respectively (Supplemental Data File 1). Gene set enrichment analysis (GSEA) demonstrated substantial differences in tubular cells between *PHD^TiEC^* and *Cre^–^*. 

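The Hallmark sets were not used here. A list of 24 HIF target genes set before the data were examined had a median log2 ratio of 0.09 in PT-like cells (24 genes with at least 10 UMIs), 0.15 in DCT-like cells (22 genes) and 0.04 in CD-like cells (22 genes). The medians of all genes in these classes were 0.03, 0.12 and 0.04, so the list stood little or not at all above them. Among genes with at least 100 UMIs, the interferon-induced genes *Rsad2*, *Ifit1* and *Ifit3* were among the 5 with the highest log2 ratios in DCT-like cells, at 3.01 (2.44 to 3.62), 2.10 (1.72 to 2.50) and 1.94 (1.41 to 2.52). In the library labelled *PHD TiEC*, single cells gave 37.1% of the UMIs of *Rsad2* and 44.3% of those of *Ifit1*. *Mmp7* had among the lowest log2 ratios in DCT-like cells (-2.15, -2.35 to -1.95) and in CD-like cells (-2.97, -3.42 to -2.54). In CD-like cells, *Smoc2* rose from 23 to 164 UMIs, a log2 ratio of 2.61 (1.97 to 3.31), and was seen in 14 and 74 cells. Among the genes ranked in PT-like cells, *Mgp* had the highest log2 ratio, 2.72 (2.46 to 2.98), with 49.0% of its UMIs of the library labelled *PHD TiEC* in 1 cell. *Ces1f* had the lowest log2 ratio among the genes ranked there, -1.92 (-2.26 to -1.58), from 294 and 98 UMIs in 100 and 48 cells. The marker gene *Kap*, left out of the ranking, was lower still in PT-like cells, at -4.17 (-4.25 to -4.09) from 19559 and 1370 UMIs.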

Within the tubular clusters, the top Hallmark gene signatures were tumor necrosis factor (TNFA) signaling via NF-κB and hypoxia pathways for PT; apoptosis, TNFA signaling via NF-κB, and hypoxia pathway for DCT; and TNFA signaling via NF-κB, apoptosis, and hypoxia pathway for CD (Figure 4D and Supplemental Data File 2). Overall, these results show that the exacerbated fibrotic response in postischemic kidneys of *PHD^TiEC^* mutants is associated with a proinflammatory signature in tubular cells.

### mRECs of postischemic PHD^TiEC^ mutant kidney show increased glycolysis.

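Of the kept cells, 406 in the *Cre-* library and 556 in the library labelled *PHD TiEC* fell into 3 endothelial-like clusters. The mREC-like cluster (185 and 226 cells) was led by *Sox17*, *Jam2* and *Gja4*, and the cREC-like cluster (128 and 218 cells) by *Gpihbp1*, *Plvap* and *Aplnr*. Cluster 23 (93 and 112 cells) carried endothelial genes such as *Cldn5* and *Nos3* together with the mural gene *Rgs5*. Its leading genes included 3 mREC markers, so it was not given the name EndMT-REC and is reported by number. RNA from lysed cells may have reached these clusters. Read as free RNA, the UMIs of tubular and neutrophil markers gave an estimated 24.1% of the endothelial-like counts in the *Cre-* library. The estimate was 14.7% in the library labelled *PHD TiEC*, against 3.80% and 3.64% in immune cells. Tubular cells among these barcodes, or captured together with endothelial cells, would raise the estimate and were not separated from free RNA. When the endothelial-like cells were clustered again on their own, 117 of the mREC-like cells fell into a subcluster led by mitochondrial and ribosomal RNA transcripts, and 71 into a subcluster of 77 cells that held no cell of the *Cre-* library. Other cell types were present among the endothelial-like barcodes: 20 of the mREC-like cells fell into a subcluster led by macrophage markers (20 and 20 cells). Another 10 fell into a subcluster with PT as its leading list (42 and 59 cells, median 22232 UMIs). Its 10 leading genes include *Havcr1* and *Slc12a1* but none of the PT list. EndMT-REC was the leading list of 2 subclusters (48 and 35 cells, and 31 and 52 cells), with 4 and 0 of the mREC-like cells. None of its markers is among their 10 leading genes. These include the fibroblast markers *Col6a1* and *Col1a2* in the first and the pericyte markers *Cnn1* and *Ren1* in the second. The subcluster without cells of the *Cre-* library was led by *Pgf*, and HIF target genes are among the genes that define it, so its size cannot be compared between the libraries.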

Next, we focused on the 3 EC clusters annotated as mRECs, cRECs, and RECs expressing mesenchymal markers (EndMT-RECs) based on marker genes established from the Carmeliet group (30) and others (31–33) (Figure 5A and Supplemental Figures 7 and 8). Among the EC clusters, mRECs showed the majority of DEGs between the 2 genotypes (58 genes with adjusted *P* value < 0.05) (Supplemental Data File 3), while the numbers of DEGs for cRECs and EndMT-RECs were more limited (2 and 12 genes respectively). 

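All 58 genes that the paper lists for mRECs had the direction the paper gives, 46 higher and 12 lower in the library labelled *PHD TiEC*, and 9 of the 12 are mitochondrially encoded. Across the 637 genes of the paper's table that could be matched, the log2 fold changes on Seurat's scale and the paper's had a Pearson's r of 0.999, where genes are not independent replicates. The paper drew that list from these libraries. Numbers of changed genes were not computed, and the clusters were compared by the medians of fixed lists. For the 10 glycolysis genes the paper names, the median log2 ratio was 1.89 in mREC-like cells, 1.04 in cREC-like cells and 0.96 in cluster 23 (0.86 to 1.11). Outside the endothelial-like clusters, the medians of the 23 other classes lay between -0.30 and 0.32. Among genes with at least 100 UMIs in mREC-like cells, *Pgf* (5.40, 4.03 to 7.29), *Ndufa4l2* (4.85, 3.70 to 6.31) and *Adm* (4.84, 3.78 to 6.17) were among the 5 with the highest log2 ratios, and were seen in 37, 45 and 81 cells of the library labelled *PHD TiEC*. The other 2, *Cxcl9* and *Ccl21a*, had 69.3% and 100% of their UMIs of the library labelled *PHD TiEC* in 1 cell. *Mmp12*, with the lowest log2 ratio (-3.18), had 95.1% of its UMIs of the *Cre-* library in 1 cell.

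**Figure D2:**
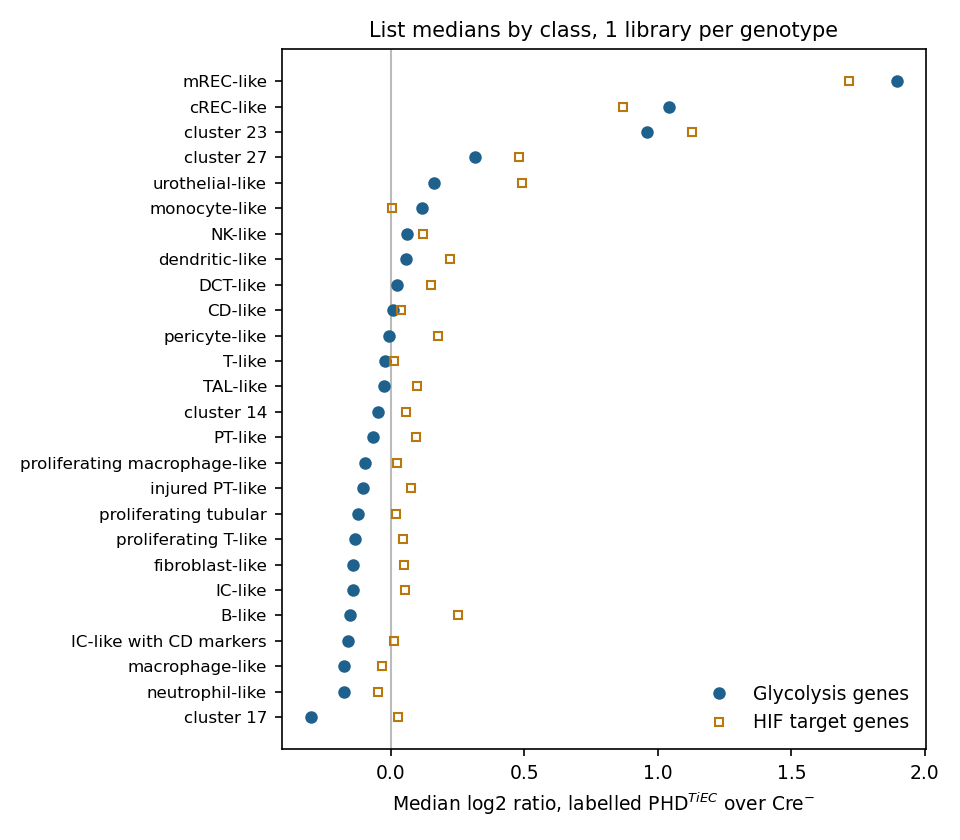
Median log2 ratio of CPM, library labelled *PHD TiEC* over *Cre-* (horizontal axis), for the glycolysis genes named in the paper (blue circles) and for HIF target genes (orange squares) in each class (vertical axis). Genes with at least 10 UMIs in the class were used, 8 to 10 glycolysis genes and 6 to 24 HIF target genes. The 3 endothelial-like clusters have glycolysis medians of 1.89, 1.04 and 0.96, and the next highest is 0.32 in cluster 27.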

GSEA analysis of DEGs in mRECs identified hypoxia and glycolysis as the top 2 significantly enriched Hallmark pathways followed by MTORC1 signaling and epithelial mesenchymal transition pathways in *PHD^TiEC^* compared with *Cre^–^* mouse (Figure 5B and Supplemental Data File 3). 

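The enrichment analysis was not repeated, since the Hallmark sets were not used here. Of the list of HIF target genes, 23 had at least 10 UMIs in mREC-like cells, and 22 of these were higher in the library labelled *PHD TiEC*. Their median log2 ratio was 1.72 (95% interval 1.42 to 1.88). The medians of 10000 random lists of genes with like expression lay between -0.09 and 0.16 (central 95%), and none reached it. The highest log2 ratio belonged to *Ak4* (1 and 48 UMIs, 5.06, 2.51 to 10.39) and the lowest to *Cited2* (-0.30, -0.54 to -0.06). *Bnip3* rose from 39 to 748 UMIs, a log2 ratio of 3.73 (3.27 to 4.24), and *Ankrd37* from 15 to 329, a log2 ratio of 3.93 (3.18 to 4.78). The median was 0.87 in cREC-like cells and 1.13 in cluster 23. After the estimated free RNA was subtracted, the median in mREC-like cells was 2.04.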

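The 10 glycolysis genes named in the paper, *Slc2a1*, *Gpi1*, *Pfkl*, *Aldoa*, *Tpi1*, *Pgk1*, *Eno1*, *Pkm*, *Ldha* and *Slc16a3*, were all higher in the mREC-like cells of the library labelled *PHD TiEC*. The class sums rest on 1754493 and 2532415 UMIs. The interval of the median log2 ratio was 1.72 to 2.06, above each of the random lists, whose central 95% lay between -0.14 and 0.21. The genes were picked on these libraries, which makes them no independent test. *Slc2a1* (ENSMUSG00000028645, chromosome 4 from 119108711 to 119137983) had 12.0 and 94.4 CPM, a log2 ratio of 2.98 (2.33 to 3.70). *Pgk1* (ENSMUSG00000062070, chromosome X from 106187100 to 106203699) had 89.5 and 433 CPM, a log2 ratio of 2.28 (2.03 to 2.53). *Ldha* (ENSMUSG00000063229, chromosome 7 from 46841475 to 46855627) had 295 and 751 CPM, a log2 ratio of 1.35 (1.21 to 1.49). The smallest log2 ratio was that of *Gpi1*, 0.98 (0.80 to 1.17). *Eno1* has a near-identical retrogene, *Eno1b*, in the same gene list, so its log2 ratio of 2.02 is uncertain. Of 13 further glycolysis genes set before the data were examined, 12 had enough UMIs, 10 of them were higher, and their median was 1.30 (1.07 to 1.44), with the lowest log2 ratio for *Pfkfb4*, -0.42. *Hk2* had 2.64 (1.74 to 3.69), and *Aldoc*, with 0 and 27 UMIs, enters as a lower bound. Among the alternatives, the median of the 10 genes moved most when the 1-library subcluster led by *Pgf* was left out, to 0.57 (0.44 to 0.72). That alternative was chosen after the data were seen, and it removes cells by genes that respond like those tested.

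**Figure D3:**
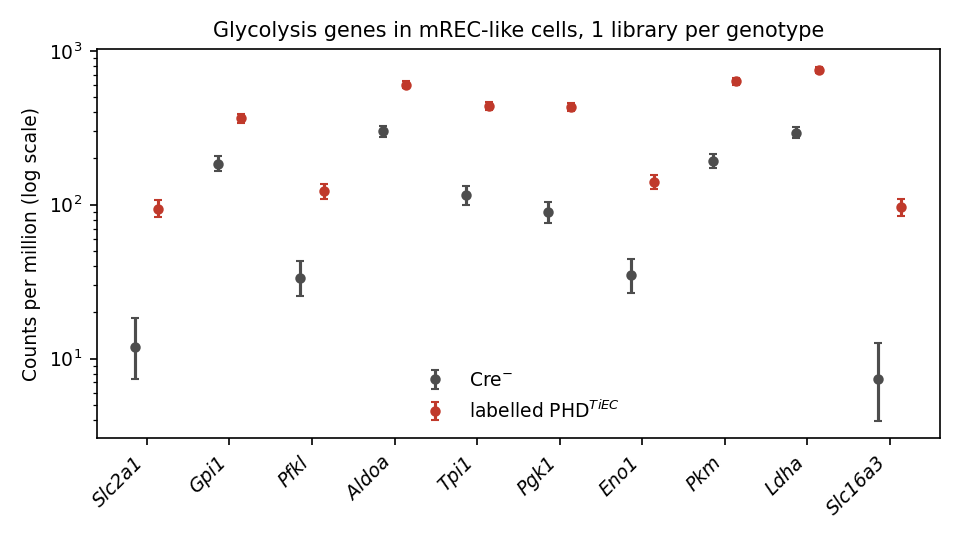
CPM (vertical axis, log scale) of the 10 glycolysis genes in mREC-like cells of the *Cre-* library (grey) and of the library labelled *PHD TiEC* (red), with exact Poisson 95% intervals for counting error only. Each gene lies higher in the library labelled *PHD TiEC*, from *Gpi1* (185 and 365 CPM) to *Slc16a3* (7.41 and 96.7 CPM).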

Consistent with enhanced glycolytic activity, the glycolysis-related genes solute carrier family 2 (facilitated glucose transporter), member 1 (*Scl2a1*), glucose-6-phosphate isomerase 1 (*Gpi1*), phosphofructokinase, liver, B-type (*Pfkl*), aldolase A, fructose-bisphosphate (*Aldoa*), triosephosphate isomerase 1 (*Tpi1*), phosphoglycerate kinase 1 (*Pgk1*), enolase 1, α nonneuron (*Eno1*), pyruvate kinase, muscle (*Pkm*), lactate dehydrogenase A (*Ldha*), and solute carrier family 16, member 3 (*Slc16a3*) were significantly upregulated in mRECs of *PHD^TiEC^* IR kidney compared with *Cre^–^* control (Figure 5C).

To examine whether this metabolic profile in ECs was relevant to human AKI, we analyzed publicly available single nucleus RNA sequencing (snRNA-Seq) data from kidney tissues of patients with severe AKI (34). Hallmark analysis showed hypoxia and glycolysis among the top enriched pathways in ECs of human kidneys with AKI (Figure 5D and Supplemental Data File 4). Specifically, we found upregulation of glucose-6-phosphate isomerase (*GPI*), triosephosphate isomerase 1 (*TPI1*), glyceraldehyde-3-phosphate dehydrogenase (*GAPDH*), phosphoglycerate kinase 1 (*PGK1*), phosphoglycerate mutase 1 (*PGAM1*), enolase 1 (*ENO1*), pyruvate kinase M1/2 (*PKM*), lactate dehydrogenase A (*LDHA*), and solute carrier family 16 member 3 (*SLC16A3*) in ECs from kidney tissues of patients with AKI compared with the control group (Figure 5E). 

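The rise of HIF target and glycolysis UMIs, summed per cell, was not spread evenly over the mREC-like cells of the library labelled *PHD TiEC*. Such a sum leans on abundant genes, above all *Ier3* (log2 ratio 0.53). To compare cells at equal depth, each was thinned to 1500 UMIs, which left 171 of 185 and 221 of 226 cells, and the UMIs of 32 HIF target and glycolysis genes (without *Egln1* and *Egln3*) were added up per cell. The median was 5 UMIs in the *Cre-* library and 7 in the library labelled *PHD TiEC*. In the library labelled *PHD TiEC*, 85 of 221 cells (38.5%) had more than 10 UMIs of these genes, against 7 of 171 in the *Cre-* library, and another 85 stayed at or below the *Cre-* median, as did 56.1% of the *Cre-* cells themselves, since cells at exactly the median are included. From the enriched pathways and genes in mRECs, the paper concludes that inactivation of the PHDs in the endothelium after ischemia activates the hypoxia response and with it glycolysis.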

Overall, these results demonstrate that postischemic endothelial inactivation of PHDs activates the hypoxia response, leading to increased endothelial glycolysis, a metabolic response that is also observed in patients with severe AKI.

### Postischemic endothelial inactivation of PHD1, PHD2, and PHD3 induces EC-derived proinflammatory responses and exacerbates macrophage accumulation.

GSEA analysis of DEGs is mRECs showed high enrichment of Gene Ontology Biological Process (GOBP) gene sets of leukocyte migration and myeloid leukocyte migration. These gene signatures were driven by upregulation of macrophage migration inhibitory factor (*Mif*), C-X-C motif chemokine ligand 12 (*Cxcl12*), FMS-like tyrosine kinase 1 (*Flt1*), basigin (*Bsg*), vascular endothelial growth factor A (*Vegfa*), serine (or cysteine) peptidase inhibitor, clade E, member 1 (*Serpine1*), CD74 antigen (*Cd74*), sphingosine-1-phosphate receptor 1 (*S1pr1)*, intercellular adhesion molecule 1 (*Icam1*), and integrin β 1 (*Itgb1*) in *PHD^TiEC^* IR kidney compared with control (Figure 6, A and B). 

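The leukocyte migration genes had a median log2 ratio of 1.19 in mREC-like cells (95% interval 1.10 to 1.27). The paper chose them from these libraries. *Mif* (ENSMUSG00000033307, chromosome 10 from 75859353 to 75860240) had 153 CPM in the *Cre-* library and 583 CPM in the library labelled *PHD TiEC*, a log2 ratio of 1.93 (1.74 to 2.13). *Flt1* had 757 and 1762 CPM (1.22, 1.13 to 1.31) and *Vegfa* 33.1 and 109 CPM (1.72, 1.30 to 2.15). *Icam1* (ENSMUSG00000037405, chromosome 9 from 21015985 to 21028817) had 98.0 and 130 CPM, a log2 ratio of 0.41 (0.14 to 0.68). It was lower in cluster 23, at -0.26 (-0.58 to 0.06). *Cd74*, with 521 and 878 CPM, is abundant in immune cells, and its log2 ratio of 0.75 depends strongly on the processing. Over the alternatives it lay between 0.30, with simulated doublets removed, and 7.87, with the estimated free RNA subtracted. The median of the list was 0.76 in cREC-like cells and 0.69 in cluster 23.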

Using immunofluorescence staining, we confirmed the increased expression of CXCL12 and ICAM1 in the kidney endothelium of *PHD^TiEC^* mutants (Supplemental Figure 9). To characterize immune cell alterations in the postischemic kidney microenvironment in the context of endothelial PHD inactivation, we performed flow cytometric analysis (Supplemental Figure 10). Because at day 14 after uIRI, there was an established maladaptive repair phenotype, we focused our analysis on day 8, an earlier time point that may reveal changes in immune responses contributing to the observed phenotype. Notably, day 8 postischemic kidneys of *PHD^TiEC^* showed a 2.9-fold increase in macrophages (CD45^+^CD11b^+^F4/80^+^) (Figure 6, C and D) compared with controls. F4/80 immunostaining showed diffuse and variable distribution within the postischemic kidneys of *PHD^TiEC^* mutants (Figure 6D). Taken together, these data support that endothelial postischemic PHD inactivation promotes maladaptive inflammatory responses and increased macrophage infiltration.

To investigate how mRECs interact with macrophages, we employed NicheNet, a previously published algorithm, which utilizes expression data to infer the potential impact of ligand-receptor interactions on specific targets by integrating existing knowledge of signaling and regulatory networks (35). We assigned mRECs as “senders” and the different macrophage clusters as “receivers.” NicheNet analysis showed that ligands expressed by mRECs could explain 18 out of the 167 DEGs found in the Mφ1 cluster of *PHD^TiEC^* mutant compared with control, while the impact was more limited for the other macrophage clusters (2/64 for Mφ2; 5/32 for Mφ3; Mφ4 and pMφ showed no interactions) (Figure 6E). Several notable ligands and target genes emerged from analyzing the interaction of mRECs with Mφ1 cluster. 

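*Cxcl12* (ENSMUSG00000061353, chromosome 6 from 117168535 to 117181367) had 221 UMIs in the mREC-like cells of the *Cre-* library and 815 in those of the library labelled *PHD TiEC*, or 126 CPM (110 to 144) and 322 CPM (300 to 345). Its log2 ratio was 1.35 (1.14 to 1.57) and lay between 1.22 and 1.62 over the alternatives set before the data were examined. For *Cxcl12* in mREC-like cells without the 1-library subcluster, an alternative added after the data were seen, it fell to 0.16 (-0.13 to 0.44). *Cxcl12* is among the leading genes of that subcluster, so leaving it out selects against the gene. In cluster 23 it was 1.74 (1.45 to 2.04). The cREC-like cells held 4 and 14 UMIs, and in macrophage-like cells the gene had 1.66 and 1.64 CPM.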

One prominent example is *Cxcl12*, which exhibited high expression in mRECs of *PHD^TiEC^* mutant. CXCL12 is a known HIF target gene that can interact with the G protein–coupled chemokine receptor CXCR4, which is abundantly expressed in macrophages. This interaction has the potential to modulate macrophage activation, contributing to profibrotic function (36). 

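*Cxcr4* (ENSMUSG00000045382, chromosome 1 from 128588199 to 128592293) was counted with 1900 and 2869 UMIs in the macrophage-like cells of the *Cre-* library and of the library labelled *PHD TiEC*, or 95.8 and 124 CPM, a log2 ratio of 0.37 (0.29 to 0.45).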

Pathway analysis by GSEA identified several Hallmark pathways substantially enriched in the Mφ1 cluster of *PHD^TiEC^* mutant. These pathways included hypoxia, inflammatory response, TNFA signaling via NF-κB, mTORC1 signaling, complement, and unfolded protein response (Figure 6F and Supplemental Data File 5). 

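The paper's Mφ1 cluster was not rebuilt on its own, and the values here are for all 2468 and 2670 macrophage-like cells. The 28 genes that the paper lists for these pathways were all higher in the library labelled *PHD TiEC*, with a median log2 ratio of 0.30 (95% interval 0.28 to 0.32), from 0.13 for *Ctsd* to 0.93 for *Cp* (0.81 to 1.06). They were picked on these libraries. The central 95% of random lists lay between -0.04 and 0.09. Under TMM scaling the median was 0.27, and as a mean over cells of counts per 10000 it was 0.38. *Hk2* rose in these cells (0.42, 0.35 to 0.49), while *Slc16a3* (-0.36, -0.52 to -0.19), *Tpi1* (-0.31, -0.38 to -0.23) and *Ldha* (-0.16, -0.21 to -0.10) were lower. Among genes with at least 100 UMIs, *Fpr1* had a log2 ratio of 2.11 (1.76 to 2.46), from 83 UMIs in 61 cells and 418 UMIs in 257 cells. *Ifi202b* had the lowest, with 778 UMIs in the *Cre-* library and 1 in the library labelled *PHD TiEC*, and over all classes it had 1335 and 34 UMIs.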

Taken together, these results suggest that postischemic endothelial PHD inactivation triggers an endothelial driven proinflammatory milieu with macrophages, which may contribute to tissue injury and fibrosis following kidney IRI.

### Postischemic inactivation of endothelial HIF signaling inhibits kidney fibrosis following kidney IRI.

We next asked whether activation of endothelial HIF signaling in the context of PHD inactivation is a driver of the observed maladaptive repair phenotype. Therefore, we generated mice that allow EC-inducible inactivation of Aryl hydrocarbon receptor nuclear translocator (ARNT), the constitutive HIF-1β subunit required for activation of HIF signaling by crossing *Cdh5(PAC)CreER^T2^* transgenics with *Arnt* floxed mice. The resulting *Cdh5(PAC)CreERT2;* *ARNT^fl/fl^* (*ARNT^iEC^*) and *Cre^–^* littermates were subjected to uIRI followed by tamoxifen treatment and analysis on day 14 as indicated in Figure 7A. Notably, postischemic endothelial ARNT inactivation significantly ameliorated kidney injury and fibrosis assessed by H&E and Picrosirius red staining (Figure 7B). Furthermore, mRNA levels of *Acta2*, *Loxl2*, *Tgfb1*, and hepatitis A virus cellular rzeceptor 1 (*Havcr1*) were also significantly reduced in day 14 post-IR kidneys of *ARNT^iEC^* mice compared with *Cre^–^* littermates (Figure 7C). In summary, these results show that postischemic inactivation of endothelial HIF signaling is sufficient to suppress AKI to CKD transition following ischemic kidney injury.

### Treatment with the MCT4 inhibitor syrosingopine restores adaptive repair in postischemic kidney injury of PHD^TiEC^ mice.

As the primary metabolic response of the postischemic endothelium to HIF stabilization in the context of PHD inactivation was increased glycolysis, we next focused on this aspect. While increased lactate generation and efflux via the transporter MCT4 represent the final steps of hypoxia-induced glycolysis (37), lactate export was recently shown to be among the 4 key steps controlling glycolytic flux (38). 

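*Slc16a3* (ENSMUSG00000025161, chromosome 11 from 120948480 to 120960868) had 13 UMIs in the mREC-like cells of the *Cre-* library and 245 in those of the library labelled *PHD TiEC*, a log2 ratio of 3.71 (2.91 to 4.64). At least 1 UMI was seen in 9 of 185 cells (4.86%, 2.25 to 9.03%) and in 74 of 226 cells (32.7%, 26.7 to 39.3%), at median depths of 7066 and 8951 UMIs. In PT-like cells, taken as a class that should lack the gene, the shares were 3.15% and 1.94% at median depths of 20165 and 18259 UMIs. These shares are not comparable between classes of such different depth. Per UMI, the mREC-like cells of the *Cre-* library had 7.41 CPM (3.95 to 12.7) against 1.66 CPM (0.98 to 2.62) in its PT-like cells. With each cell thinned to 1500 UMIs, 1 of 171 (0.585%) and 25 of 221 (11.3%) mREC-like cells had a UMI, with 14 and 5 shallower cells left out, against 0.679% and 0.486% of PT-like cells. In cREC-like cells, the log2 ratio was 1.94 (1.09 to 2.90), and in cluster 23, with 8 and 119 UMIs, it was 3.75 (2.73 to 5.00). Without the 1-library subcluster led by *Pgf*, an alternative added after the data were seen, it was 1.43 in mREC-like cells (0.43 to 2.50). The human data of the study were not analysed here.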

*Slc16a3*, the gene encoding MCT4, was markedly increased in mRECs of postischemic *PHD^TiEC^* kidney as well as in ECs of human kidneys with severe AKI. Indeed, immunofluorescence staining confirmed high expression of MCT4 protein in the postischemic kidney endothelium of *PHD^TiEC^* (Figure 8A and Supplemental Figure 11). We next sought to investigate whether increased endothelial MCT4 causally contributes to the maladaptive postischemic kidney repair observed in the *PHD^TiEC^* mice. To this end, we used syrosingopine, a dual inhibitor of monocarboxylate transporters MCT1 and MCT4 (60-fold higher potency on MCT4), which leads to end-product inhibition of glycolysis (39). As depicted in Figure 8B, *PHD^TiEC^* mice were treated with syrosingopine or vehicle starting on day 2 after uIRI and then every other day until day 14 after uIRI. Strikingly, treatment with syrosingopine significantly suppressed tubular injury and fibrosis as indicated by approximately 37% and approximately 51% reduction in injury scoring and collagen accumulation, respectively, compared with vehicle (Figure 8, C and D). Furthermore, the mRNA levels of profibrotic genes *Loxl2*, *Tgfb1*, and *Acta2* were significantly downregulated in the syrosingopine-treated group compared with the vehicle-treated group (Figure 8E). Because syrosingopine could also exert its effects through MCT1 inhibition, *PHD^TiEC^* mice were treated with the MCT1 inhibitor AZD 3965. Nevertheless, MCT1 inhibition alone had no effect on tubular injury and fibrosis on 14 after uIRI (Supplemental Figure 12). Taken together, our studies demonstrate that inhibition of endothelial MCT4 by syrosingopine restores adaptive kidney repair following IRI in *PHD^TiEC^* mutants.

### MCT4 inhibition diminishes endothelial-derived proinflammatory responses induced by hypoxia reoxygenation and IL-1β.

To assess whether MCT4 inhibition acts cell autonomously in ECs to suppress proinflammatory responses, we performed in vitro experiments in which human primary pulmonary artery endothelial cells (HPAECs) were activated by 18 hours exposure to hypoxia (0.5% O_2_), followed by reoxygenation for 8 hours in the presence of IL-1β treatment (1 ng/mL) (Figure 9A). To inhibit MCT4, we first used syrosingopine at a concentration of 5 μM, which diminished lactate secretion, as indicated by reduction in extracellular lactate levels (Supplemental Figure 13A). We found that syrosingopine significantly suppressed the hypoxia-reoxygenation and IL-1β–induced upregulation of *VCAM1* and *ICAM1* (Figure 9B) compared with controls leading to an approximately 48% reduction in adhesion of monocytes (THP-1 cells) to HPAECs (Figure 9C). Mechanistically, this response could be due to suppression of NF-κΒ activity by syrosingopine as indicated by reduced phospho-p65 protein levels (Supplemental Figure 14). Consistent responses were observed when we used siRNA against MCT4. With an approximately 67% knockdown efficiency (Supplemental Figure 13B), *MCT4siRNA* significantly suppressed *VCAM1* and *ICAM1* transcripts in ECs stimulated by hypoxia-reoxygenation and IL-1β compared with negative control siRNA, reducing adhesion of monocytes to HPAECs by approximately 40%. (Figure 9, D and E). Because syrosingopine could act by inhibiting MCT1, we also conducted experiments with the MCT1 inhibitor AZD 3965. Nevertheless, AZD 3965 had no effect on the transcriptional induction of *VCAM1* and *ICAM1* in HPAECs stimulated by hypoxia-reoxygenation and IL-1β (Supplemental Figure 15). Taken together, these results demonstrate that MCT4 inhibition suppresses EC interaction with monocytes in a cell-autonomous manner, an effect that may contribute to favorable effects exerted by syrosingopine, when given after kidney IRI.

## Discussion

In this study, we show that the regulation of endothelial oxygen sensing signaling has critical implications in postischemic kidney repair. Within the kidney endothelium, we demonstrate the expression of PHD1 and PHD3 isoforms along with PHD2 and show their critical contribution in regulating HIF signaling in the renal vascular bed. By investigating the outcomes of kidney repair in different conditional knockout strains, we provide evidence that activation of HIF signaling through concurrent loss of the 3 PHD isoforms and not PHD2 alone dictates postischemic kidney repair. We furthermore identify the endothelial glycolysis/MCT4 axis as a promising therapeutic target. Pharmacological inhibition of MCT4 holds the potential to interrupt the transition from AKI to CKD by mitigating inflammation.

PHD enzymes are nonheme iron-dependent dioxygenases that catalyze the 4-electron reduction of O_2_. Specifically, they incorporate each O_2_ atom, respectively, into the tricarboxylic acid (TCA) cycle metabolite 2-oxoglutarate (2OG) and the substrate polypeptide, forming succinate, carbon dioxide, and *trans*-4-hydroxylated prolyl products (10). With *K*m values falling within the 230–250 μM range, PHDs are sensitive to fluctuations in local O_2_ in tissues, thus functioning as oxygen sensors (10). While PHD2 is considered the main oxygen sensor (10, 40), the other isoforms have been implicated in regulating hypoxia signaling (13). Consistently, we have demonstrated an overlapping pattern of expression for PHDs in kidney endothelium, which probably allows notable compensatory responses. This may explain the lack of HIF stabilization when endothelial PHD2 was individually deleted (17) in contrast to the robust HIF activation we observed when the 3 PHD isoforms were concurrently inactivated. While the regulation of HIF by PHDs in different vascular beds requires further investigation, our findings are particularly relevant for IRI, where severe hypoxia could limit the activity of all PHD isoforms. Furthermore, because PHDs are regulated not only by oxygen but also by factors such as 2OG, oxidative stress, and abnormal concentrations of endogenous metabolites, PHD-mediated hydroxylation can be altered even under normoxia, creating a “pseudo-hypoxic state” (10). For example, succinate, a TCA cycle metabolite known to accumulate with IRI, can inhibit all 3 PHDs (41, 42). Therefore, various hypoxic and pseudohypoxic signals within the postischemic kidney microenvironment can alter the activity of PHDs dictating tissue remodeling.

Our findings are clinically relevant, as pan-PHD inhibitors are already approved for treating renal anemia. While no serious adverse effects have been widely reported, the FDA analyses of the ASCEND-ND (ClinicalTrials.gov NCT02876835) trial suggested a potential increased risk of AKI with daprodustat, a HIF prolyl hydroxylase inhibitor, compared with the conventional erythropoiesis-stimulating agent darbepoetin alfa (43, 44). Given the key role of PHD2 in renal erythropoietin synthesis (45), PHD2-selective inhibitors would likely offer a safer alternative, although none are currently available. Therefore, further research is required to define the specific functions of PHD isoforms in different cell types optimizing both the efficacy and safety of oxygen-sensing based therapies.

Capillary rarefaction was exacerbated after ischemic kidney injury in the setting of postischemic endothelial PHD inactivation and was associated with the presence of partially “dedifferentiated” ECs, as reflected by the EC-EndMT cluster revealed by scRNA-Seq. EndMT could be induced directly by HIF activation in the context of endothelial PHD inactivation, as indicated by previous studies linking HIFs to EndMT in pulmonary and cardiac fibrosis by upregulating the snail family transcriptional repressor 1 (SNAI1) (46, 47). While the contribution of EndMT in our model is unclear, impaired angiogenic capacity could represent another EC autonomous mechanism by which PHD inactivation leads to capillary drop-out, as we and others recently showed in cultured ECs (48, 49). Regardless of the underlying mechanism, by inducing kidney tissue hypoxia, capillary rarefaction contributes to a vicious cycle of maladaptive responses (50). For example, Lovisa et al. showed an intriguing link between endothelial dysfunction and impaired tubular epithelial metabolism shifting from fatty acid oxidation to glycolysis (51).

Postischemic endothelial PHD inactivation augmented interstitial fibrosis and inflammation following kidney IRI, and these responses were associated with robust HIF activation. Based on our previous studies in which constitutive deletion of endothelial HIF-2 enhanced IRI-induced kidney fibrosis and inflammation (18), and preischemic inactivation of endothelial PHD2 was protective (17), our findings were unanticipated and raise important questions. Does the timing of endothelial PHD inactivation in the setting of established kidney injury dictate the repair outcomes, does the nonphysiologic endothelial HIF activation drive these unfavorable responses, or are HIF-independent effects of PHDs involved? These possibilities are not mutually exclusive. Pharmacological approaches of PHD inhibition applied prior to ischemic kidney injury have provided renoprotective effects, which though were not observed when HIF signaling was activated during the postischemic phase (52). By employing a genetic approach of inducible EC-specific targeting, our studies identify temporal context as a critical factor in determining kidney injury responses to activation or inhibition of the HIF/PHD pathway. Importantly, our system is not confounded by the potential off-target effects of PHD inhibitors on other 2OG-dependent dioxygenases. Furthermore, the favorable effects observed in the context of postischemic endothelial ARNT deletion support a maladaptive role for endothelial HIF signaling in reparative processes after kidney injury. Nevertheless, non-HIF hydroxylation substrates of PHD could also contribute to the observed outcomes by PHD inhibition. For example, PHD inhibition could reduce the hydroxylation of IKKβ derepressing NF-κΒ signaling (53, 54), a response known to induce endothelial adhesion molecules binding and transmigration of leukocytes.

ECs are known to use glycolysis to meet more than 80% of their adenosine triphosphate (ATP) demands (55, 56), preserving oxygen for perivascular cells. Our study now unveiled that glycolysis can be further enhanced in postischemic RECs of *PHD^TiEC^* mice, which is in agreement with the metabolomic changes we recently reported in ECs treated with the pan-PHD inhibitor dimethyloxalylglycine (DMOG) (49). Importantly, increased endothelial glycolysis was associated with proinflammatory changes that lead to enhanced macrophage infiltration. In accordance with our findings, recent studies reported induction of glycolysis in ECs subjected to the inflammatory mediators TNFA and lipopolysaccharide (LPS) (37, 57), both known to induce HIF activation (58, 59). In this setting, among the upregulated glycolytic genes, PFKFB3 was identified as a key regulator of this metabolic reprogramming. Notably, genetic or pharmacologic inactivation of PFKFB3 abrogated inflammation in various disease models such as and LPS and pulmonary hypertension, linking PFKFB3-driven glycolysis to endothelial proinflammatory pathways (57, 60). Importantly, our analysis of scRNA-Seq data from kidneys of patients with severe AKI demonstrates increased endothelial glycolysis and activation of hypoxia and inflammatory pathways, highlighting a role for PHD/HIF in regulating the immunometabolic response of kidney endothelium.

The HIF-1 induction of MCT4 allows the efficient export of lactic acid and enables glycolytic tumors to grow within an acidic microenvironment (61, 62). Furthermore, because MCT4-mediated lactic acid transport can regulate glycolytic flux, blocking MCT4 has been proposed as a strategy to suppress tumor growth in different cancers by disrupting the Warburg effect (63). Given that (a) ECs resemble cancer cells in their preferential use of glycolysis and (b) MCT4 was markedly upregulated by endothelial PHD inactivation in the postischemic kidney, we postulated that MCT4 inhibition might promote adaptive kidney repair by suppressing endothelial glycolysis. To test this hypothesis, we treated *PHD^TiEC^* mice with syrosingopine starting on day 2 after uIRI and found that MCT4 inhibition remarkably reduced the tubular injury and development of fibrosis at day 14 after uIRI. To assess whether MCT4 inhibition had EC autonomous effects, HPAECs activated to a proinflammatory phenotype by hypoxia-reoxygenation and IL-1β were treated with syrosyngopine or siMCT4. Both genetic silencing and pharmacologic MCT4 inhibition suppressed the expression of EC-adhesion molecules, reducing the adhesion of THP1 cells. Interestingly, inhibition of CD147, a broadly expressed transmembrane glycoprotein that is essential for MCT4 function (64), has been reported to reduce postischemic brain inflammatory cell infiltration by reduced NF-κB activation in brain microvascular ECs (65). While this mechanism could explain our findings, a broader reprogramming of EC metabolism by MCT4 inhibition may be a key driver. For instance, Cluntun et al. showed that MCT4 inhibition shifted glucose flux from lactate to citrate and the TCA cycle in cardiomyocytes (66). Further studies are needed to investigate how metabolic reprogramming by MCT4 inhibition is linked to endothelial function.

In summary, our genetic studies demonstrate that postischemic endothelial PHD inactivation leads to HIF activation and maladaptive kidney repair, which can be reversed by MCT4 inhibition. Our findings merit further consideration of targeting the kidney endothelial hypoxia-driven glycolysis/MCT4 axis as a therapeutic strategy to halt the AKI to CKD transition.

## Methods

### Sex as a biological variable

Samples from both sexes were included in the analysis of human data. Animal studies were conducted on male mice except for an IRI experiment on female *PHD^TiEC^* mice showing variable outcomes. Whether the reported findings in male mice are relevant to females requires future investigation.

### Generation of mice, genotyping, and animal procedures

The generation and genotyping of *Phd1* (*Egln2*), *Phd2* (*Egln1*), *Phd3* (*Egln3*), and *Arnt* (*Arnt*) floxed mice have been described previously (45, 67, 68). For inducible endothelial-specific inactivation of the floxed alleles, we used the *Cdh5(PAC)-CreER^T2^* transgenic mouse line, provided by Ralph Adams (Max Planck Institute for Molecular Biomedicine, Department of Tissue Morphogenesis, Münster, Germany) (20). To examine recombination efficiency in the postischemic kidney, we generated *Cdh5(PAC)CreER^T2^;mT/mG* mice by crossing the ROSA26-ACTB-tdTomato,-EGFP reporter mice (JAX stock number 007576) to the *Cdh5(PAC)CreER^T2^* transgenic mouse line. Cre-mediated inactivation was induced by 4 i.p. injections of tamoxifen dissolved in 10% ethanol in corn oil at 20 mg/mL (3 mg/mouse) given every other day. Mice were maintained in a specific pathogen–free facility on a 12-hour light/12-hour dark cycle. Littermates were randomly assigned to experimental groups.

Mice 8–10 weeks of age underwent renal IRI surgery as previously described (17). Anesthesia was induced by i.p. injection of xylazine (10 mg/kg) and ketamine (90-120 mg/kg). After making a small midline abdominal incision, the left renal pedicle was occluded by applying a microaneurysm clamp for 25 minutes in males and 30 minutes in females, while the right kidney was kept intact as an internal control in the uIRI. For bIRI, clamps were applied in both renal pedicles for 23 minutes. After the specified time, the clamps were removed, and reperfusion was visually confirmed. The incision site was closed with a 6-0 suture followed by the closure of the skin wound with Michel miniature clips. Throughout the surgical procedure, body temperature was monitored by a rectal probe and controlled with a heating pad at 37°C.

For in vivo MCT4 inhibition studies, mice were treated with syrosingopine (7.5 mg/kg) i.p. or vehicle starting on day 2 after IRI every other day until dissection. For MCT1 inhibition studies, mice were treated with AZD 3965 (30 mg/kg) by gavage.

### DNA, RNA, and protein analyses

DNA and RNA were extracted and used for genomic or real-time PCR analysis, as previously described (14). Mouse and human primer sequences are listed in Supplemental Table 3. Real-time PCR was run in the QuantStudio 3 Real-Time PCR system (Applied Biosystems) using SYBR green or TaqMan PCR Master Mix. 18S rRNA was used for normalization.

Nuclear protein was extracted using NE-PER Nuclear and Cytoplasmic Extraction Reagents (Thermo Fisher Scientific) following the provided instructions. The extracted nuclear protein samples were then subjected to separation on an SDS-PAGE gel, transferred on a nitrocellulose membrane, and subsequently incubated with HIF-1α antibodies (Cayman; catalog 10006421), HIF-2α antibodies (Novus Biologicals; catalog NB100-122), NF-κB p65 (Cell Signaling Technology; catalog 8242S), or phospho–NF-κB p65 (Ser536) (Cell Signaling Technology; catalog 3033S) at 4°C. Following an overnight incubation, the nitrocellulose membrane was washed and incubated with a secondary antibody (Novus Biologicals) for 90 minutes at 4°C. Chemiluminescent signal detection was performed using SuperSignal West Femto Chemiluminescent Substrate (Thermo Fisher Scientific), and membranes were imaged on the iBright Imaging System (Thermo Fisher Scientific).

### Histopathological and immunofluorescence analysis

For the histological examination, kidneys were fixed in 10% formalin buffer and paraffin blocks were prepared. To assess tubular damage and interstitial fibrosis, 5 μm transverse plane kidney sections were separately stained with H&E, Masson’s trichrome, and Picrosirius red. Tubular injury was semi-quantitatively scored by determining the percentage of tubules in the corticomedullary junction that displayed necrosis, loss of brush border, cast formation, and tubular dilatation (0, unaffected; 1, 1%–25%; 2, 26%–50%; 3, 51%–75%; 4, 76%–100%) (69). Fibrosis was assessed by the percentage of Masson’s trichrome^+ve^ and Picrosirius red^+ve^ area determined with ImageJ software (http://rsbweb.nih.gov/ij). For tubular injury scoring as at least 10 random visual fields of corticomedullary region were captured and analyzed per kidney section for each sample at a magnification of ×200. For quantification of fibrosis by Masson’s trichrome^+ve^ and Picrosirius red^+ve^ area at least 5 random visual fields of cortex and medulla were captured and analyzed per kidney section for each sample at a magnification of ×200.

Immunofluorescence staining was performed using primary antibodies against PHD1 (Abcam; catalog ab113077), PHD2 (Novus Biologicals; catalog NB100-137), PHD3 (Novus Biologicals; catalog NB100-139), endomucin (Abcam; catalog ab106100), F4/80 (Abcam; catalog ab6640), MCT4 (Proteintech; 22787-1-AP), CD31 (R&D Systems; catalog AF3628), ICAM1 (Abcam, catalog ab119871), aSMA (Abcam; catalog ab7817) and CXCL12 (Invitrogen; catalog PA5-89116). Goat anti-rat Alexa Fluor 488 (Invitrogen; catalog A11006), donkey anti-goat Alexa Fluor 488 (Invitrogen; catalog A11055), goat anti-rabbit Alexa Fluor 594 (Invitrogen; catalog A32740), goat anti-mouse Alexa Fluor 594 (Invitrogen; catalog A11032), and goat anti-rabbit Alexa Fluor 647 (Invitrogen, catalog A32733) were used as secondary antibodies. VECTASHIELD Vibrance Antifade Mounting Medium with DAPI (Vector Laboratories Inc., catalog NC1601055) was used as mounting media. Images were captured by a fluorescence microscope (Nikon Ti2 widefield microscope) and analyzed using Fiji software (ImageJ). Percentage of endomucin^+ve^ area was determined with ImageJ software.

### BUN and GFR measurements

Serum BUN levels were measured using the QuantiChrom Urea Assay Kit (BioAssay Systems) following the manufacturer’s instructions. Transcutaneous GFR was measured via the transcutaneous clearance of FITC-Sinistrin using a miniaturized fluorescence detector (NIC-Kidney device) (70).

### Preparation of single-cell suspension

Injured kidneys from *PHD^TiEC^* and *Cre^–^* mice were collected on day 14 after uIRI. Single-cell suspensions were prepared using the Multi Tissue Dissociation Kit 2 (Miltenyi Biotec; catalog 130-110-203) following the instructions provided with the kit. Briefly, IR kidneys were cut into 6–8 pieces using single edge blades and placed in gentleMACS C tube with 5 ml dissociation buffer (4.8 mL of buffer X, 50 μL of enzyme P, 50 μL of buffer Y, 100 μL of enzyme D, and 20 μL of enzyme A provided in Multi Tissue Dissociation Kit 2). gentleMACS C tubes were placed in a gentleMACS Dissociator (Miltenyi Biotec) and kidneys were dissociated using program Multi_E_01. Dissociated kidneys were incubated for 30 minutes at 37°C with continuous rotation using the MACSmix Tube Rotator (Miltenyi Biotec). gentleMACS C tubes were then placed in the gentleMACS Dissociator and the Multi_E_02 program was run. gentleMACS C tubes were detached, and 10 mL neutralizing buffer (1× PBS with 2% fetal bovine serum) was added to stop the dissociation reaction. Cell suspension was filtered through 100 μm and then 30 μm cell strainer. Cell suspension was centrifuged at 400*g* for 10 minutes. The cell pellet was incubated with 1 mL of RBC lysis buffer on ice for 1 minute and after the addition of 10 mL neutralizing buffer, cells were recentrifuged at 400*g* for 5 minutes. Cells were suspended in 10 mL neutralizing buffer and centrifuged again at 100*g* for 5 minutes. Finally, the cell pellet was suspended in 1× PBS with 0.04% BSA and filtered through 30 μm cell filter. Cell number and viability were analyzed using the Nexcelom Cellometer Auto 2000 with the AOPI fluorescent staining method. This method resulted in single-cell suspensions with more than 80% viability.

### scRNA-Seq library generation and sequencing

Sixteen thousand cells were loaded into the Chromium Controller (10X Genomics; catalog PN-120223) on a Chromium Next GEM Chip G (10X Genomics, catalog PN-1000120) and processed to generate single-cell gel beads in the emulsion (GEM) according to the manufacturer’s protocol. The cDNA and library were generated using the Chromium Next GEM Single Cell 3′ Reagent Kit, version 3.1 (10X Genomics; catalog PN-1000286) and single Index Kit T Set A (10X Genomics; catalog PN-1000213) according to the manufacturer’s manual. For the cell hashing library, it was constructed according to BioLegend’s published protocol on HTO library preparation guidelines with single index adapters. Quality control for the constructed library was performed by the Agilent Bioanalyzer High Sensitivity DNA Kit (Agilent Technologies; catalog 5067-4626), while the Qubit DNA HS Assay Kit was used for qualitative and quantitative analysis. The multiplexed libraries were pooled and sequenced on an Illumina HiSeq 4000 sequencer with 2X50 paired-end kits using the following read lengths: 28 bp for read1 for cell barcode and UMI, and 90 bp for read2 for transcript. Raw sequencing data in base call format (.bcl) was demultiplexed using Cell Ranger from 10X Genomics, converting the raw data into FASTQ format. Cell Ranger was also used for alignment of the FASTQ files to the mouse reference genome (mm10) and to count the number of reads from each cell that align to each gene.

### scRNA-Seq data analysis

The resulting matrix files, which summarize the alignment results, were imported into Seurat (Satija Lab, NYGC) for further analysis. In Seurat (version 4.3.0), each individual sample was transformed to Seurat object. Only genes expressed in 3 or more cells and cells expressing at least 200 genes or more were used for further analysis. Cells with fewer than 500 unique molecular identifier (UMI) counts (cell fragments) and more than 100,000 UMI counts (potentially cell duplets) were excluded (71). Furthermore, cells with mitochondrial gene percentage over 50% and low complexity cells such as red blood cells with less than 0.8 log_10_ genes per UMI counts were also excluded from the analysis (71). Merged data were normalized and scaled, and PCA was done. The top 20 principal components were chosen for neighbors and cell clustering was performed with a resolution of 0.8. The cell clusters were visualized in 2-dimensional space by UMAP. Both genotypes showed similar clustering and cell populations in separate and overlapping DimPlot (72). To identify cell clusters, marker genes were assessed using the “FindAllmarkers” function of Seurat with the setting of min.pct of 0.25 and logfc.threshold of 0.25. Based on marker analysis, one cluster predominately enriched with lncRNAs Gm26917 and Gm42418 associated with ribosomal RNA contamination was excluded (73). The remaining 28 clusters were annotated based on the expression of top marker genes supported by published studies (Supplemental Table 1). Differential gene expression analysis was performed, and genes with adjusted *P* < 0.05, log_2_FC > 0.2 were considered significantly regulated. GSEA was performed using GSEA software (version 4.2.3) and by EnrichR (https://maayanlab.cloud/Enrichr/).

### Public scRNA-Seq data analysis

#### Murine scRNA-Seq data.

Adult mouse kidney endothelial scRNA-Seq data were extracted from the EC Atlas database created by the Carmeliet group (21). Data were processed and analyzed using standard Seurat’s workflow for data processing and normalization (https://satijalab.org/seurat/articles/pbmc3k_tutorial.html). Cell clusters were generated with 0.7 resolution and identified by analyzing the expression of EC marker genes (*Plvap*, *Igfbp3*, *S100a6*, *Sox17*, *Igfbp7*, *Aqp1*, *Pi16*, *Plat*, *Ehd3*, *Cyp4b*, and *Lpl*) (74).

#### Human scRNA-Seq data.

The expression of EGLNs genes in human kidney ECs was assessed by extracting human kidney biopsy scRNA-Seq datasets generated by KPMP and available via the NCBI’s Gene Expression Omnibus (GEO GSE140989; Supplemental Table 1) (22). Seurat files were created and combined following Seurat’s standard workflow. The EC cell cluster was identified based on the expression of endothelial markers EMCN, CD34, PLVAP, and EHD3. After extraction, ECs were further clustered into 3 EC subclusters, which were identified based on the expression of different EC markers (*PLVAP*, *RGCC*, *MARCKS*, *SPARCL1*, *IGFBP7*, *TGFBR2*, *SOST*, *PLAT*, *EHD3*, *MEG3*, *SERPINE2*, *KCTD12*, *LTBP4*, *CLDN5*, and *IGF2*) (22).

#### Human snRNA-Seq data.

Human snRNA-Seq datasets from AKI and control kidney tissues (8 AKI; 6 controls) were extracted from Gene Expression Omnibus (GSE210622) (34). Raw data were analyzed using Seurat’s best practice workflow for data integration using the reciprocal PCA approach (https://satijalab.org/seurat/articles/integration_rpca.html) with default parameters. Clusters were then analyzed for marker genes, and EC clusters (*CD34*^+^ and *EMCN^+^*) were extracted, combined, and analyzed following Seurat’s best practice standard workflow for data integration and analysis (https://satijalab.org/seurat/articles/integration_introduction.html). Differential gene expression analysis was performed, and significantly upregulated genes (adjusted *P* < 0.01, log_2_FC > 0.25) were subjected to Hallmark analysis by EnrichR (https://maayanlab.cloud/Enrichr/). The expression levels of glycolytic genes in AKI and control kidney ECs were directly derived from the publicly accessible online interface (https://shiny.mdc-berlin.de/humAKI/) (34).

### Flow cytometry

Following perfusion with PBS, kidneys were harvested, minced, and incubated in dissociation solution (Multi Tissue Dissociation Kit 2; Miltenyi Biotec; catalog 130-110-203) for 30 minutes at 37ºC. After dissociation, cells were passed through a 70 and 40 μm filter, and 10 mL of cold staining buffer (PBS + 2% fetal bovine serum) was added. Cells were centrifuged (400*g* for 10 minutes), and cell pellets were resuspended in cold RBC lysis buffer, centrifuged, and resuspended in staining buffer. Following incubation with CD16/32 (Fc block), single-cell suspensions were labeled with different fluorophore-tagged antibodies. The following antibodies were used: CD16/32 (eBioscience, catalog 14-0161-85), CD45 (clone 30-F1, BioLegend; catalog 103140), F4/80 (clone BM8, BioLegend; catalog 123110), CD11b (clone M1/70, BioLegend; catalog 101216), CD3 (clone 17A2, BioLegend; catalog 100210), Ly6C (clone HK1.4; BioLegend; catalog 128010), Ly6G (BD Biosciences; catalog 560600), and CD31 (clone 390, Invitrogen; catalog 17-0311-82).

### Cell culture

HPAECs were obtained from ATCC and grown on gelatin-coated dishes in Endothelial Cell Basal Medium-2 (Lonza, catalog CC-3156) supplemented with EGM-2 SingleQuots Supplements (Lonza, catalog CC-4176). MCT4 siRNA was purchased from QIAGEN (FlexiTube GeneSolution GS9123 for SLC16A3; catalog 1027416). AllStars negative control siRNA (QIAGEN) was used as control siRNA. HiPerFect transfection reagent (QIAGEN, catalog 301707) was used for siRNA transfection experiments. For hypoxia experiments, MCT4siRNA transfected and syrosingopine or AZD 3965-treated HPAECs and their corresponding controls (AllStars negative control transfected and vehicle-treated, respectively) were incubated for 18 hours in a hypoxia chamber (Coy Laboratory Products) at 0.5% O_2_, 37˚C in a 5% CO_2_ humidified environment. During reoxygenation, HPAECs were treated with 1 ng/ml IL-1β (MilliporeSigma, catalog H6291) for 8 hours.

#### Endothelial-monocyte cell adhesion assay.

For endothelial to monocyte adhesion assay, CellTracker Green CMFDA Dye (Invitrogen, catalog C2925) labeled THP-1 monocytes (ATCC) were added on HPAECs stimulated by hypoxia reoxygenation and IL-1β. After 90 minutes, floating cells were removed, and fluorescent imaging was performed with quantification of the adhered monocytes using Fiji ImageJ.

#### Lactate measurements.

HPAECs were treated with vehicle (DMSO) or syrosingopine for 24 hours. Then cell media were collected, and lactate levels were measured by a Lactate Assay Kit (Sigma, catalog MAK064) following the kit’s instructions.

### Statistics

The data were expressed as mean values ± standard deviation of mean (SEM). Two-group comparison was performed by unpaired 2-tailed Student’s *t* test with Welch’s correction. Multigroup comparison was performed by 1-way ANOVA with Šidák’s multiple-comparison test using GraphPad Prism 9 (GraphPad Software). *P* < 0.05 was considered statistically significant. scRNA-Seq and snRNA-Seq analyses were performed using the programs R (http://cran.r-project.org/), RStudio (https://posit.co/download/rstudio-desktop/) (https://posit.co/products/open-source/rstudio/), and Seurat (version 4.3.0).

### Study approval

All animal studies were conducted in accordance with NIH guidelines for the use and care of live animals and were approved by the Institutional Animal Care and Use Committees at University of Kansas and at Northwestern University.

### Data availability

The scRNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GEO GSE244064). Values for all data points in graphs are reported in the Supporting Data values file.

## Author contributions

RT and PPK conceived the study and designed the experiments. RT, RS, GR, GSB, SYA, JOS, MS, GC, and PPK performed experiments. RT, RS, GR, GSB, SYA, JOS, MS, GC, VD, YZ, BRT, MJS, and PPK analyzed and interpreted data. SEQ, EBT, and NSC provided input on experimental design. PPK and RT wrote the manuscript and all authors approved and commented on the manuscript.

## Supplementary Material

Supplemental data

Supplemental data set 1

Supplemental data set 2

Supplemental data set 3

Supplemental data set 4

Supplemental data set 5

Unedited blot and gel images

Supporting data values

## Figures and Tables

**Figure 1:**
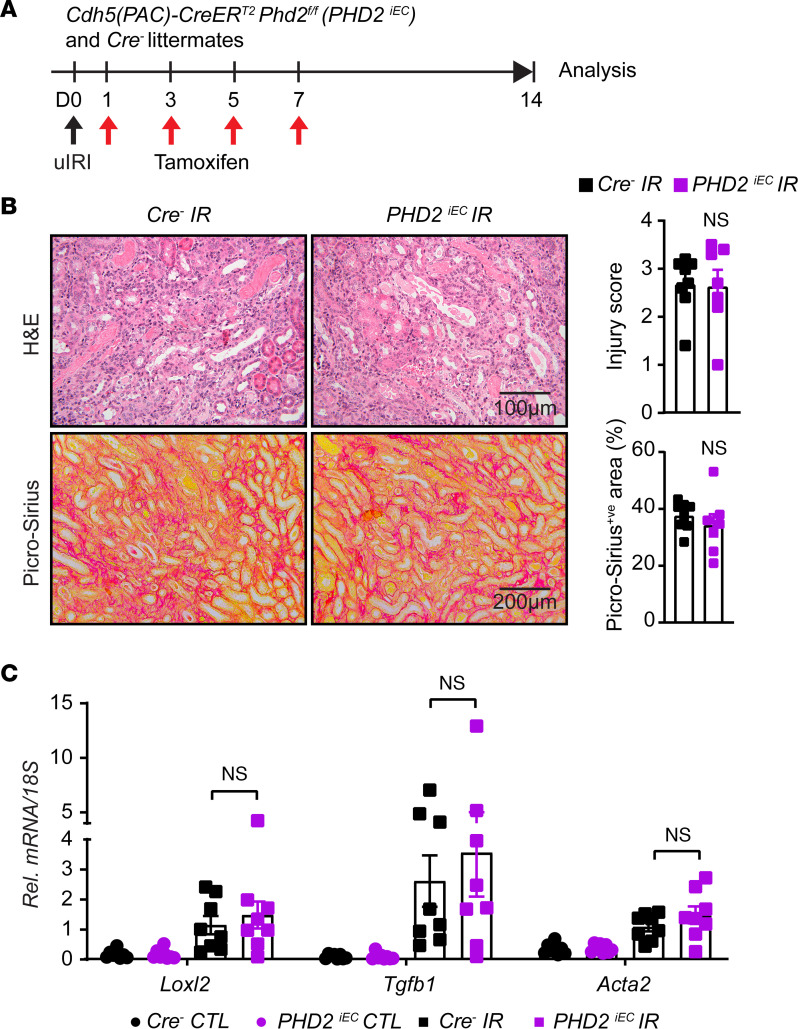
Postischemic inactivation of endothelial PHD2 does not alter postischemic kidney injury. (**A**) Experimental schematic illustrates the timing of unilateral renal artery clamping, tamoxifen administration, and analysis. (**B**) Representative images of H&E- and Picrosirius red– stained sections from day 14 postischemic kidneys of *PHD2^iEC^* mutants and their *Cre^–^* littermates. Right panels show tubular injury score (top) and semiquantitative analysis of Picrosirius red^+ve^ area in the indicated genotypes. Scale bars: 100 μm (H&E); 200 μm (Picrosirius red). (**C**) mRNA levels of *Loxl2*, *Tgfb1*, and *Acta2* in IR and CTL kidneys from *PHD2^iEC^* mice and their *Cre^–^* controls at day 14 after uIRI. All bars show mean ± SEM. For **B**, unpaired *t* test with Welch’s correction was used. For **C**, statistics were determined using 1-way ANOVA with Šidák’s correction for multiple comparisons. *n* = 7–8. CTL, contralateral; IR, kidney subjected to ulRI; Rel., relative.

**Figure 2:**
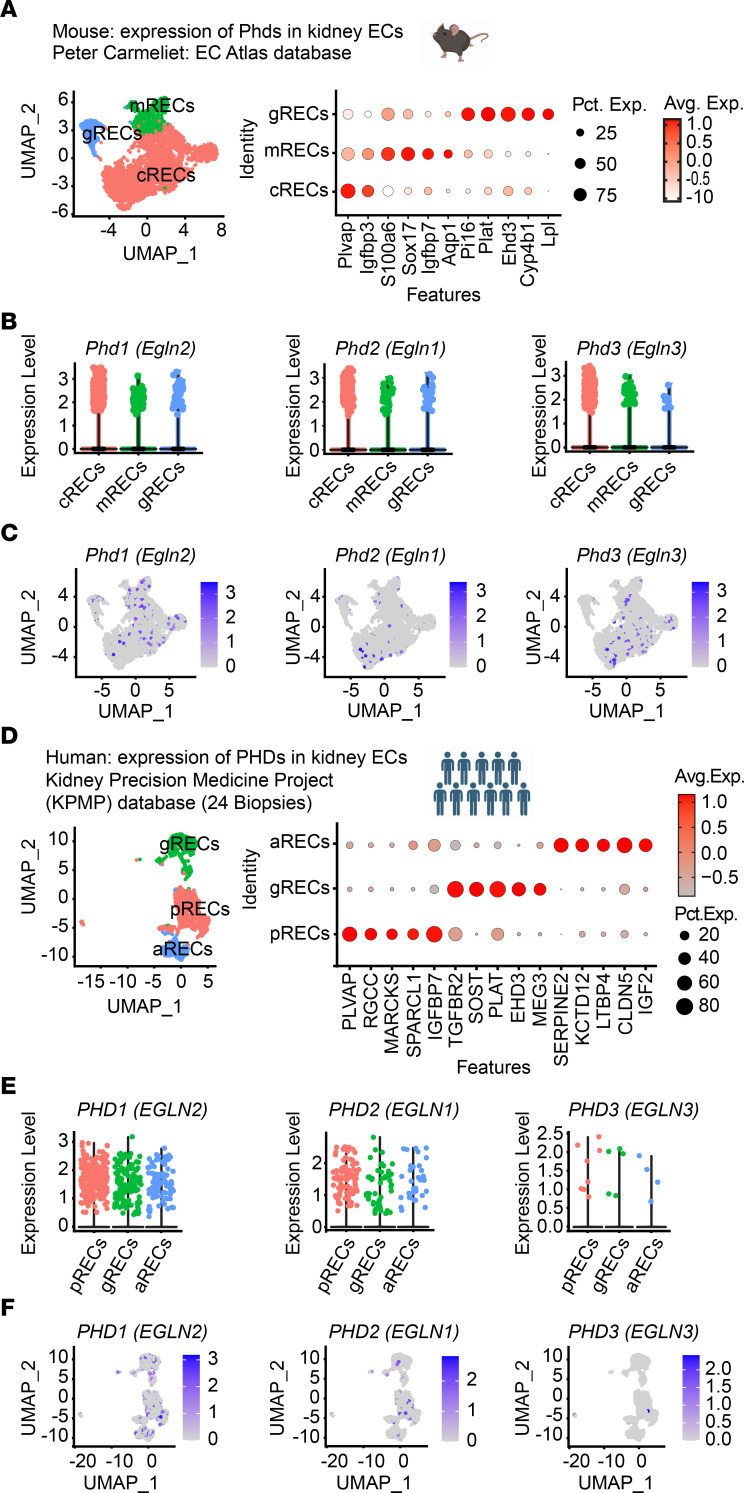
scRNA-Seq analysis shows differential expression of *PHD1, PHD2,* and *PHD3* in kidney ECs in mice and humans. (**A**–**C**) scRNA-Seq analysis of RECs extracted from mouse EC Atlas database (https://endotheliomics.shinyapps.io/ec_atlas/). (**A**) UMAP plot shows 3 EC clusters: cRECs, mRECs, and glomerular RECs (gRECs). Dot plot displays gene expression patterns of cluster-enriched markers. Violin plots (**B**) and feature plots (**C**) show the expression of *Phd1* (*Egln2*), *Phd2*, (*Egln1*) and *Phd3* (*Egln3*) in murine RECs. (**D**–**F**) scRNA-Seq analysis of RECs extracted from normal human kidney biopsies (*n* = 24). (**D**) UMAP plot shows arteriolar RECs (aRECs), glomerular RECs, and peritubular RECs (pRECs). Dot plot illustrates gene expression patterns of cluster-enriched markers. Violin plots (**E**) and feature plots (**F**) show the expression of *PHDs* in different REC clusters.

**Figure 3:**
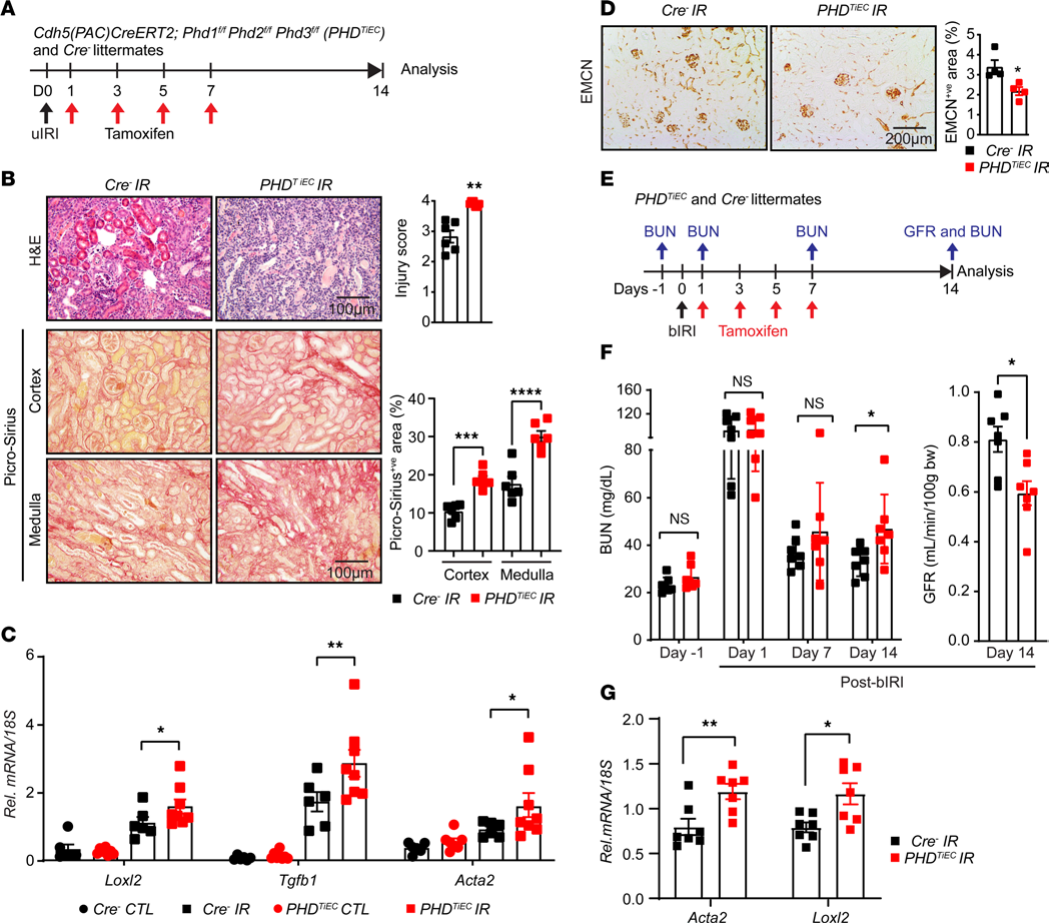
Postischemic simultaneous inactivation of endothelial PHD1, -2, and -3 promotes maladaptive kidney repair. (**A**) Schematic illustrating the experimental strategy applied for uIRI studies. (**B**) Representative images of H&E- and Picrosirius red–stained sections as well as tubular injury score and semiquantitative analysis of Picrosirius red^+ve^ area on day 14 postischemic kidneys from *PHD^TiEC^* mice and *Cre^–^* littermates. Scale bars: 100 μm (H&E); 200 μm (Picrosirius red). (**C**) mRNA levels of *Loxl2*, *Tgfb1*, and *Acta2* in IR and CTL kidneys from *PHD^TiEC^* mice and their *Cre^–^* controls at day 14 after uIRI. (**D**) Representative images of EMCN immunostaining and semiquantitative analysis of EMCN^+ve^ peritubular capillary area on day 14 postischemic kidneys from *PHD^TiEC^* mice and *Cre^–^* littermates. (**E**) Schematic depicting the experimental workflow for bIRI studies. (**F**) Serum BUN levels at different time points and GFR measurements on day 14 after bIRI. All bars show mean ± SEM of each group. (**G**) mRNA levels of *Acta2* and *Loxl2* in IR kidneys from PHD*^TiEC^* mice and their *Cre^–^* controls at day 14 after bIRI. For **B**, **D**, **F**, and **G**, statistics were determined by unpaired *t* test with Welch’s correction. For **C**, 1-way ANOVA with Šidák’s correction for multiple comparisons was used. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001. *n* = 4–8.

**Figure 4:**
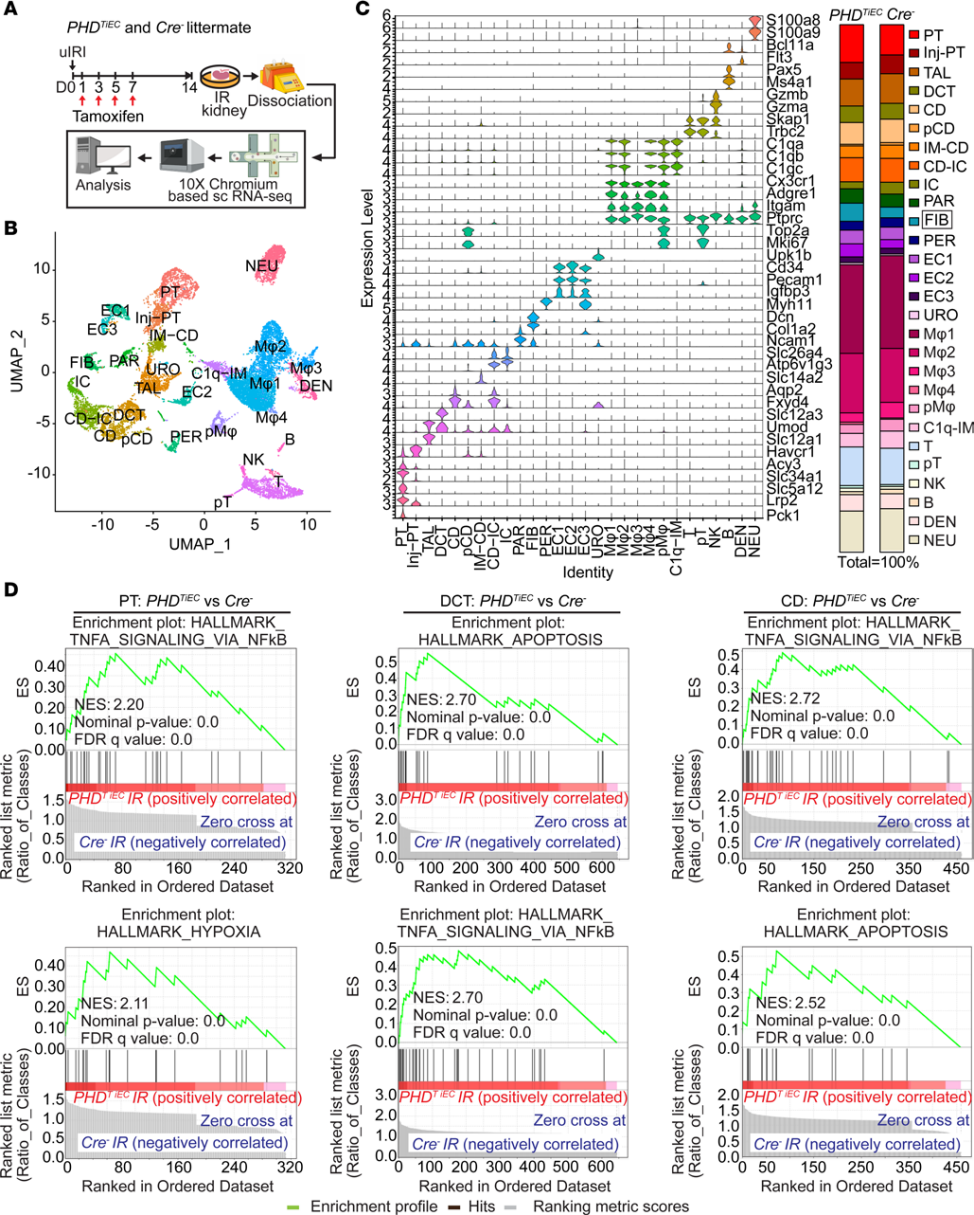
scRNA-Seq analysis reveals the cellular landscape of day 14 postischemic kidneys of *PHD^TiEC^* and control mice. (**A**) Schematic illustrating the experimental strategy applied for scRNA-Seq analysis. A *PHD^TiEC^* mouse and a *Cre^–^* littermate were subjected to 25 minutes of unilateral renal artery clamping. Treatment with tamoxifen was started on day 1 post uIRI and involved 4 i.p. doses given every other day. Mice were sacrificed for scRNA-Seq analysis on day 14 after uIRI. IR kidneys were isolated and single-cell suspension was prepared and used for scRNA-Seq analysis (*n* = 1 per genotype). (**B**) UMAP plot representation of the cell classification in day 14 postischemic kidneys from *PHD^TiEC^* and *Cre^–^* mice. (**C**) Violin plots display characteristic marker genes for each identified cell population. Right side bar plot shows cell proportions in day 14 postischemic kidneys from *Cre^–^* and *PHD^TiEC^* mice. Highlighted is the increased proportion of FIBs in *PHD^TiEC^* postischemic kidney compared with *Cre^–^* control. PT, Inj-PT, TAL, DCT, CD, pCD, IM-CD, CD-IC, IC, PAR, FIB, PER, EC1-3, URO, Mφ1-4, pMφ, C1q-IM, T, pT, NK, B, DEN, and NEU. (**D**) Top 2 enriched Hallmark pathways emerged in GSEA hallmark analysis of DEGs for PT, DCT, and CD clusters of *PHD^TiEC^* postischemic kidney as compared with *Cre^–^* control.

**Figure 5:**
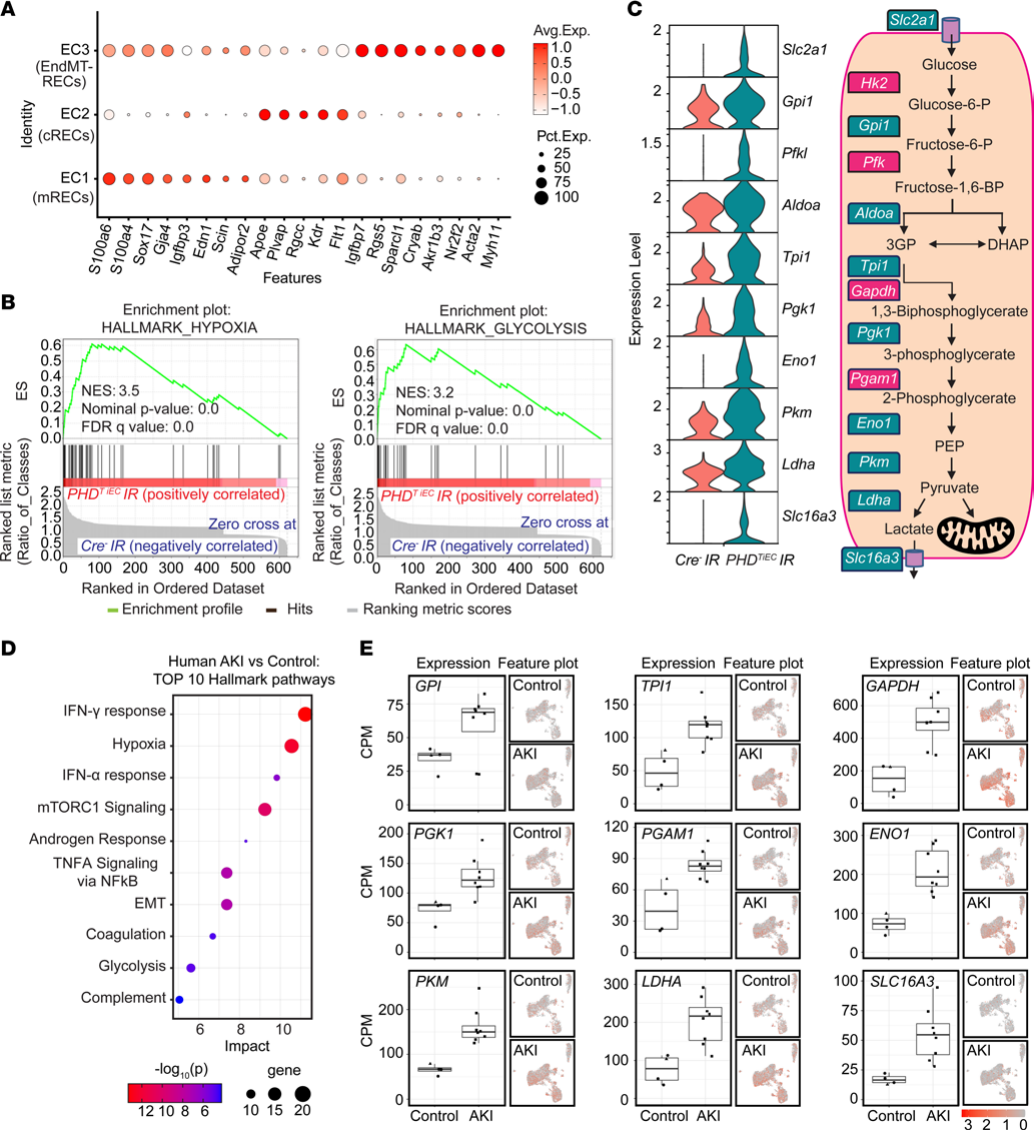
Postischemic endothelial PHD inactivation induces a hypoxia and glycolysis gene signature in mRECs. (**A**) Dot plot visualization shows the expression of marker genes used to identify cRECs, mRECs, and EndMT-RECs clusters. (**B**) GSEA in mRECs of *PHD^TiEC^* kidney compared with control. Among the most highly enriched Hallmark pathways were hypoxia and glycolysis. (**C**) Violin plots show significantly upregulated glycolytic genes in mRECs of *PHD^TiEC^* compared with control. Pathway diagram summarizes the functions of upregulated genes (marked by teal boxes) in glycolysis. (**D** and **E**) snRNA-Seq analysis of human kidney tissue from patients with severe AKI and controls (*n* = 6–8). Analysis was performed on publicly available snRNA-Seq data from Christian Hinze et al. (34). (**D**) Bubble chart for top 10 enriched Hallmark pathways of upregulated DEGs in kidney ECs from patients with severe AKI compared with controls. (**E**) Box plots show the expression of glycolytic genes in kidney ECs in controls versus AKI patients. The expression levels of glycolytic genes were extracted from the online interface provided by Christian Hinze et al. (https://shiny.mdc-berlin.de/humAKI). CPM, normalized counts per million.

**Figure 6:**
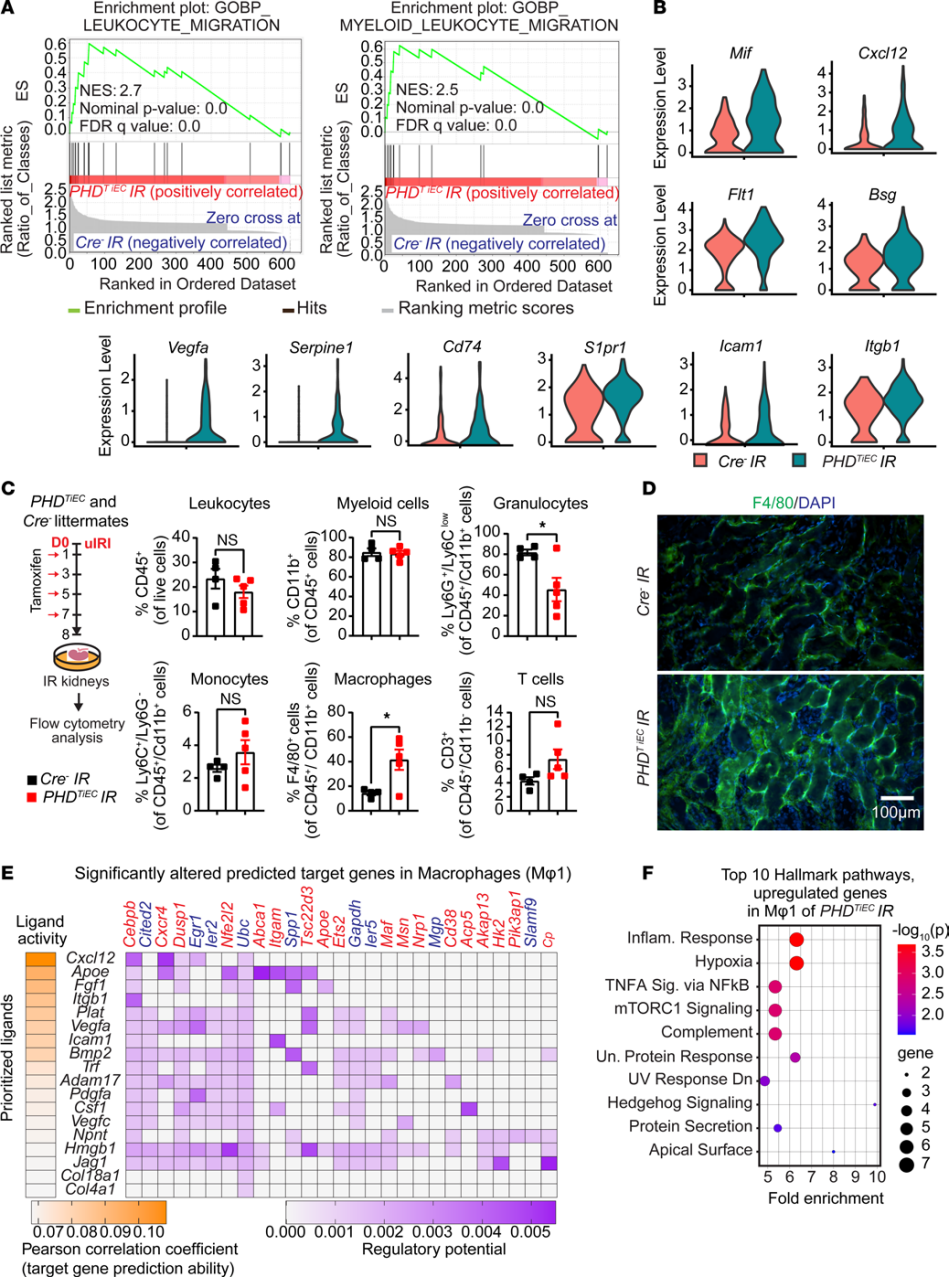
Postischemic inactivation of endothelial PHDs induces EC-derived proinflammatory responses. (**A**) GSEA plots show significant enrichment for GO-biological processes (GOBP) of leukocyte migration and myeloid leukocyte migration in mRECs of *PHD^TiEC^* postischemic kidney compared with control. (**B**) Violin plots display the expression levels of proinflammatory genes associated with core enrichment in GOBP-leukocyte migration and myeloid leukocyte migration in mRECs of *PHD^TiEC^* compared with control. (**C**) Shown is the experimental strategy for flow cytometry analysis. Eight days after uIRI, postischemic kidneys from *PHD^TiEC^* and *Cre^–^* control mice were harvested, and flow cytometry analysis of immune cells was performed (*n* = 4–5). Data are represented as mean ± SEM. Statistics were determined by unpaired *t* test with Welch’s correction. (**D**) Representative images of immunofluorescence staining for F4/80 (green) and nuclear DAPI staining (blue) of day 8 postischemic kidneys from *PHD^TiEC^* and *Cre^–^* control mice. Images were captured using a Nikon Ti2 Widefield fluorescence microscope. Scale bar: 100 μm. (**E**) Shown is NicheNet analysis of mRECs communication with macrophage Mφ1 cluster in day 14 post-IRI kidney of *PHD^TiEC^* mutant compared with control. Top prioritized ligands expressed by mRECs (senders) and target genes that are significantly altered (red, upregulated genes; blue, downregulated genes) in the macrophages Mφ1 (receivers). The interaction pairs were derived from the NicheNet data sources and analysis. (**F**) Hallmark analysis of significantly upregulated genes in Mφ1 cluster of *PHD^TiEC^* kidney compared with *Cre^–^* control. Top 10 pathways are shown. ^*^P < 0.05.

**Figure 7:**
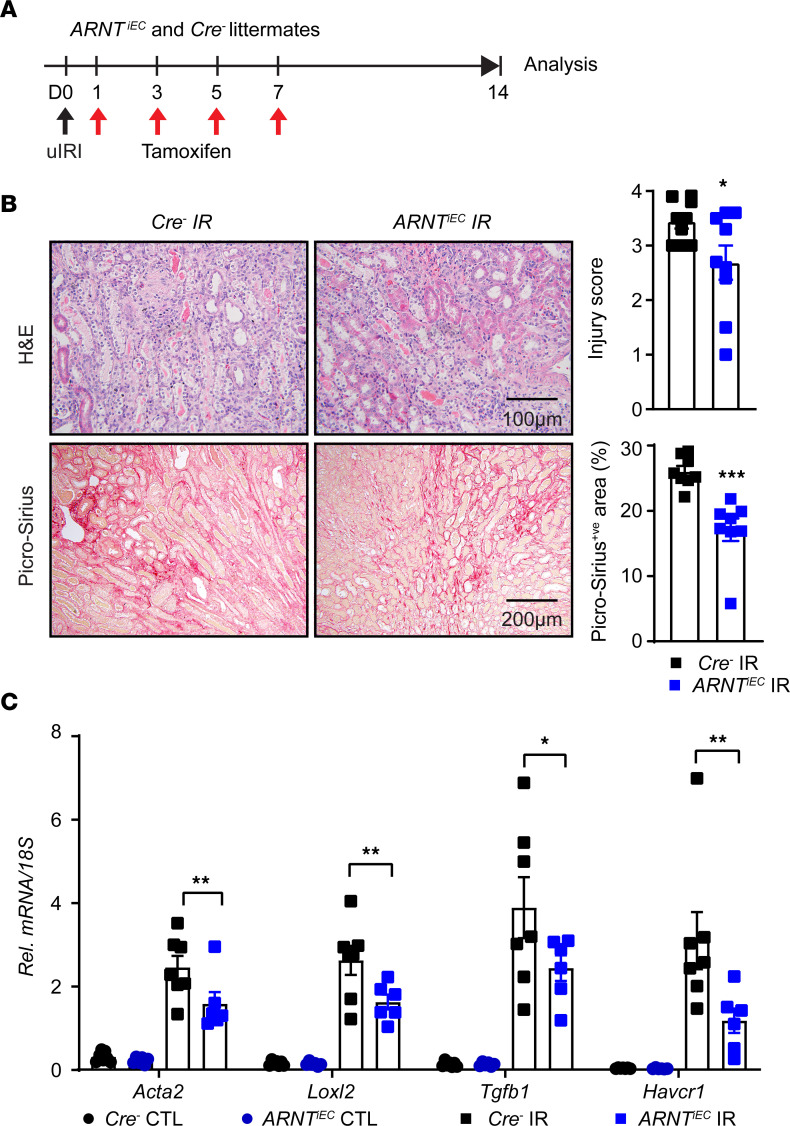
Postischemic inactivation of endothelial ARNT promotes adaptive repair following postischemic kidney injury. (**A**) Experimental schematic illustrates the timing of unilateral renal artery clamping, tamoxifen administration, and analysis. (**B**) Representative images of H&E- and Picrosirius red–stained sections from day 14 postischemic kidneys of *ARNT^iEC^* mutants and their *Cre^–^* littermates. Right panels show tubular injury score (top) and semiquantitative analysis of Picrosirius red^+ve^ area in the indicated genotypes. Scale bars: 100 μm (H&E); 200 μm (Picrosirius red). (**C**) mRNA levels of *Acta2*, *Loxl2*, *Tgfb1*, and *Havcr1* in IR and CTL kidneys from *ARNT^iEC^* mice and their *Cre^–^* controls at day 14 after uIRI. All bars show mean ± SEM. For **B**, unpaired *t* test with Welch’s correction was used. For **C**, statistics were determined using 1-way ANOVA with Šidák’s correction for multiple comparisons. *n* = 6–9. *P < 0.05; **P < 0.01; ***P < 0.001.

**Figure 8:**
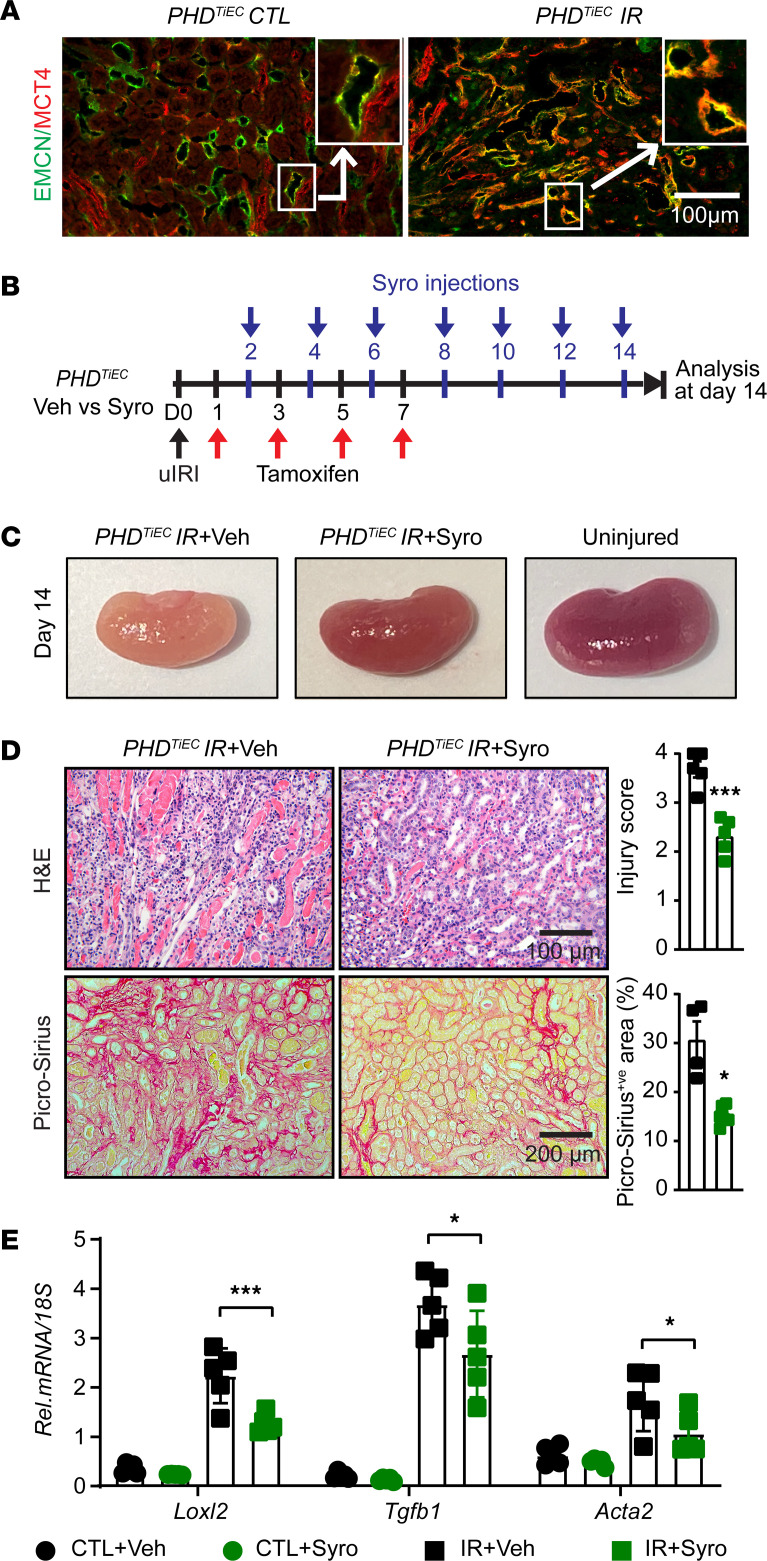
Post-IRI treatment with the MCT4 inhibitor syrosingopine restores adaptive kidney repair in *PHD^TiEC^* mice. (**A**) Representative images of immunofluorescence staining for MCT4 (red) and EMCN (green) of contralateral and day 14 postischemic kidneys from *PHD^TiEC^* mice. Zoom-in panels show the increased expression of MCT4 in EMCN^+ve^ cells in *PHD^TiEC^* postischemic kidney. Images were captured using a Nikon Ti2 Widefield fluorescence microscope. Scale bar: 100 μm. (**B**) Schematic illustrates the timing of unilateral renal artery clamping, tamoxifen administration, treatment with syrosingopine, and analysis at day 14 after uIRI. (**C**) Representative images of uninjured kidney compared with day 14 postischemic kidneys treated with vehicle or syrosingopine. All mice are *PHD^TiEC^* mutants. (**D**) Representative images of H&E- and Picrosirius red–stained day 14 postischemic kidneys from vehicle- versus syrosingopine-treated *PHD^TiEC^* mutants. Right: tubular injury score and semiquantitative analysis of Picrosirius red^+ve^ area of day 14 postischemic kidneys for the indicated experimental groups. Scale bars: 100 μm (H&E); 200 μm (Picrosirius red). (**E**) mRNA levels of *Loxl2*, *Tgfb1*, and *Acta2* in CTL and IR kidneys from vehicle- or syrosyngopine-treated *PHD^TiEC^* mice on day 14 after uIRI. Data are represented as mean ± SEM. For **D**, statistics were determined by unpaired *t* test with Welch’s correction. For **E**, statistics were determined using 1-way ANOVA with Šidák’s correction for multiple comparisons. *n* = 4–6. ^*^P < 0.05; ^***^P < 0.001. veh, vehicle; Syro, syrosingopine.

**Figure 9:**
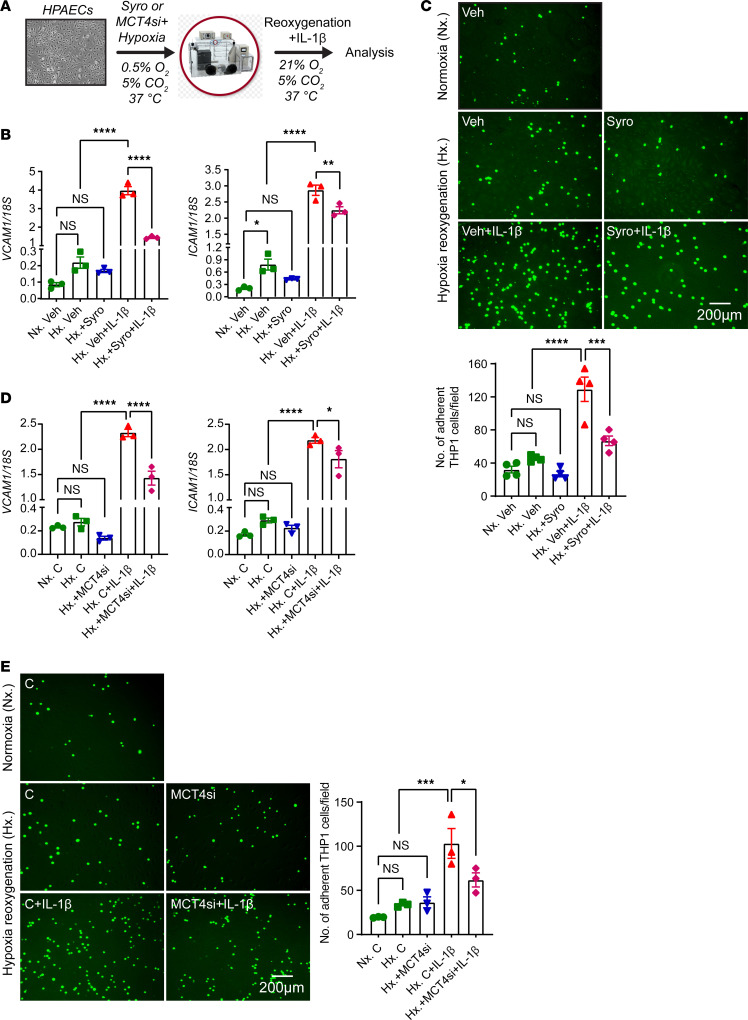
Syrosingopine or MCT4 knockdown suppresses the expression of EC adhesion molecules in HPAECs activated by hypoxia/reoxygenation and IL-1β. (**A**) Experimental schematic for HPAECs subjected to 0.5% O_2_ for 18 hours in the presence of syrosingopine (5 μM) or MCT4 siRNA followed by reoxygenation for 8 hours in the presence of IL-1β (1 ng/ml). (**B**) mRNA levels of *VCAM1* and *ICAM1* in syrosingopine- vs vehicle-treated HPAECs, that were activated by hypoxia/reoxygenation and IL-1β. (**C**) THP1 monocyte adhesion to inflamed ECs. THP1 monocyte cells, labeled with green CMFDA dye, were introduced on a monolayer of HPAECs that had been subjected to the indicated experimental conditions. Following a 90-minute incubation period, floating cells were washed away and adhered THP1 cells were visualized using a fluorescent microscope and subsequently quantified. Representative images of fluorescent THP1 cells attached to ECs in different experimental groups are presented. Scale bar: 200 μm. (**D**) mRNA expression of *VCAM1* and *ICAM1* in HPAECs transfected with control or MCT4 siRNA and subjected to hypoxia/reoxygenation and IL-1β. (**E**) THP1 monocyte adhesion to inflamed ECs under the same experimental conditions as in **D**. Scale bar: 200 μm. Data are represented as mean ± SEM. Statistics were determined by 1-way ANOVA with Šidák’s correction for multiple comparisons. *n* = 3–4. ^*^P < 0.05; ^**^P <0.01; ^***^P <0.001; ^****^P < 0.0001. Nx, normoxia; Hx, hypoxia/reoxygenation; C, negative control siRNA; MCT4si, MCT4siRNA.

# Supplementary material for: Postischemic inactivation of HIF prolyl hydroxylases in endothelium promotes maladaptive kidney repair by inducing glycolysis
**Source:** J Clin Invest. 2024 Dec 2;135(3):e176207. doi: 10.1172/JCI176207
**Supplement:** Supplemental data

## **Supplemental Materials for**

### **Post-ischemic inactivation of HIF prolyl hydroxylases in endothelium promotes maladaptive kidney repair by inducing glycolysis**

Tiwari et al.

The PDF file includes:

Supplemental Figures 1 to 15

Supplemental Tables 1 to 3

Supplemental References

Other Supplemental Material for this manuscript includes the following:

Supplemental Datasheets 1 to 5

Supplemental Datasheet 1: DEGs of tubular cells

Supplemental Datasheet 2: GSEA analysis of tubular cells

Supplemental Datasheet 3: DEGs of mRECs and GSEA analysis

Supplemental Datasheet 4: GSEA analysis of ECs from human samples (AKI vs control)

Supplemental Datasheet 5: GSEA analysis of Mφ1

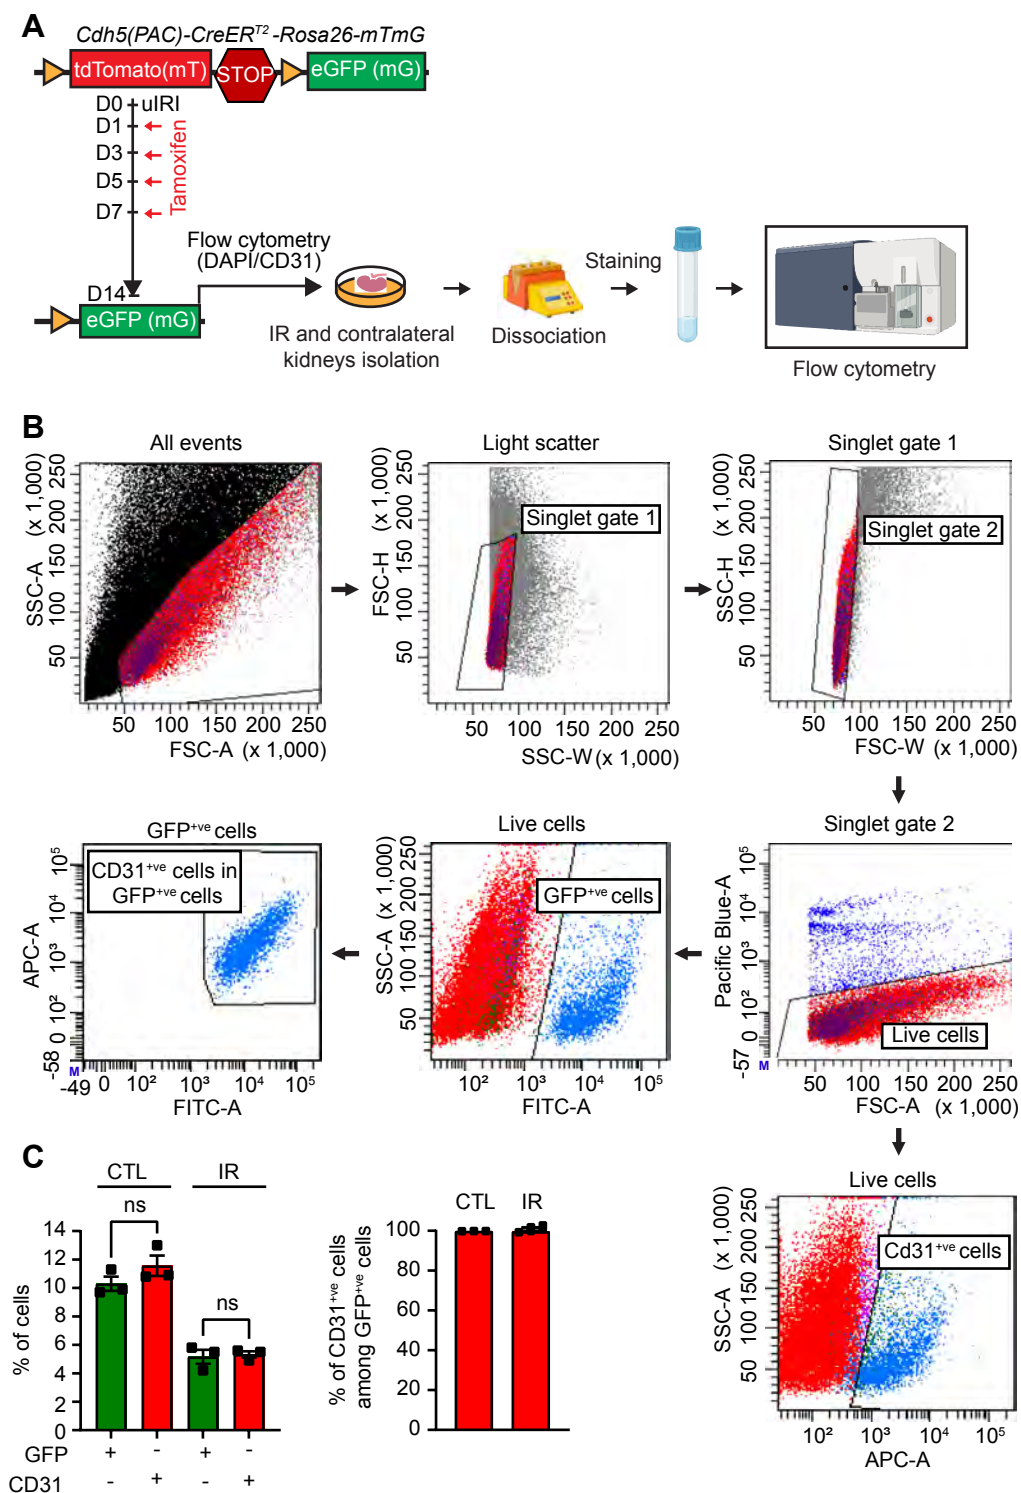

**Supplemental Figure 1, associated with Figure 1. Efficiency of *Cre* recombination in *Cdh5(PAC)-CreER<sup>T2</sup>* transgenic mice following kidney IRI. (A) By crossing *Cdh5(PAC)-CreER<sup>T2</sup>* mice with *Rosa26-ACTB-tdTomato,-EGFP (mTmG)* reporter mice, we generated *Cdh5(PAC)-CreER<sup>T2</sup>; Rosa26-mTmG* mice, in which successful *Cre* mediated excision is being indicated by GFP expression in endothelial cells (ECs). Mice were subjected to uIRI followed by tamoxifen administration starting at day 1 post uIRI to a total of 4 injections i.p. given every other day. The degree of EC-specific recombination was assessed by FACS analysis in single-cell suspensions prepared by CTL and IR kidneys. (B) Flow cytometric gating strategy used to define recombined ECs. Staining for the endothelial marker CD31 was used to detect ECs, while GFP identified cells with tamoxifen induced expression of *Cdh5-CreER<sup>T2</sup>*. (C) Shown are the percentages of GFP<sup>+</sup>ve and CD31<sup>+</sup>ve cells (left panel) as well as the percentage of CD31<sup>+</sup>ve cells among GFP<sup>+</sup>ve cells (right panel) in CTL and IR kidneys at day 14 post uIRI (n=3). For (C), statistics were determined by one-way ANOVA with Sidak correction for multiple comparisons. ns, not statistically significant. ECs, endothelial cells; CTL, contralateral kidney; IR, kidney subjected to IRI.**

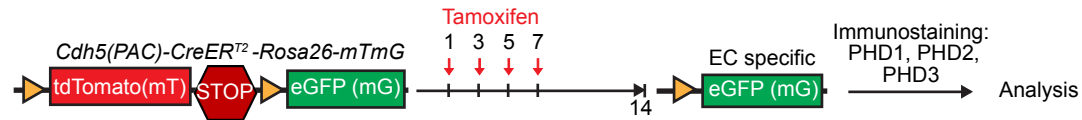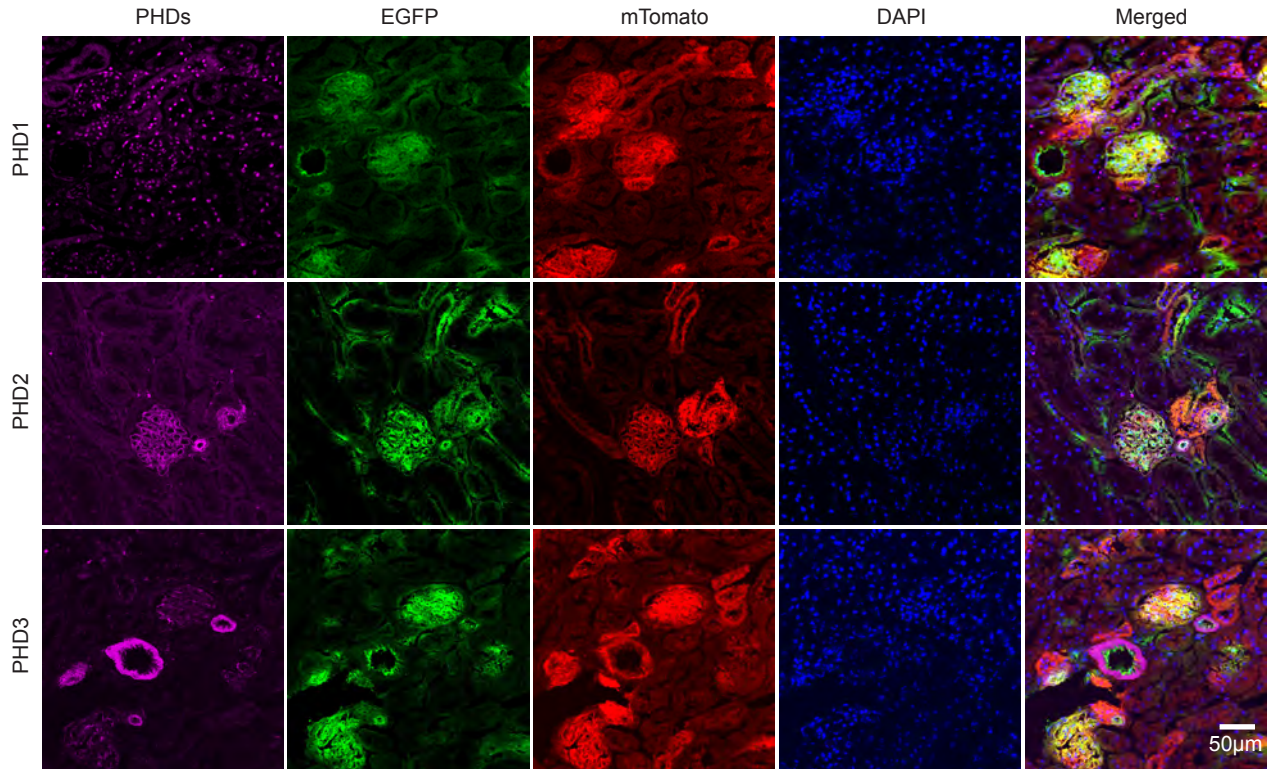

**Supplemental Figure 2, associated with Figure 2. Murine kidney endothelium shows compartment-specific differences in the expression of PHD1, PHD2 and PHD3.** Schematic view of experiment and representative images of immunofluorescence staining for PHD1, PHD2, PHD3 (magenta) and nuclear DAPI staining (blue) on kidney sections from *Cdh5(PAC)-CreER<sup>T2</sup>-Rosa26mTmG* reporter mice after tamoxifen-induced recombination. Non recombined cells express membrane bound mTomato (red), whereas recombined cells express membrane-bound EGFP (green).

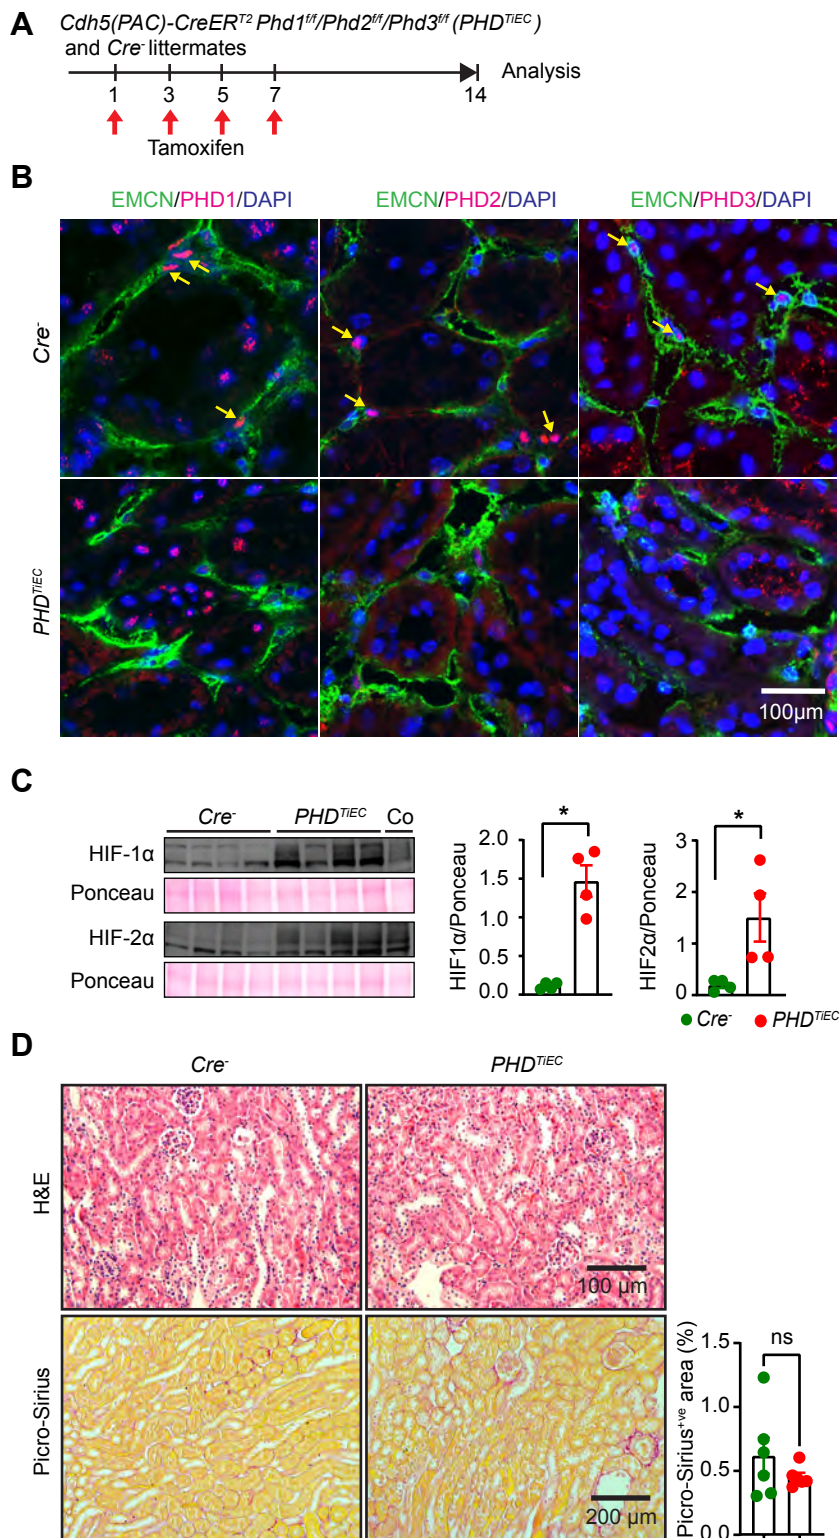

**Supplemental Figure 3, associated with Figure 3. Simultaneous acute inactivation of endothelial PHD1, 2, and 3 stabilizes HIF without significantly affecting kidney morphology.** (A) Schematic diagram depicting the tamoxifen administration regimen to *PHD*<sup>TIEC</sup> and *Cre*<sup>-</sup> control mice followed by baseline analysis. (B) Immunofluorescence staining for PHD1-3 (red), EMCN (green) and nuclear DAPI (blue) using kidney sections from *PHD*<sup>TIEC</sup> mice and *Cre*<sup>-</sup> controls collected 1 week after the last dose of tamoxifen. Arrows indicate positive staining. Scale bar, 100 μm. (C) Immunoblot analysis of HIF-1α and HIF-2α in kidney nuclear extracts isolated from *PHD*<sup>TIEC</sup> mice and *Cre*<sup>-</sup> littermates. Co, positive control. (D) Representative images of H&E and Picro-Sirius red stained kidney sections for the indicated genotypes. Right side graph shows semi-quantitative analysis of Picro-Sirius red<sup>+ve</sup> area for *PHD*<sup>TIEC</sup> mice and *Cre*<sup>-</sup> littermates 1 week after the last dose of tamoxifen (n=4-6). Scale bars indicate 100 μm and 200 μm for H&E and Picro-Sirius red images, respectively. Data are represented as mean ± SEM. Statistics were determined by unpaired t- test with Welch's correction. \*, *P* < 0.05; ns, not statistically significant. EMCN, endomucin.

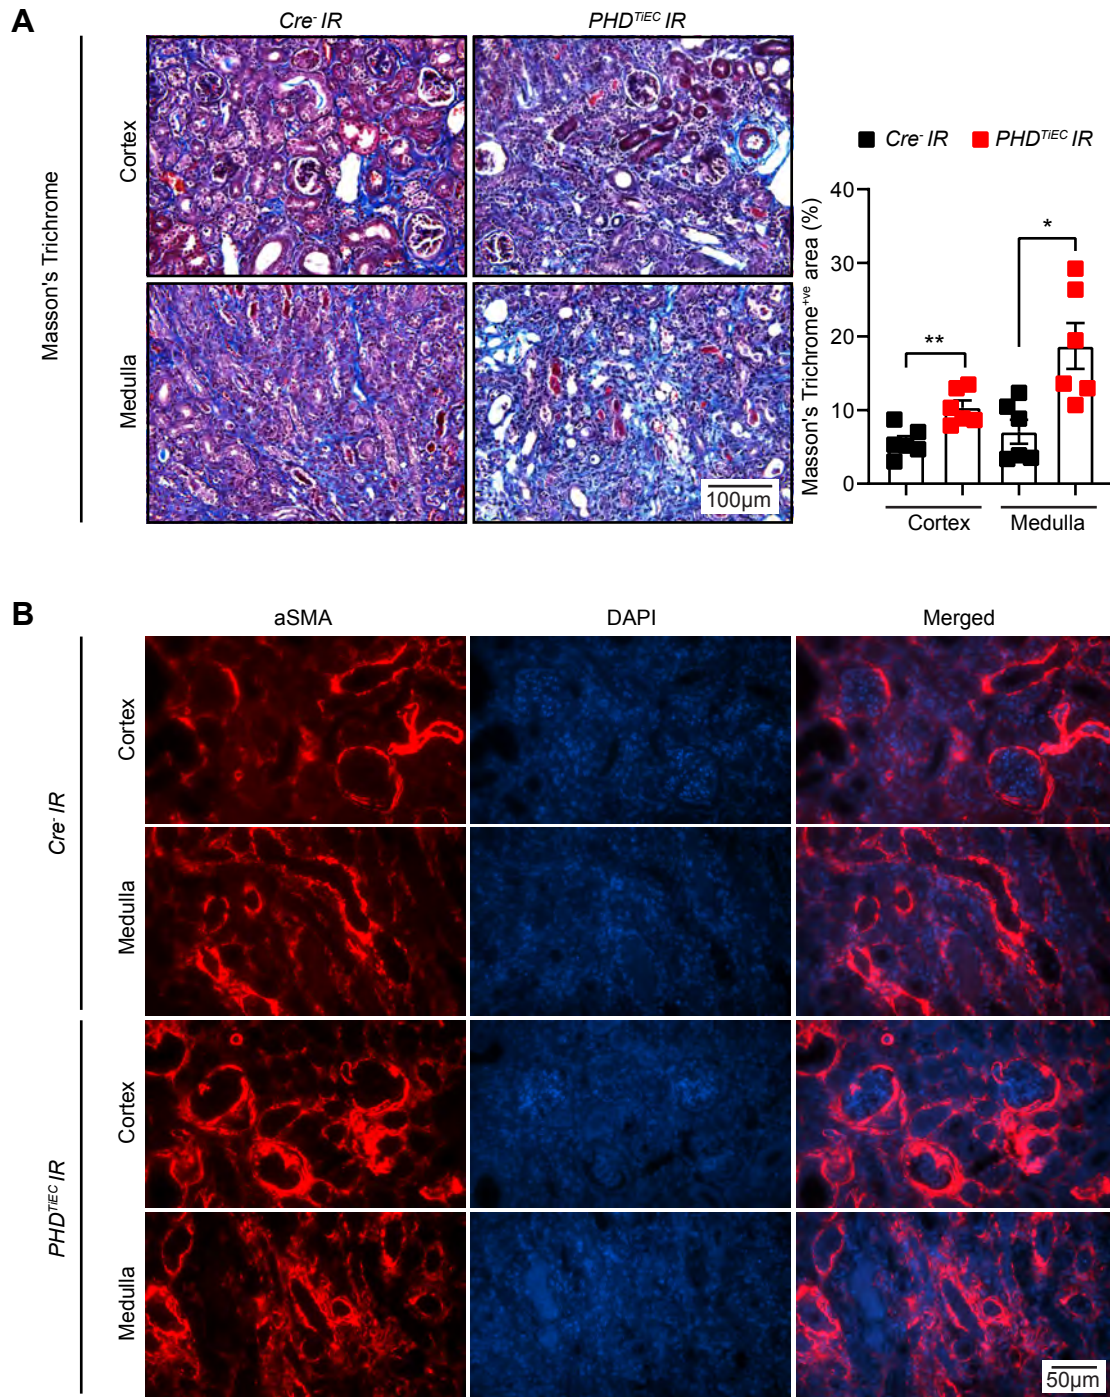

**Supplemental Figure 4, associated with Figure 3. Post-ischemic simultaneous inactivation of endothelial PHD1, 2, and 3 promotes maladaptive kidney repair in unilateral ischemia reperfusion injury.** *PHD<sup>TIEC</sup>* mice and their *Cre<sup>-</sup>* littermates were subjected to 25 minutes of unilateral renal artery clamping. Treatment with tamoxifen was started on day 1 post uIRI involving 4 i.p. doses given every other day. Mice were sacrificed for molecular analysis on day 14 post uIRI. **(A)** Representative images of kidney cortex and medulla stained with Masson's trichrome as well semi-quantitative analysis of Masson's trichrome<sup>+</sup>ve area on day 14 post-uIRI kidneys from *PHD<sup>TIEC</sup>* mice and *Cre<sup>-</sup>* littermates. Scale bars indicate 100 µm. **(B)** Representative images of kidney cortex and medulla immunostained for α-smooth muscle actin (aSMA). Images were captured using a Nikon Ti2 Widefield fluorescence microscope. Scale bars indicate 50 µm. Statistics were determined by unpaired t- test with Welch's correction for cortex and medulla separately. n=6; \*, P < 0.05; \*\*, P < 0.01.

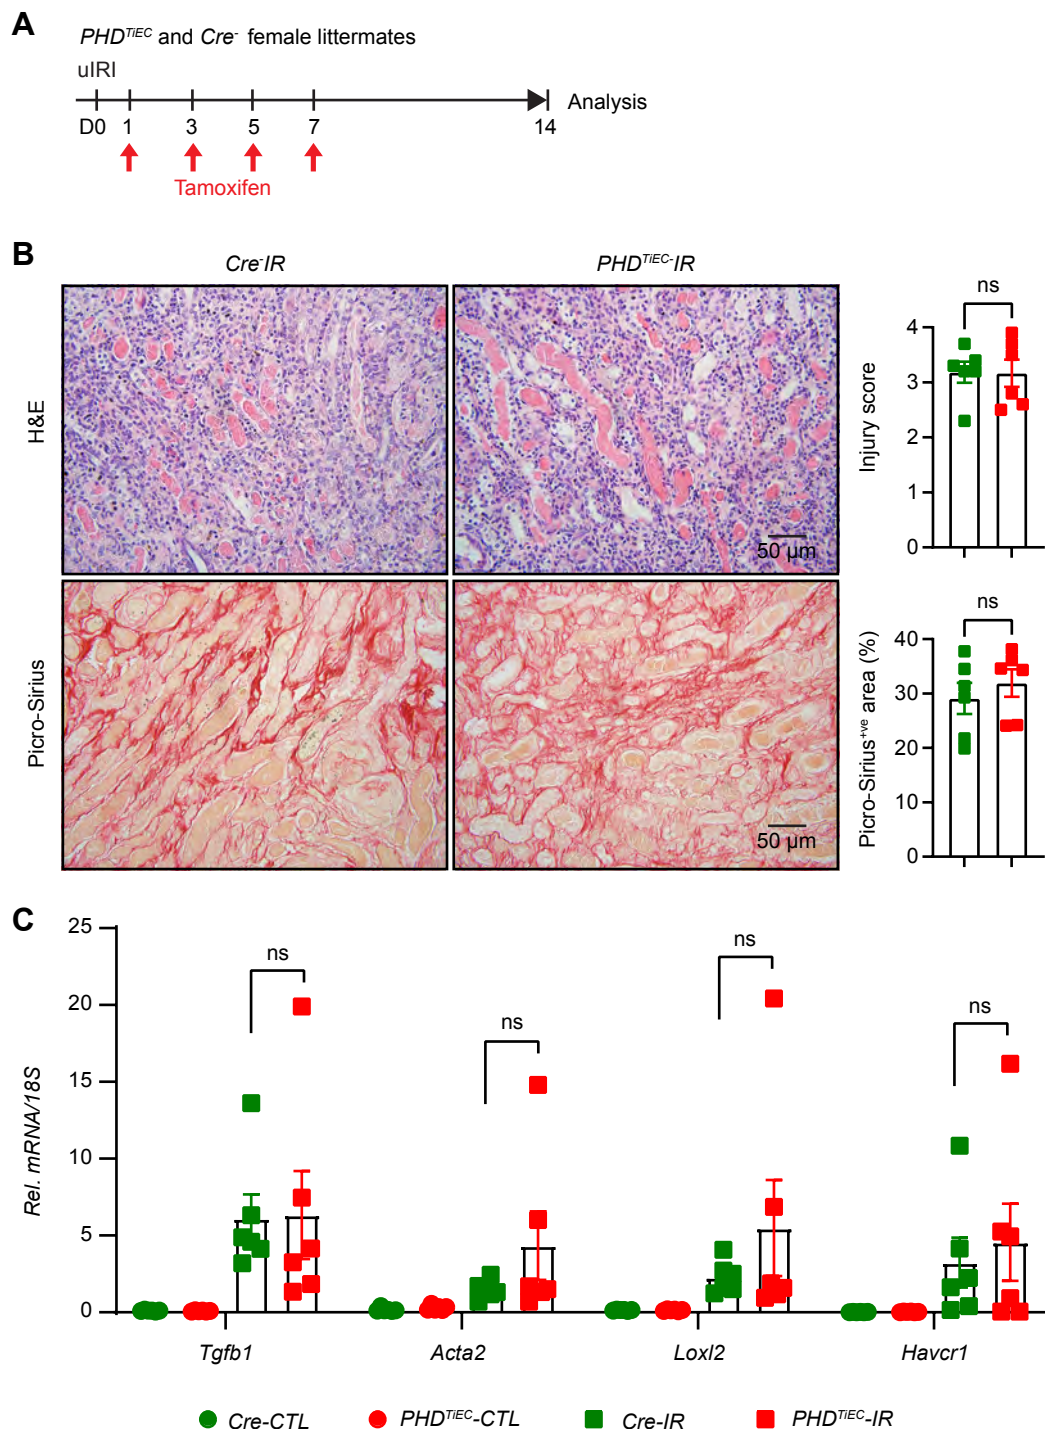

**Supplemental Figure 5, associated with Figure 3. Post-ischemic inactivation of endothelial PHD1, 2, and 3 in female mice does not alter kidney repair.** (A) Experimental scheme illustrates the experimental design. *PHD<sup>TIEC</sup>* female mice and their *Cre*<sup>-</sup> female littermates were subjected to 30 minutes of unilateral renal artery clamping (uIRI). Treatment with tamoxifen was started on day 1 post uIRI involving 4 i.p. doses given every other day. Female mice were sacrificed for molecular analysis on day 14 post uIRI. (B) Representative images of H&E and Picro-Sirius red stained sections from day 14 post-ischemic kidneys of *PHD<sup>TIEC</sup>* female mutants and their *Cre*<sup>-</sup> female littermates. Right panels show tubular injury score (Top) and semi-quantitative analysis of Picro-Sirius red<sup>+</sup> area in the indicated genotypes. Scale bars indicate 50  $\mu$ m. (C) mRNA levels of *Tgfb1*, *Acta2*, *Loxl2* and *Havcr1* in IR and CTL kidneys from *PHD<sup>TIEC</sup>* female mice and their *Cre*<sup>-</sup> female controls at day 14 after uIRI. All bars show mean  $\pm$  SEM (n=6). For (B), unpaired t- test with Welch's correction was used. For (C), statistics were determined using one-way ANOVA with Sidak correction for multiple comparisons. ns, not statistically significant. uIRI, unilateral IRI; CTL, contralateral; IR, kidney subjected to uIRI; Rel., relative.

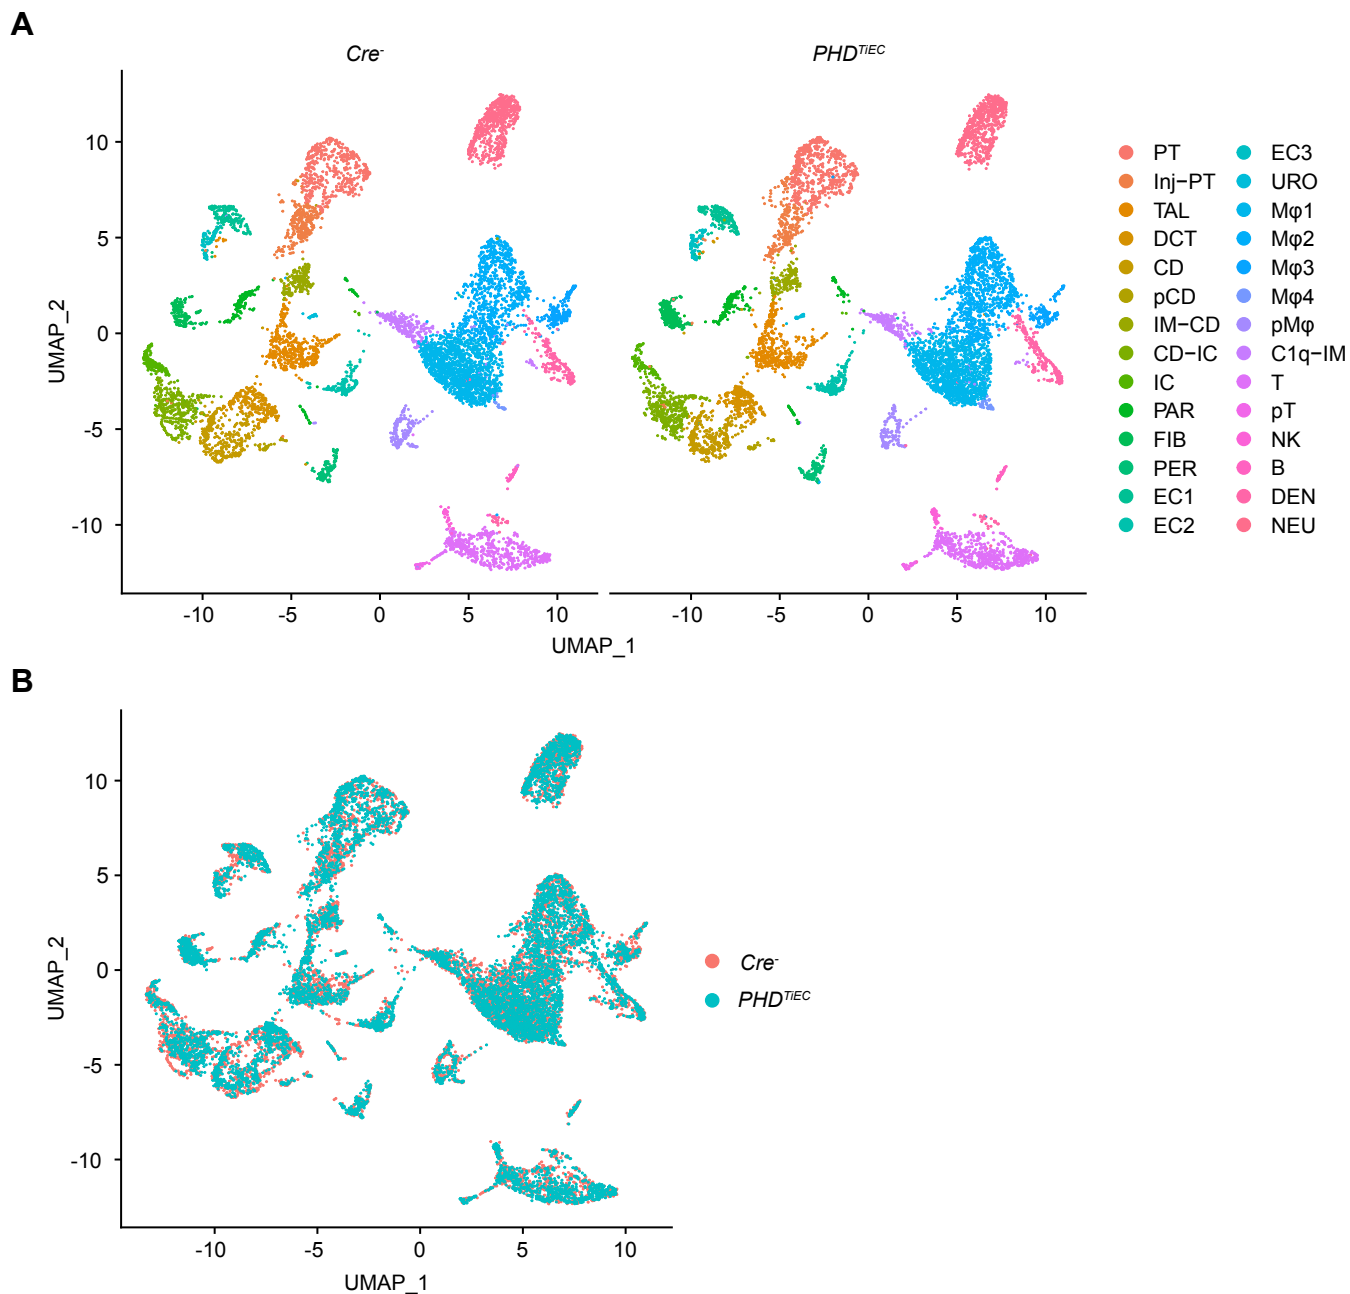

**Supplemental Figure 6, associated with Figure 4. scRNA-seq analysis showing similar cell populations in day 14 post-ischemic kidneys of *PHD<sup>TIEC</sup>* and *Cre<sup>-</sup>* mice. (A) UMAP showing different cell clusters in day 14 post-ischemic kidneys from *PHD<sup>TIEC</sup>* and *Cre<sup>-</sup>* mice. (B) UMAP after overlaying samples of *Cre<sup>-</sup>* and *PHD<sup>TIEC</sup>* day 14 post-ischemic kidneys showing similar clustering.**

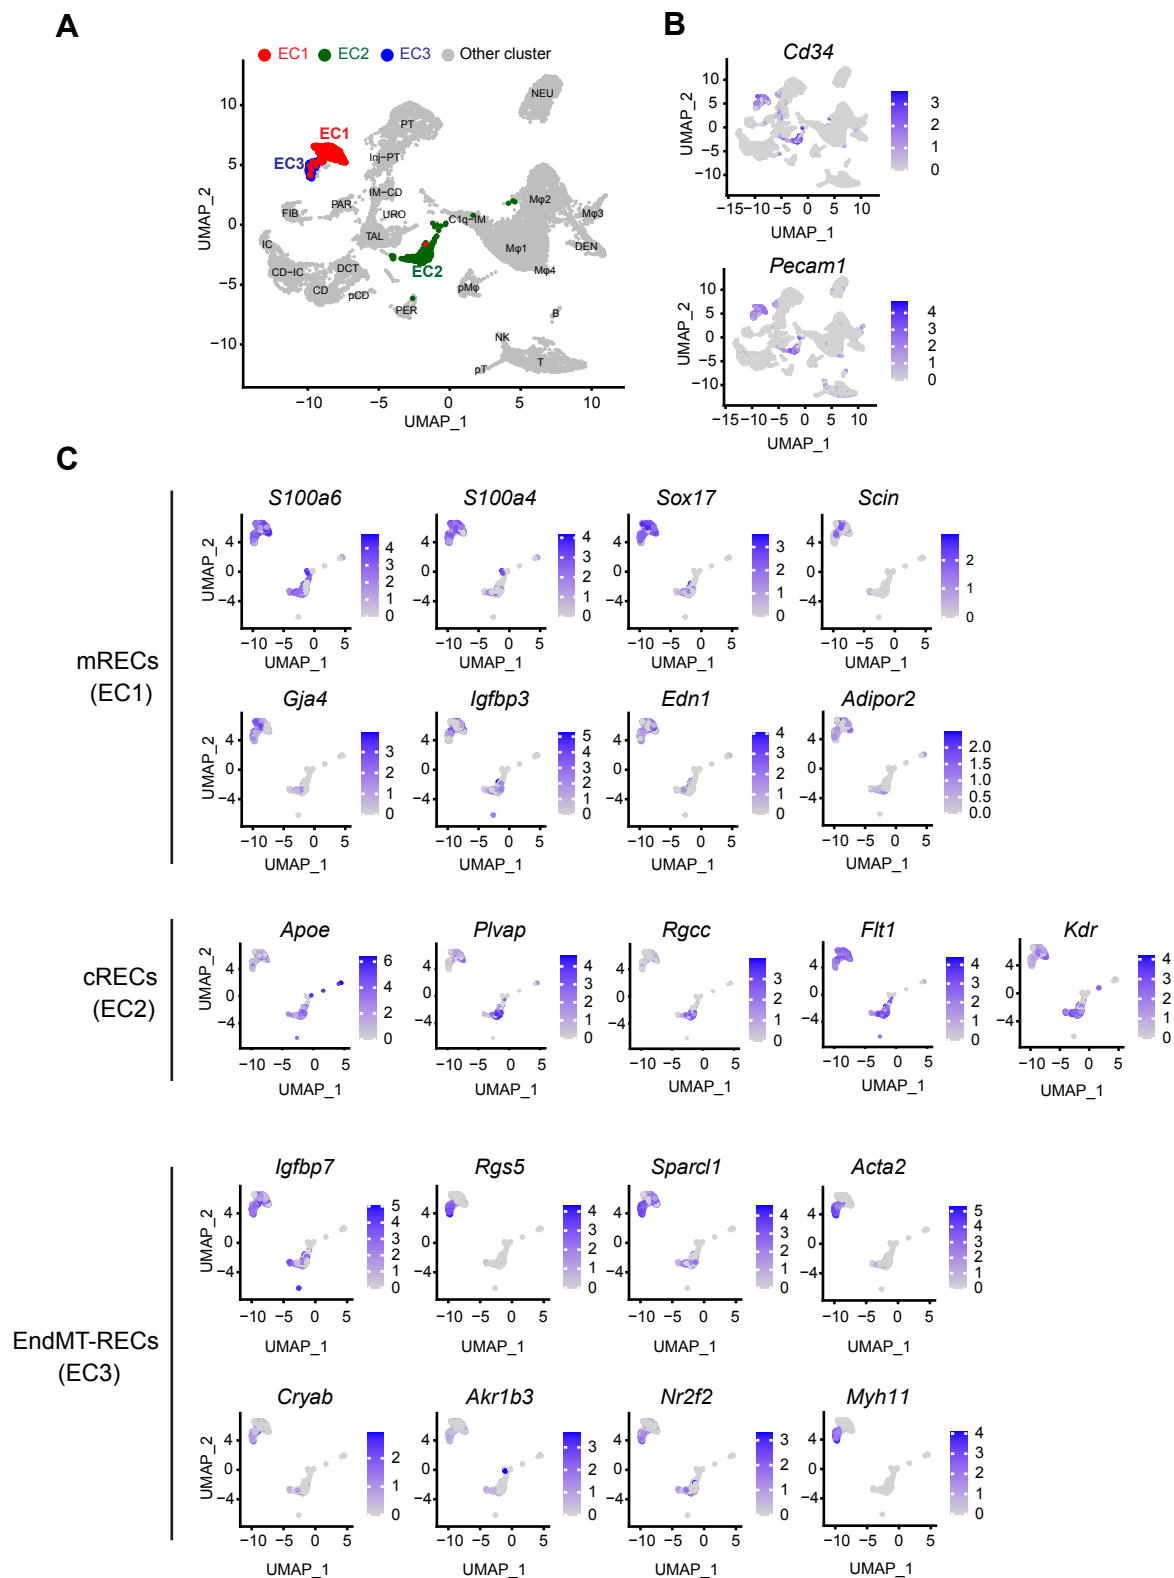

**Supplemental Figure 7, associated with Figure 5. Marker genes used to identify different EC clusters. (A)** UMAP plot with highlighted EC1 (red), EC2 (green) and EC3 (blue) cluster. **(B)** Feature plot showing expression of endothelial marker genes *Cd34* and *Pecam1* in EC1, EC2 and EC3 clusters. **(C)** Feature plot of EC marker genes used to identify mRECs (EC1), cRECs (EC2) and EndMT-RECs (EC3) clusters.

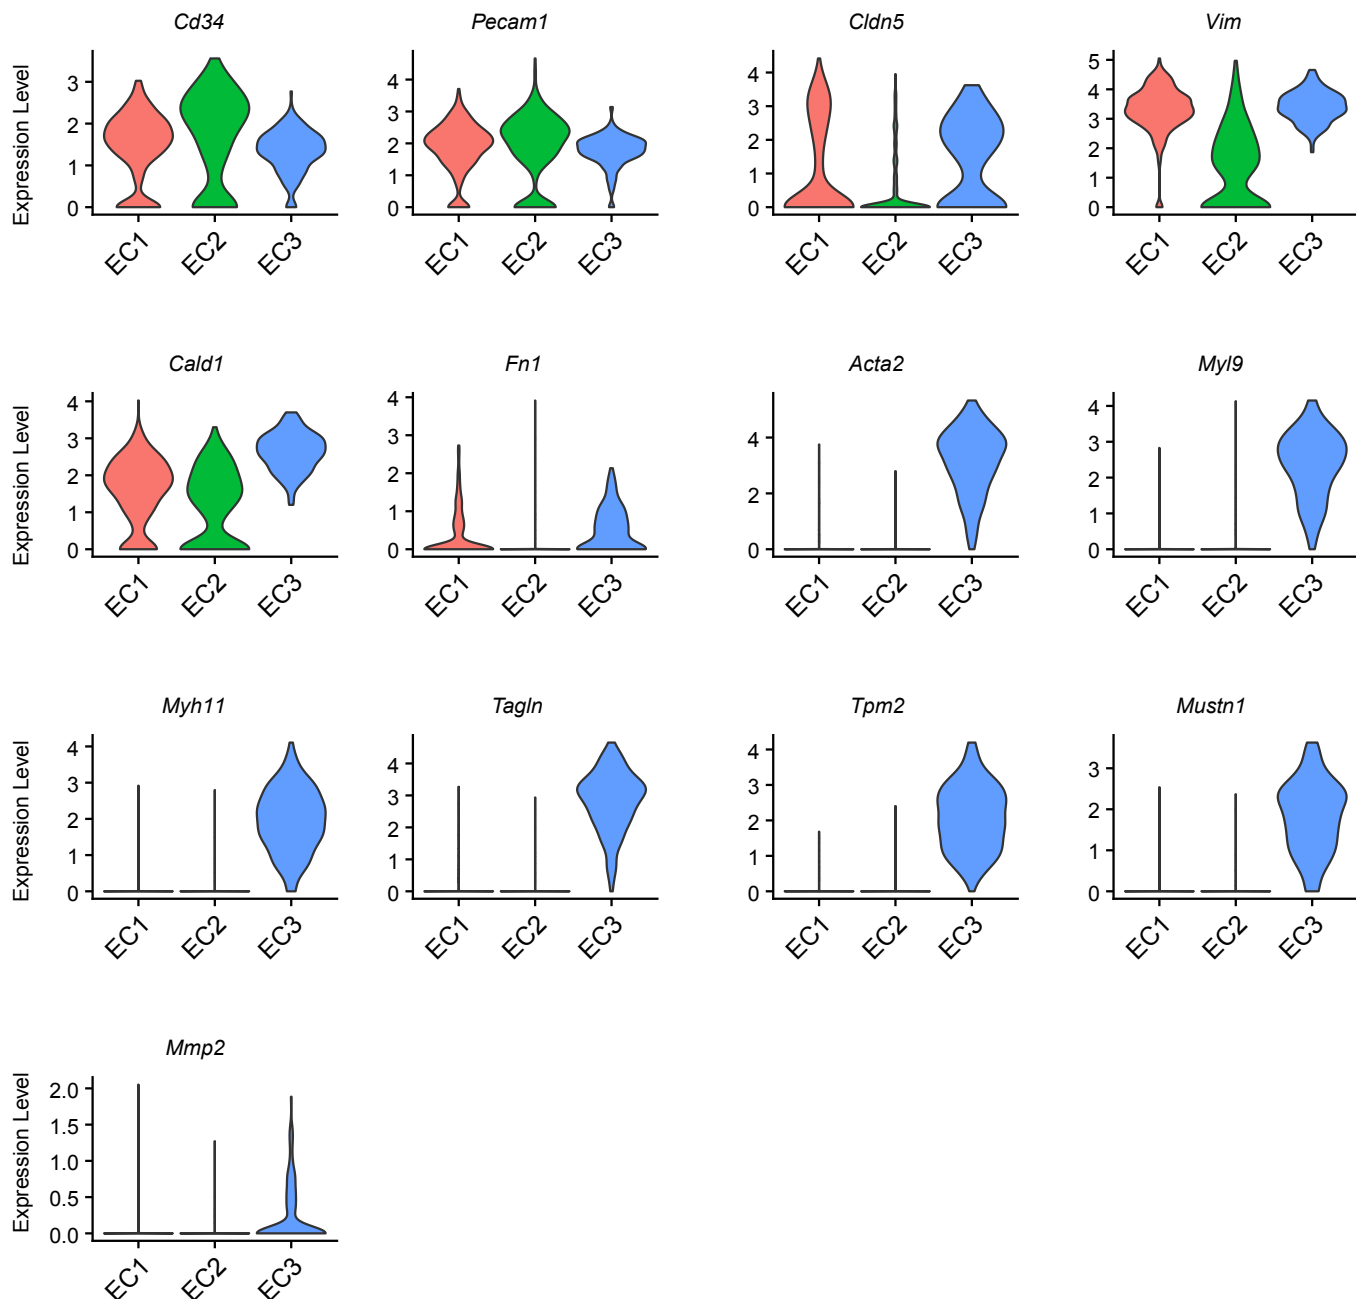

**Supplemental Figure 8, associated with Figure 5. Violin plots showing the expression of endothelial and mesenchymal markers in EC1, EC2 and EC3 clusters.** Violin plots show the expression of marker genes for ECs (*Cd34*, *Pecam1*, *Cldn5*) and mesenchymal cells (*Vim*, *Cald1*, *Fn1*, *Acta2*, *Myl9*, *Myh11*, *Tagln*, *Tpm2*, *Mustn1*, and *Mmp2*) in three EC clusters.

**A**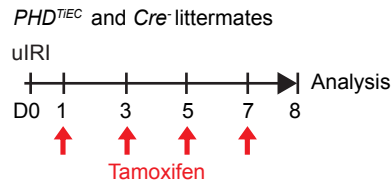**B**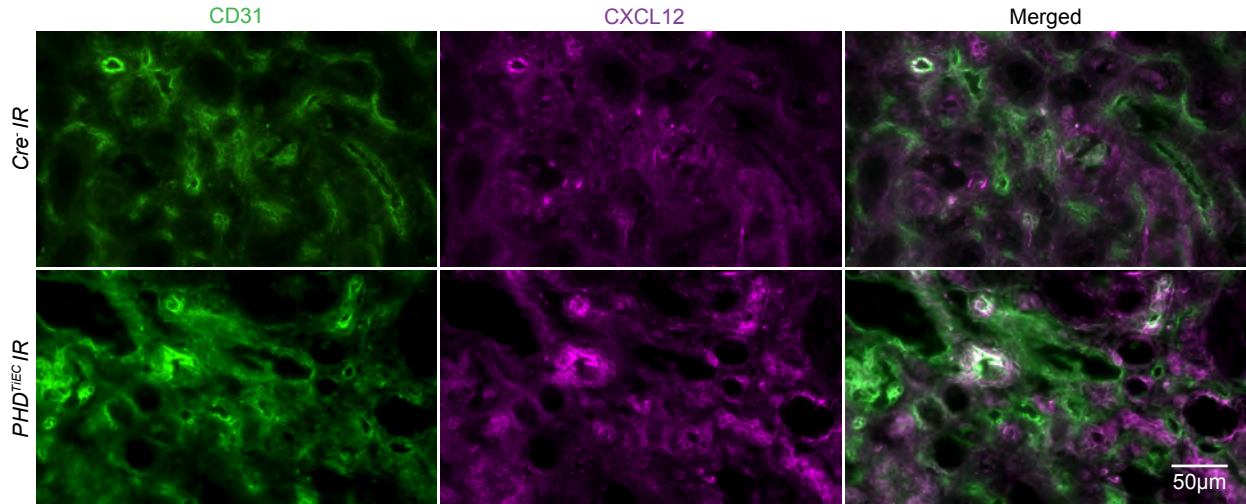**C**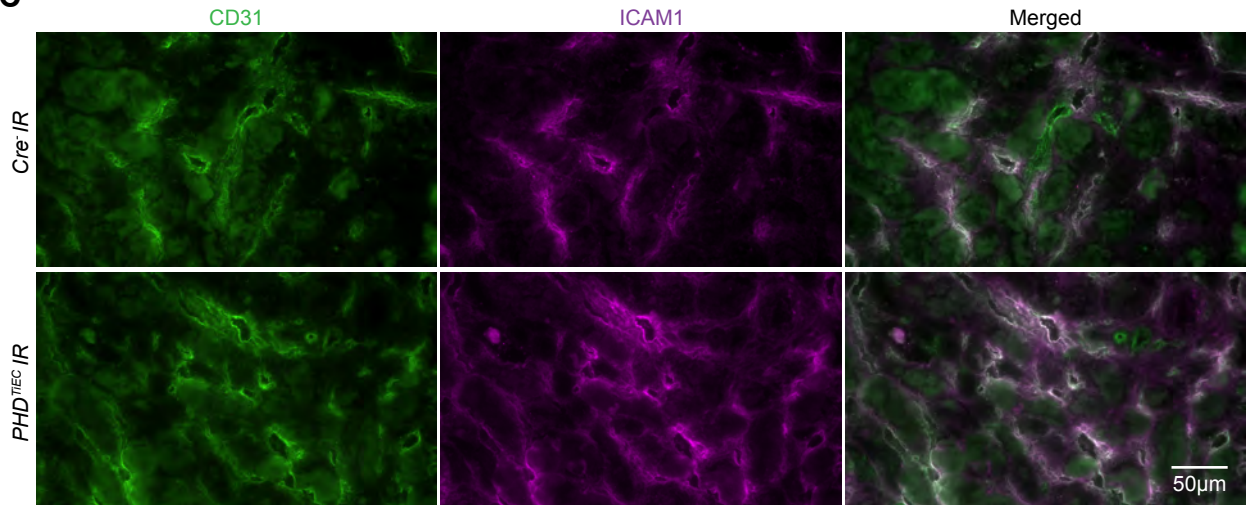

**Supplemental Figure 9, associated with Figure 6. Post-ischemic simultaneous inactivation of endothelial PHD1, 2, and 3 induces the expression of CXCL12 and ICAM1 in kidney endothelial cells. (A)** Scheme illustrating the experimental strategy applied. *PHD<sup>TIEC</sup>* mice and their *Cre* littermates were subjected to 25 minutes of unilateral renal artery clamping. Treatment with tamoxifen was started on day 1 post uIRI involving 4 i.p. doses given every other day. Mice were sacrificed for analysis on day 8 post uIRI. **(B)** and **(C)** Representative images of immunofluorescence staining for CXCL12 and ICAM1 (magenta) along with the endothelial marker CD31 (green) and nuclear DAPI staining (blue) of day 8 post-ischemic kidneys from *PHD<sup>TIEC</sup>* and *Cre* control mice. Images were captured using a Nikon Ti2 Widefield fluorescence microscope. Scale bar indicates 50 μm. IR, kidney subjected to IRI.

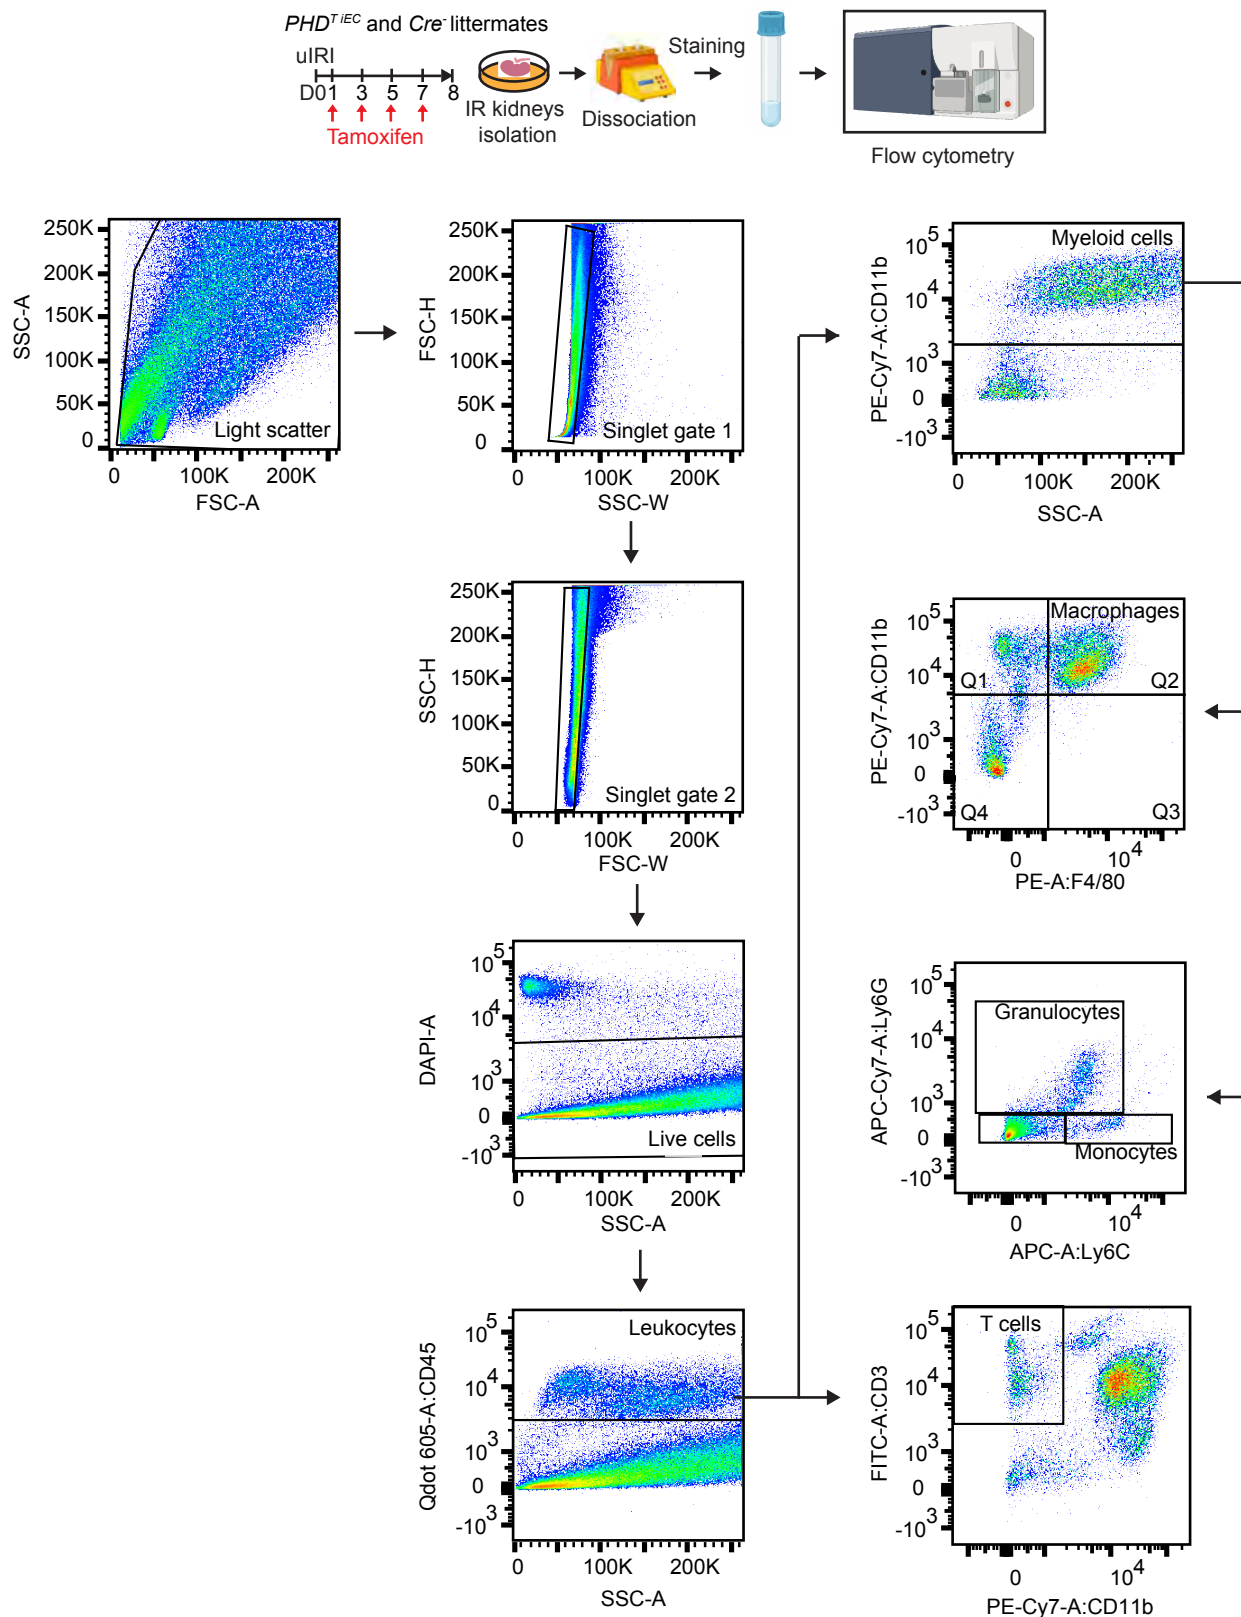

**Supplemental Figure 10, associated with Figure 6. Strategy for the analysis of immune cells by flow cytometry.** Schematic view of FACS experiment and gating strategy for the analysis of different immune cell populations in day 8 post-IRI kidneys from *PHD<sup>TIEC</sup>* and *Cre* mice. CD45<sup>+</sup> (leukocytes), CD45<sup>+</sup> CD3<sup>+</sup> (T cells), CD45<sup>+</sup> CD11b<sup>+</sup> (myeloid cells), CD45<sup>+</sup> CD11b<sup>+</sup> F4/80<sup>+</sup> (macrophages), CD45<sup>+</sup> CD11b<sup>+</sup> Ly6C<sup>+</sup> (monocytes), CD45<sup>+</sup> CD11b<sup>+</sup> Ly6G<sup>+</sup> (granulocytes) cells were measured.

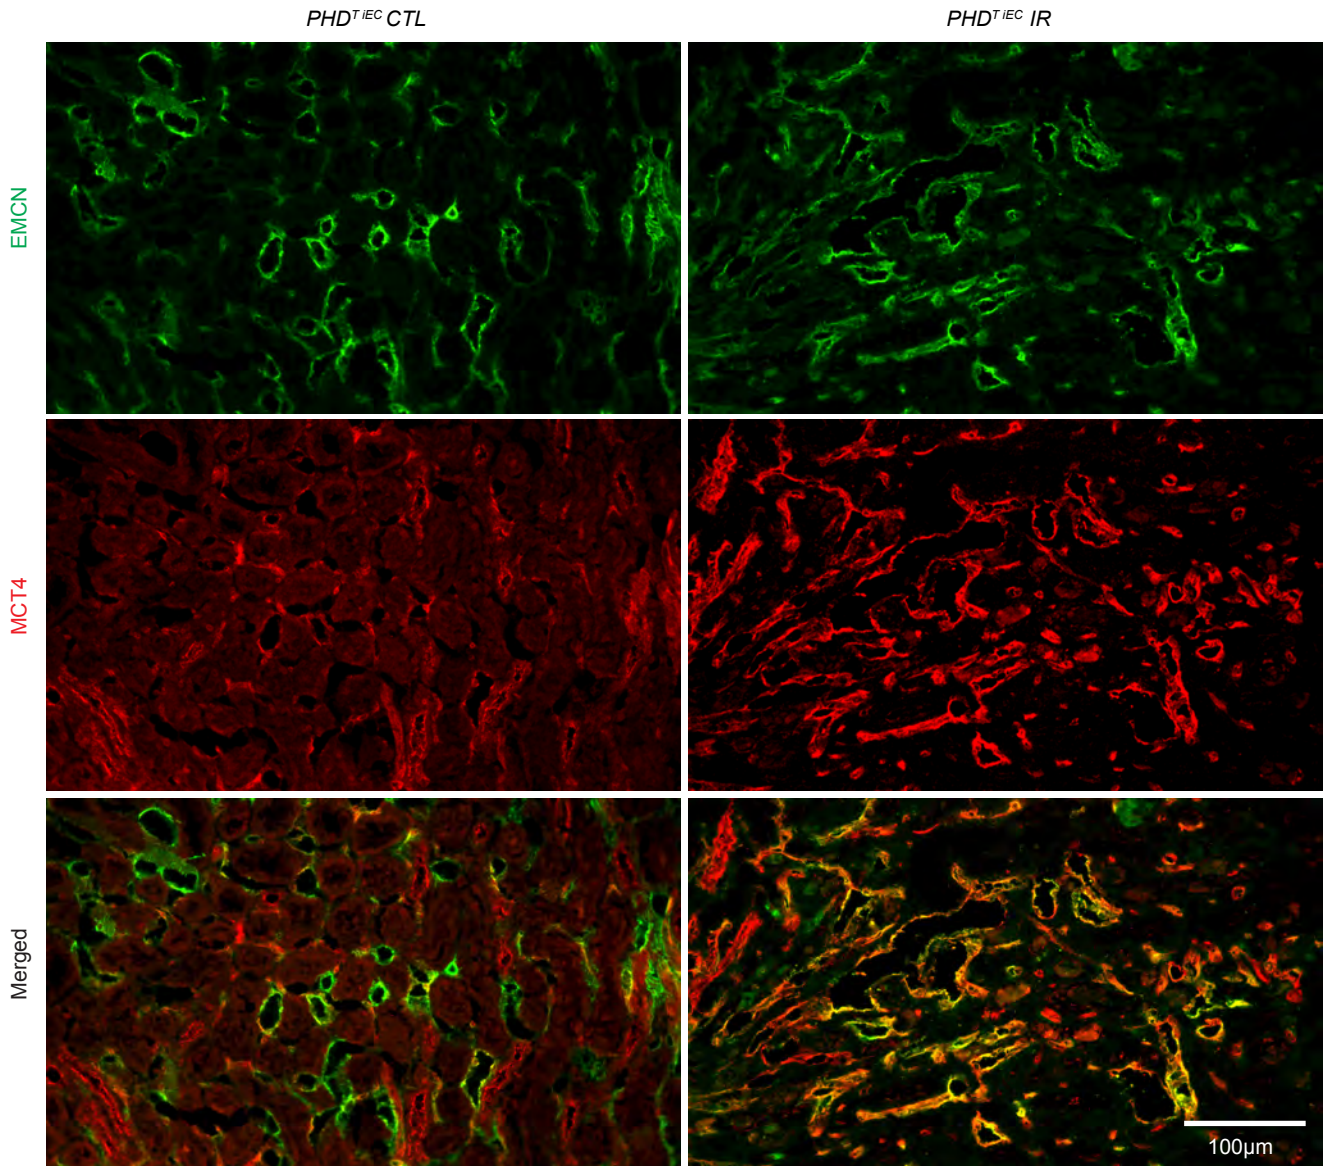

**Supplemental Figure 11, associated with Figure 8. MCT4 expression in contralateral and day 14 post-ischemic kidneys of *PHD<sup>TIEC</sup>* mouse .** Representative images of immunofluorescence staining for MCT4 (red) and EMCN (green) of CTL and day 14 post-ischemic kidneys from *PHD<sup>TIEC</sup>* mouse indicating increased expression of endothelial MCT4 following ischemic injury. Images were captured using Nikon a Ti2 Widefield fluorescence microscope. To ensure clarity, we disclose that the merged images shown here are also presented in Figure 8A. Scale bar, 100 µm. CTL, contralateral kidney; IR, kidney subjected to uIRI.

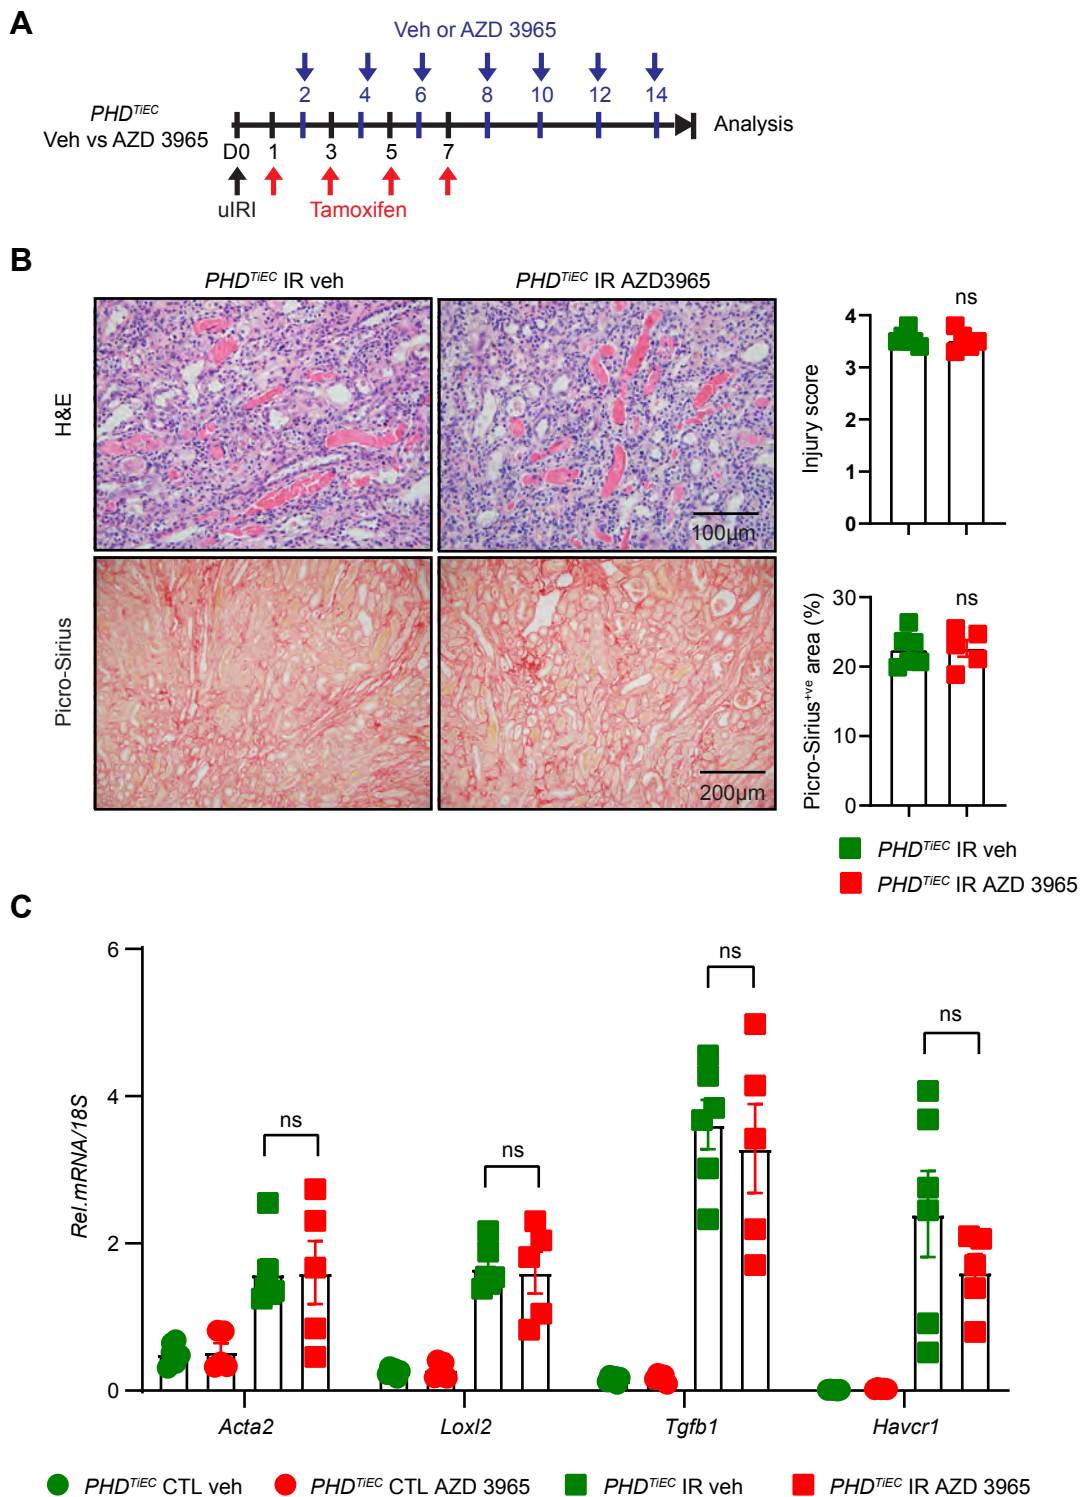

**Supplemental Figure 12, associated with Figure 8. Post-ischemic treatment with MCT1 inhibitor AZD3965 does not alter post-ischemic kidney repair in *PHD<sup>TIEC</sup>* mice. (A) Scheme shows the experimental protocol used. *PHD<sup>TIEC</sup>* mice were subjected to 25 minutes of unilateral renal artery clamping. Tamoxifen was started on day 1 post uIRI and was given every other day until day 7 post uIRI. Treatment with AZD 3965 (30 mg/kg body weight, orally) was started at day 2 post uIRI and was given every other day until day 14, when mice were sacrificed for histopathological and molecular analysis. (B) Representative images of H&E and Picro-Sirius red stained day 14 post-ischemic kidneys from vehicle- vs AZD 3965-treated *PHD<sup>TIEC</sup>* mutants. Right: Tubular injury score and semiquantitative analysis of Picro-Sirius red<sup>+</sup> area of day 14 post-ischemic kidneys for the indicated experimental groups. All mice are *PHD<sup>TIEC</sup>*. Scale bars indicate 100  $\mu$ m and 200  $\mu$ m for H&E and Picro-Sirius red images, respectively. (C) mRNA levels of *Acta2*, *Loxl2*, *Tgfb1* and *Havcr1* in CTL and IR kidneys from vehicle or AZD 3965-treated *PHD<sup>TIEC</sup>* mice on day 14 after uIRI. Data are represented as mean  $\pm$  SEM. For (B), statistics were determined by unpaired t- test with Welch's correction. For (C), statistics were determined using one-way ANOVA with Sidak correction for multiple comparisons. n=5-6. ns, not significant. uIRI, unilateral IRI; CTL, contralateral kidney; IR, kidney subjected to IRI; veh, vehicle.**

**A**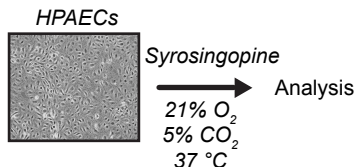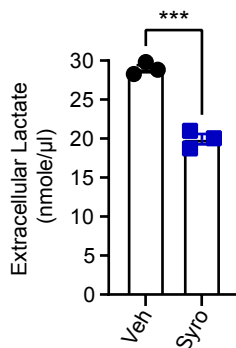**B**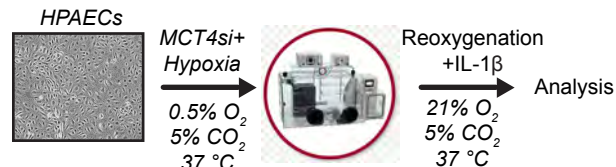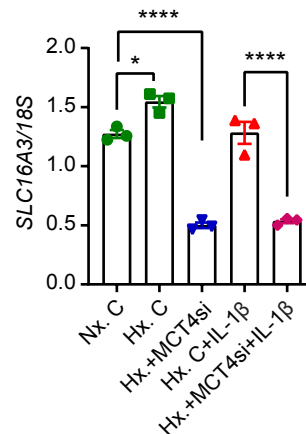

**Supplemental Figure 13, associated with Figure 9. Effect of syrosingopine on extracellular lactate levels and knockdown efficiency of MCT4 siRNA.** (A) HPAECs were treated for 24 hours with syrosingopine or vehicle (DMSO) and extracellular lactate levels were measured. (B) Experimental scheme for HPAECs subjected to 0.5% O<sub>2</sub> for 18 hours in the presence of MCT4 siRNA followed by reoxygenation for 8 hours in the presence of IL-1 $\beta$  (1 ng/ml). Graph showing *SLC16A3* (*MCT4*) mRNA levels in cells transfected with MCT4 siRNA compared to negative control siRNA transfected cells. All bars show mean  $\pm$  SEM. For (A), unpaired t- test with Welch's correction was used. For (B), statistics were determined using one-way ANOVA with Sidak correction for multiple comparisons. \*,  $P < 0.05$ ; \*\*\*,  $P < 0.001$ ; \*\*\*\*,  $P < 0.0001$ . Veh, vehicle; Syro, syrosingopine; Nx, Normoxia; Hx, Hypoxia/Reoxygenation; C, negative control siRNA; MCT4si, MCT4 siRNA.

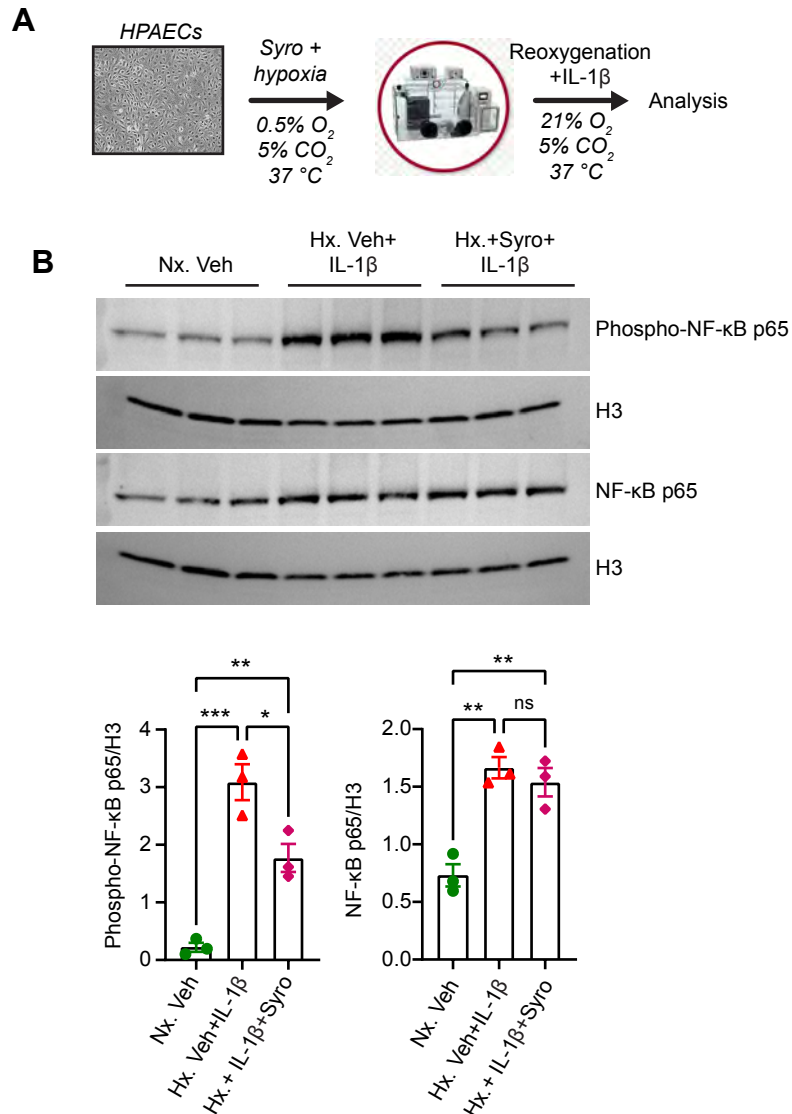

**Supplemental Figure 14, associated with Figure 9. Syrosingopine reduced phospho-NF-κB p65 protein levels in HPAECs stimulated by hypoxia-reoxygenation and IL-1β.** (A) Experimental scheme for HPAECs subjected to 0.5% O<sub>2</sub> for 18 hours in the presence of syrosingopine followed by reoxygenation for 8 hours in the presence of IL-1β (1 ng/ml) along with a control group. (B) Immunoblot analysis of phospho-NF-κB p65 and total NF-κB p65 nuclear extracts isolated from HPAECs subjected to indicated conditions. Histone H3 levels were used as loading control. Data are represented as mean ± SEM. Statistics were determined using one-way ANOVA with Sidak correction for multiple comparisons. \*, *P* < 0.05; \*\*, *P* < 0.01; \*\*\*, *P* < 0.001; ns, not significant; Nx, Normoxia; Hx, Hypoxia/Reoxygenation; Veh, vehicle; Syro, syrosingopine.

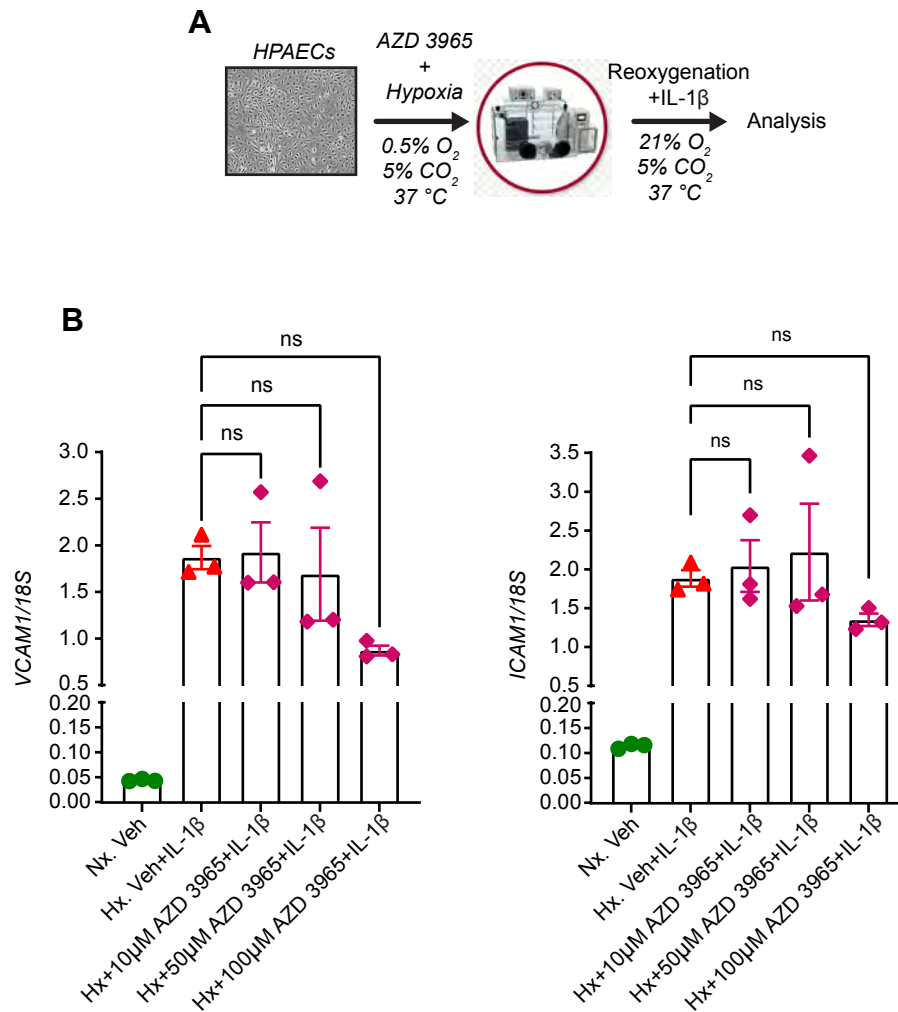

**Supplemental Figure 15, associated with Figure 9. Treatment with the MCT1 inhibitor AZD3965 does not suppress inflammation in HPAECs activated by Hypoxia/Reoxygenation and IL-1β. (A)** Experimental scheme for HPAECs subjected to 0.5% O<sub>2</sub> for 18 hours in the presence of AZD3965 (10, 50 and 100 μM) followed by reoxygenation for 8 hours in the presence of IL-1β (1 ng/ml). **(B)** mRNA levels of VCAM1 and ICAM1 in HPAECs, that were activated by Hypoxia/Reoxygenation and IL-1β in the presence of different concentration of AZD3965. Data are represented as mean ± SEM. Statistics were determined by one-way ANOVA with Sidak correction for multiple comparisons. n=3; ns, not significant.

**Supplemental Table 1.** List of GEO numbers and details of samples which were used to assess the level of *Eglns* in human kidney ECs.

| <b>Samples</b> | <b>GEO</b> | <b>Source name</b> | <b>Organism</b> | <b>Subject status</b> | <b>Tissue</b> |
|----------------|------------|--------------------|-----------------|-----------------------|---------------|
| 1              | GSM4191941 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 2              | GSM4191942 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 3              | GSM4191943 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 4              | GSM4191944 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 5              | GSM4191945 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 6              | GSM4191946 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 7              | GSM4191947 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 8              | GSM4191948 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 9              | GSM4191949 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 10             | GSM4191950 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 11             | GSM4191951 | Tumor-nephrectory  | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 12             | GSM4191952 | Living donor       | Homo sapiens    | Normal/healthy        | Adult kidney  |
| 13             | GSM4191953 | Living donor       | Homo sapiens    | Normal/healthy        | Adult kidney  |

|    |            |                     |              |                |              |
|----|------------|---------------------|--------------|----------------|--------------|
| 14 | GSM4191954 | Living donor        | Homo sapiens | Normal/healthy | Adult kidney |
| 15 | GSM4191955 | Tumor-nephrectomy   | Homo sapiens | Normal/healthy | Adult kidney |
| 16 | GSM4191956 | Tumor-nephrectomy   | Homo sapiens | Normal/healthy | Adult kidney |
| 17 | GSM4191957 | Tumor-nephrectomy   | Homo sapiens | Normal/healthy | Adult kidney |
| 18 | GSM4191958 | Tumor-nephrectomy   | Homo sapiens | Normal/healthy | Adult kidney |
| 19 | GSM4191959 | Tumor-nephrectomy   | Homo sapiens | Normal/healthy | Adult kidney |
| 20 | GSM4191960 | Surveillance biopsy | Homo sapiens | Normal/healthy | Adult kidney |
| 21 | GSM4191961 | Surveillance biopsy | Homo sapiens | Normal/healthy | Adult kidney |
| 22 | GSM4191962 | Surveillance biopsy | Homo sapiens | Normal/healthy | Adult kidney |
| 23 | GSM4191963 | Surveillance biopsy | Homo sapiens | Normal/healthy | Adult kidney |
| 24 | GSM4191964 | Surveillance biopsy | Homo sapiens | Normal/healthy | Adult kidney |

**Supplemental Table 2.** List of used marker genes to identify different cell cluster of scRNA seq data of *Cre*<sup>-</sup> and *PHD*<sup>TEC</sup> mice and their references.

| Marker genes                        | Cell cluster                                                                                  | Reference   |
|-------------------------------------|-----------------------------------------------------------------------------------------------|-------------|
| <i>Pck1, Lrp2, Slc5a12, Slc34a1</i> | Proximal tubule (PT)                                                                          | (1, 2)      |
| <i>Havcr1</i>                       | Injured PT (Inj-PT)                                                                           | (1)         |
| <i>Umod, Slc12a1</i>                | Thick ascending limb (TAL)                                                                    | (1)         |
| <i>Slc12a3</i>                      | Distal convoluted tubule (DCT)                                                                | (3)         |
| <i>Fxyd4, Aqp2</i>                  | Collecting duct (CD)                                                                          | (4)         |
| <i>Slc14a2</i>                      | Inner medullary collecting duct (IM-CD)                                                       | (5)         |
| <i>Atp6v1g3, Scl26a4</i>            | Intercalated cells (IC)                                                                       | (1, 6)      |
| <i>Ncam1</i>                        | Parietal cells (PAR)                                                                          | (7)         |
| <i>Colla2, Dcn</i>                  | Fibroblasts (FIB)                                                                             | (2, 8, 9)   |
| <i>Myh11, Acta2,</i>                | Pericytes (PER)/smooth muscle cells                                                           | (9)         |
| <i>Cd34, Pecam1, Igfbp3</i>         | Endothelial cells (EC)                                                                        | (1, 10)     |
| <i>Upk1b</i>                        | Urothelial cells (URO)                                                                        | (11)        |
| <i>Mki67, Top2a</i>                 | Proliferating cells (p)                                                                       | (1) (12)    |
| <i>Ptpnc</i>                        | Immune cells                                                                                  | (6)         |
| <i>Itgam</i>                        | Myeloid cells                                                                                 | (12)        |
| <i>Adgre1, Cx3cr1</i>               | Macrophages (Mφ)                                                                              | (1, 12)     |
| <i>C1qa, C1qb, C1qc</i>             | C1qa, C1qb and C1qc expressing immune cell (C1q-IM); potentially resident macrophage/monocyte | (13, 14)    |
| <i>Trbc2, Skap1</i>                 | T cells                                                                                       | (14, 15)    |
| <i>GZMA, GZMB</i>                   | Natural killer cells (NK cells)                                                               | (16)        |
| <i>Ms4a1, Pax5, Bcl11a</i>          | B cells                                                                                       | (15, 17-19) |
| <i>Flt3</i>                         | Dendritic cells (DC)                                                                          | (20, 21)    |
| <i>S100a8, S100a9</i>               | Neutrophils (NEU)                                                                             | (22)        |

**Supplemental Table 3.** Primer sequences. Shown are sequences of primer sets used for the expression analysis of the indicated mouse and human genes by RT-PCR.

| Gene           | Forward Primer                | Reverse Primer              |
|----------------|-------------------------------|-----------------------------|
| <b>Mouse</b>   |                               |                             |
| <i>Loxl2</i>   | 5'-GATCTTCAGCCCCGATGGA-3'     | 5'-CAAGGGTTGCTCTGGCTTGT-3'  |
| <i>Tgfb1</i>   | 5'-TGGCGAGCCTTAGTTTGGA-3'     | 5'-TCGACATGGAGCTGGTGAAA-3'  |
| <i>Acta2</i>   | 5'-CCTGACGCTGAAGTATCCGATAG-3' | 5'-TTTTCCATGTCGTCCCAGTTG-3' |
| <i>Havcr1</i>  | 5'-AAACCAGAGATTCCCACACG-3'    | 5'-GTCGTGGGTCTTCCTGTAGC-3'  |
| <b>Human</b>   |                               |                             |
| <i>SLC16A3</i> | 5'-GGGTGGGAACCGTGTCATT-3'     | 5'-CTTGCGGCTTGGCTTCA-3'     |
| <i>VCAM1</i>   | 5'-GCTTCAGGAGCTGAATACCC-3'    | 5'-AAGGATCACGACCATCTTCC-3'  |
| <i>ICAM1</i>   | 5'-CCACAGTCACCTATGGCAAC-3'    | 5'-AGTGTCTCCTGGCTCTGGTT-3'  |

## Supplemental References

1. Xu L, Guo J, Moledina DG, and Cantley LG. Immune-mediated tubule atrophy promotes acute kidney injury to chronic kidney disease transition. *Nat Commun.* 2022;13(1):4892.
2. Rudman-Melnick V, Adam M, Potter A, Chokshi SM, Ma Q, Drake KA, et al. Single-Cell Profiling of AKI in a Murine Model Reveals Novel Transcriptional Signatures, Profibrotic Phenotype, and Epithelial-to-Stromal Crosstalk. *J Am Soc Nephrol.* 2020;31(12):2793-814.
3. Miao Z, Balzer MS, Ma Z, Liu H, Wu J, Shrestha R, et al. Single cell regulatory landscape of the mouse kidney highlights cellular differentiation programs and disease targets. *Nat Commun.* 2021;12(1):2277.
4. Klocke J, Kim SJ, Skopnik CM, Hinze C, Boltengagen A, Metzke D, et al. Urinary single-cell sequencing captures kidney injury and repair processes in human acute kidney injury. *Kidney Int.* 2022;102(6):1359-70.
5. Ransick A, Lindstrom NO, Liu J, Zhu Q, Guo JJ, Alvarado GF, et al. Single-Cell Profiling Reveals Sex, Lineage, and Regional Diversity in the Mouse Kidney. *Dev Cell.* 2019;51(3):399-413 e7.
6. McEvoy CM, Murphy JM, Zhang L, Clotet-Freixas S, Mathews JA, An J, et al. Single-cell profiling of healthy human kidney reveals features of sex-based transcriptional programs and tissue-specific immunity. *Nat Commun.* 2022;13(1):7634.
7. Liu WB, Huang GR, Liu BL, Hu HK, Geng J, Rui HL, et al. Single cell landscape of parietal epithelial cells in healthy and diseased states. *Kidney Int.* 2023;104(1):108-23.
8. Muhl L, Genove G, Leptidis S, Liu J, He L, Mocci G, et al. Single-cell analysis uncovers fibroblast heterogeneity and criteria for fibroblast and mural cell identification and discrimination. *Nat Commun.* 2020;11(1):3953.

9. Kirita Y, Wu H, Uchimura K, Wilson PC, and Humphreys BD. Cell profiling of mouse acute kidney injury reveals conserved cellular responses to injury. *Proc Natl Acad Sci U S A*. 2020;117(27):15874-83.
10. Dumas SJ, Meta E, Borri M, Goveia J, Rohlenova K, Conchinha NV, et al. Single-Cell RNA Sequencing Reveals Renal Endothelium Heterogeneity and Metabolic Adaptation to Water Deprivation. *J Am Soc Nephrol*. 2020;31(1):118-38.
11. Tanigawa S, Tanaka E, Miike K, Ohmori T, Inoue D, Cai CL, et al. Generation of the organotypic kidney structure by integrating pluripotent stem cell-derived renal stroma. *Nat Commun*. 2022;13(1):611.
12. Conway BR, O'Sullivan ED, Cairns C, O'Sullivan J, Simpson DJ, Salzano A, et al. Kidney Single-Cell Atlas Reveals Myeloid Heterogeneity in Progression and Regression of Kidney Disease. *J Am Soc Nephrol*. 2020;31(12):2833-54.
13. Zimmerman KA, Bentley MR, Lever JM, Li Z, Crossman DK, Song CJ, et al. Single-Cell RNA Sequencing Identifies Candidate Renal Resident Macrophage Gene Expression Signatures across Species. *J Am Soc Nephrol*. 2019;30(5):767-81.
14. Wu H, Malone AF, Donnelly EL, Kirita Y, Uchimura K, Ramakrishnan SM, et al. Single-Cell Transcriptomics of a Human Kidney Allograft Biopsy Specimen Defines a Diverse Inflammatory Response. *J Am Soc Nephrol*. 2018;29(8):2069-80.
15. Li H, Qu L, Yang Y, Zhang H, Li X, and Zhang X. Single-cell Transcriptomic Architecture Unraveling the Complexity of Tumor Heterogeneity in Distal Cholangiocarcinoma. *Cell Mol Gastroenterol Hepatol*. 2022;13(5):1592-609 e9.

16. Bezman NA, Kim CC, Sun JC, Min-Oo G, Hendricks DW, Kamimura Y, et al. Molecular definition of the identity and activation of natural killer cells. *Nat Immunol.* 2012;13(10):1000-9.
17. Morgan D, and Tergaonkar V. Unraveling B cell trajectories at single cell resolution. *Trends Immunol.* 2022;43(3):210-29.
18. Liu Y, Hu J, Liu D, Zhou S, Liao J, Liao G, et al. Single-cell analysis reveals immune landscape in kidneys of patients with chronic transplant rejection. *Theranostics.* 2020;10(19):8851-62.
19. Qu J, Yang F, Zhu T, Wang Y, Fang W, Ding Y, et al. A reference single-cell regulomic and transcriptomic map of cynomolgus monkeys. *Nat Commun.* 2022;13(1):4069.
20. Villani AC, Satija R, Reynolds G, Sarkizova S, Shekhar K, Fletcher J, et al. Single-cell RNA-seq reveals new types of human blood dendritic cells, monocytes, and progenitors. *Science.* 2017;356(6335).
21. Arazi A, Rao DA, Berthier CC, Davidson A, Liu Y, Hoover PJ, et al. The immune cell landscape in kidneys of patients with lupus nephritis. *Nat Immunol.* 2019;20(7):902-14.
22. Xie X, Shi Q, Wu P, Zhang X, Kambara H, Su J, et al. Single-cell transcriptome profiling reveals neutrophil heterogeneity in homeostasis and infection. *Nat Immunol.* 2020;21(9):1119-33.

# Supplementary material for: Postischemic inactivation of HIF prolyl hydroxylases in endothelium promotes maladaptive kidney repair by inducing glycolysis
**Source:** J Clin Invest. 2024 Dec 2;135(3):e176207. doi: 10.1172/JCI176207
**Supplement:** Unedited blot and gel images

Full unedited gel for Supplemental Figure 3 C

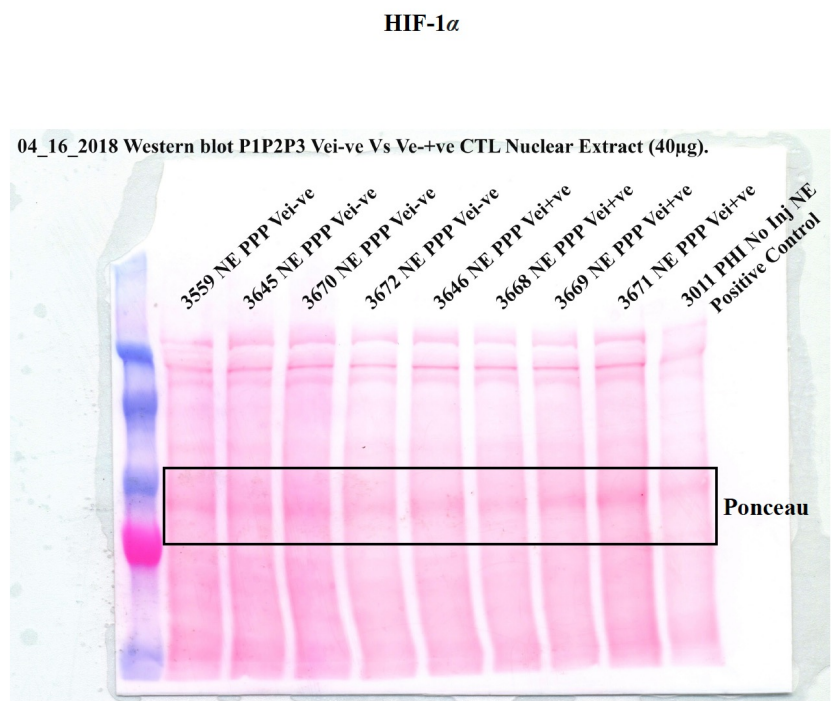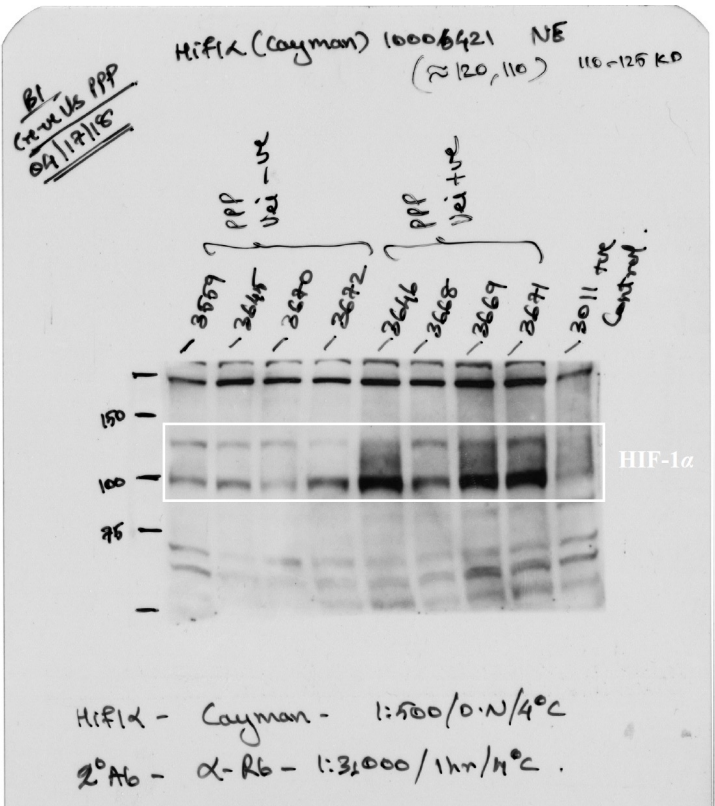

Full unedited gel for Supplemental Figure 3 C

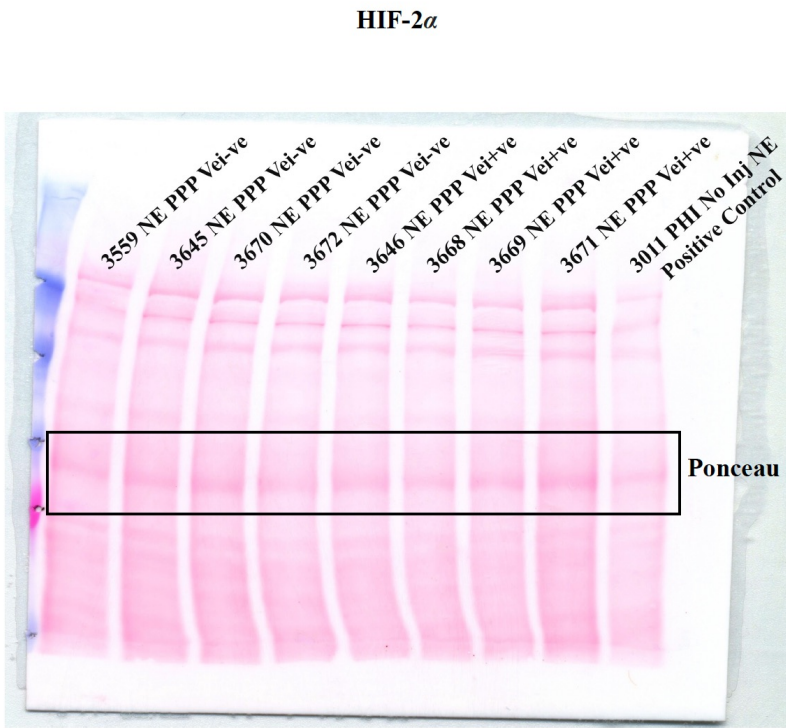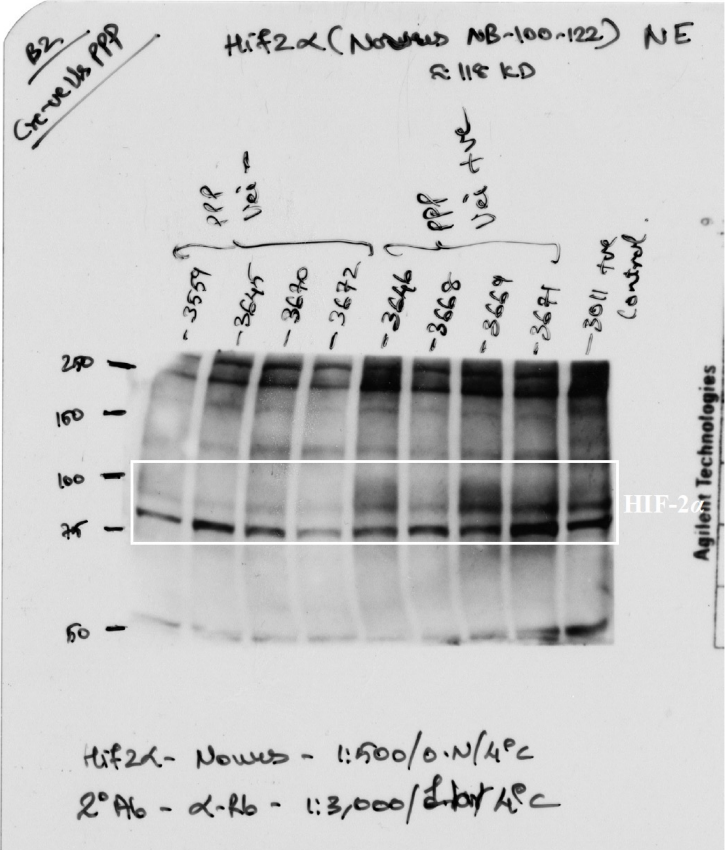

Full unedited gel for Supplemental Figure 14B

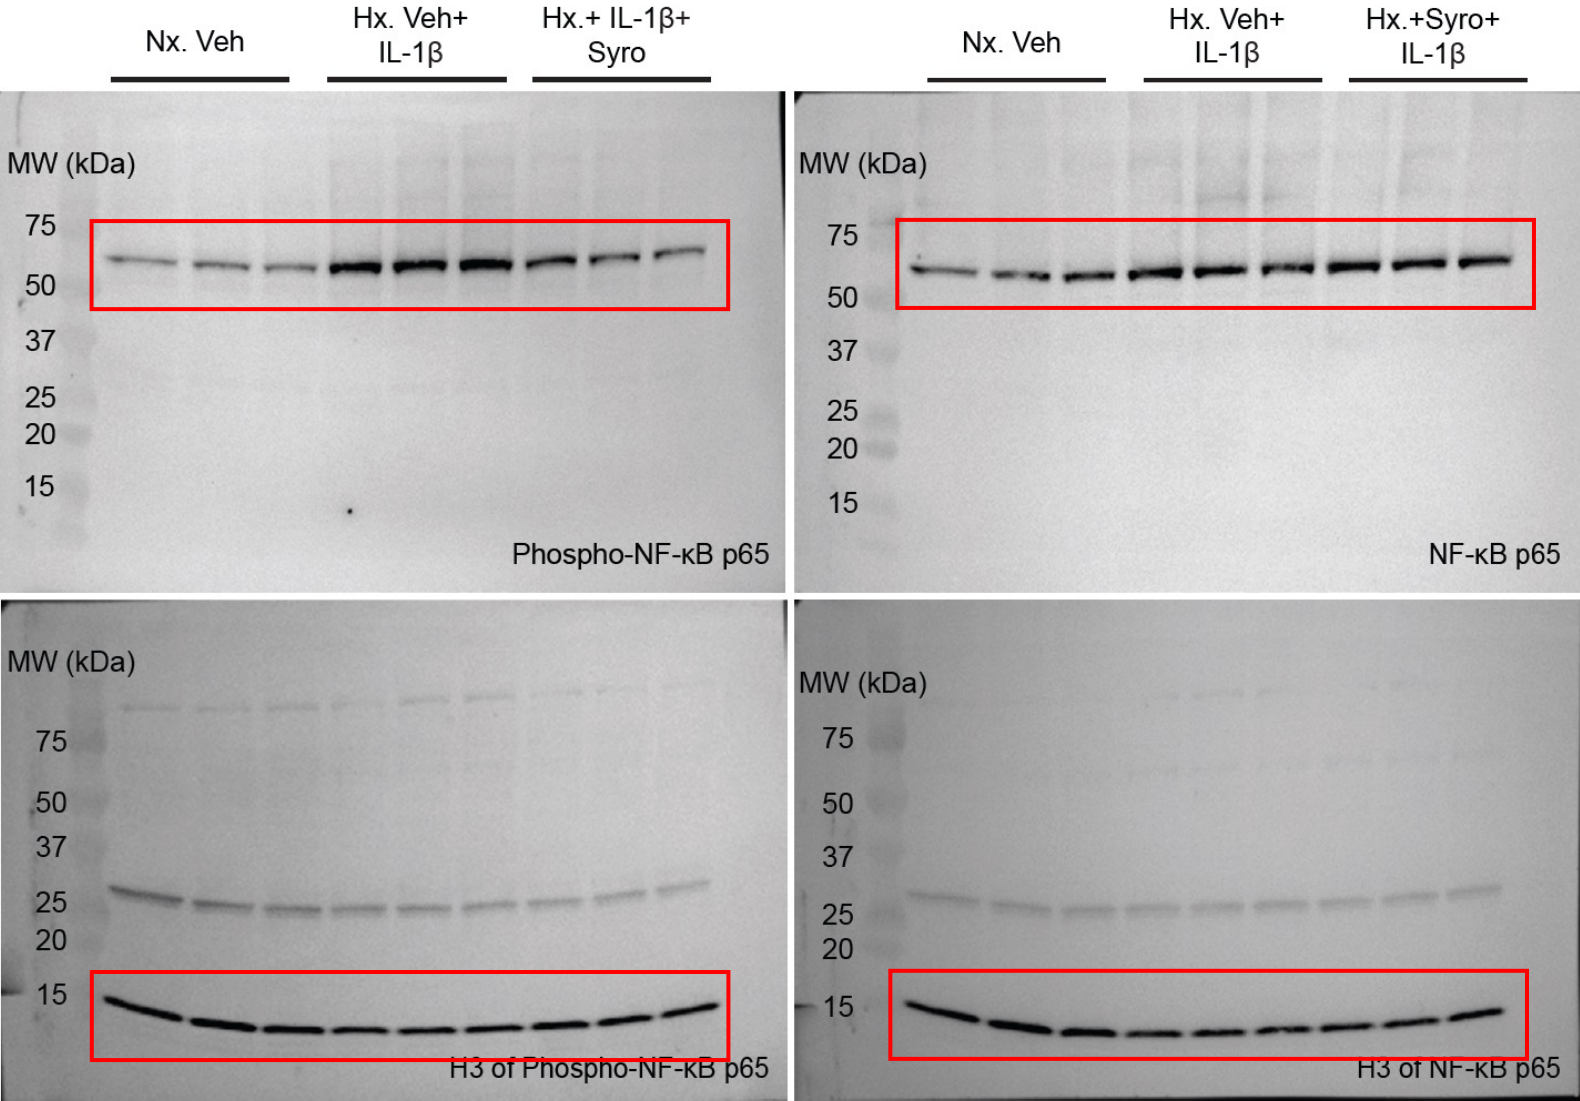

Ladder: Precision plus Protein standards; Cat: 161-0374 (BIO-RAD)

How the deposited data were processed for this re-analysis (not part of the article)

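Single-cell RNA from the postischemic kidney of 1 *Cre-* mouse and of 1 mouse labelled *PHD TiEC* was measured with the 10X Genomics Chromium 3′ kit on day 14 after unilateral ischemia-reperfusion. The authors aligned the reads to the mouse genome (mm10) with Cell Ranger and deposited UMI counts per gene and barcode. The values are whole numbers, every barcode of the kit's list is present, and no cell filter, ambient correction or normalization had been applied. The other deposited lists hold the barcodes and the gene names and carry no measured values. Each genotype has 1 library of 1 mouse, so no test between the genotypes, p-value, standard error or count of changed genes was computed. The total was 136004367 UMIs in the *Cre-* library and 146758812 UMIs in the library labelled *PHD TiEC*.

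Barcodes were kept with the filters of the paper: at least 200 genes, 500 to 100000 UMIs, a mitochondrial share of at most 50% and a ratio of log10 genes to log10 UMIs of at least 0.8. Genes seen in at least 3 cells of a library entered the clustering. In Seurat 5.3.0 under R 4.3.3, the counts were normalized to 10000 per cell and log-transformed, 2000 variable genes were scaled, and clusters were made from 20 principal components at a resolution of 0.8. The paper used Seurat 4.3.0, which was not used here, and the number of variable genes is Seurat's default, since the paper's text does not name it. The principal components were rounded before neighbours were found, so that the clustering is the same each time. The clusters were named with marker lists written in advance, taken from the paper's marker table and figures and from further canonical genes. Clusters that none of the lists led clearly were left by number. The naming was a judgement made with the clusters in view. Cluster 3 was excluded as the cluster rich in *Gm26917* and *Gm42418*, a choice made after the clusters had been seen.

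For each class and library, the UMI counts of each gene were summed and divided by the class total, and the difference is the log2 ratio of the resulting CPM. Intervals are 95% intervals: exact Poisson for a sum, exact binomial (Clopper-Pearson) for a share and for the split of a gene's counts between the libraries, and 2000 Poisson draws for the median of a list. A UMI stands for 1 captured molecule, and all intervals and floors cover counting error only, not the variation between cells, mice, dissociations or libraries. A gene with no count in 1 library is given as a bound against 3 counts. Genes enter a list's median with at least 10 UMIs over both libraries in the class, and a list's median was set against 10000 random lists of equal size with like mean expression, as a description of these libraries. Gene coordinates are those of GENCODE vM21 on GRCm38, matched by gene identifier for 32158 genes. Genes with near-identical copies, such as *Eno1* with *Eno1b* and the interferon-inducible family around *Ifi202b*, are uncertain, since reads shared between copies cannot be assigned to either.

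Most genes named in the text were set by a rule before the data were examined. Others were not, among them *Kap* and the genes brought in by tests chosen after the result was seen. The rule took the floxed genes, every gene the paper names for these libraries and the genes of the lists. It also took, in each class, the 5 genes with the highest and the 5 with the lowest log2 ratio. These came from the genes with at least 100 UMIs over both libraries, without mitochondrial, ribosomal protein, haemoglobin and marker genes and *Xist*. Many genes named by size rest on few cells, and the share of the UMIs from 1 cell is given where it is large. It is a share of the gene's UMIs in the library with more of them. The lists of HIF target genes and of further glycolysis genes were set along with the rule. The paper's own lists were chosen on these libraries, and its tables had been read before the alternatives and tests were set. The limits by which each explanation in the closing parts is said to be argued against were written after the values had been seen.

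The alternatives set in advance were a mitochondrial limit of 20%, a minimum of 1000 UMIs and 500 genes, removal of doublets by scores from simulated doublets (123 and 110 barcodes, 1.45% and 1.19%), resolutions of 0.4 and 1.2, 30 principal components, CPM without mitochondrial and ribosomal RNA-associated genes, TMM scaling (edgeR 4.0.16), the mean over cells of counts per 10000, subtraction of the ambient profile of barcodes under 100 UMIs, no count minimum, all endothelial-like cells, endothelial-like cells clustered again at a resolution of 0.4, other denominators for shares, and a rule that keeps barcodes with at least 10% of the UMIs of the barcode ranked 100. Only 20.6% of the simulated doublets in the *Cre-* library and 16.4% in the library labelled *PHD TiEC* scored over the threshold. Removal by these scores may thus leave most doublets in. The mREC-like subclusters among the endothelial-like cells clustered again were picked by markers once the subclusters had been seen. Removal of the endothelial subcluster found in 1 library and exclusion of cluster 13 in place of cluster 3 were added after the data were seen.

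The computations were tested on simulated counts drawn from the summed counts of each class, with 200 genes changed by known folds. In mREC-like cells (11632 genes), 97.9% of the intervals held the simulated fold, in macrophage-like cells (14314 genes) 94.9% and in TAL-like cells (14664 genes) 94.4%. The simulated counts were independent, as the intervals assume, so this checks the computation only. It cannot show how the intervals hold where the UMIs of a gene come from few cells. The other computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. The values of 1 gene of the lists are not reported here. The enrichment analyses, NicheNet, the human data, flow cytometry, histology and staining of the study were not analysed here.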

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

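Of the tests in this part, those on the glycolysis genes and on the mitochondrial share were set before the counts were seen, though after the paper's tables for these libraries had been read, and those on *Ifi202b*, *Flt1*, *Cd84* and *Pou2f2* were chosen after the result was seen.

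Mitochondrially encoded genes took a smaller share of the counts in the library labelled *PHD TiEC*, which the paper does not report outside its gene lists. Over all kept cells the share was 6.98% in the *Cre-* library and 5.01% in the library labelled *PHD TiEC*, a ratio of 0.717, and in mREC-like cells the ratio was 0.613. If it came from the libraries as a whole, it would appear in every class, and it did: the share was lower in 25 of the 25 other classes, with ratios from 0.577 in DCT-like cells to 0.961 in proliferating T-like cells. Barcodes under 100 UMIs showed it too (12.7% and 10.2%, a ratio of 0.801). A difference in the handling, dissociation or sequencing of the kidneys may explain this, and so may a difference between the mice, since genotype and library cannot be separated with 1 library per genotype. The size of the ratio in mREC-like cells lay within the range of the other classes.

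The mitochondrial share lowers the denominator of every CPM, so it was asked whether it, or another difference between the libraries, could account for the glycolysis genes in mREC-like cells. Without mitochondrial and ribosomal RNA-associated genes in the denominator, their median log2 ratio was 1.86 against 1.89. In the classes outside the endothelial-like ones the highest median was 0.32, in the 59 cells of cluster 27, which argues against a difference between the libraries in every cell type. After subtraction of the ambient profile the median was 2.46, and in the barcodes under 100 UMIs it was -0.02, which argues against free RNA. The 2.46 rests on the estimated share of free RNA, which tubular cells among the barcodes would raise. A difference in the state of the endothelium between the 2 mice that does not come from the genotype stays open.

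*Ifi202b* was nearly without counts in the library labelled *PHD TiEC*. In macrophage-like cells it had 778 UMIs in 558 of 2468 cells of the *Cre-* library and 1 UMI in 2670 cells of the library labelled *PHD TiEC*, a log2 ratio of -9.83 (-15.13 to -7.35). In the *Cre-* library, 23 classes held counts of it. Whether the transcript could be counted at all in the library labelled *PHD TiEC* is not settled by the 34 UMIs found there. Of these, 23 lay in 5 urothelial-like cells, a class with 0 UMIs in the *Cre-* library, and 10 in 4 cells of cluster 17. Reads shared with near-identical copies cannot be assigned, so these UMIs may not come from *Ifi202b*. A weaker interferon response is argued against by the other interferon-induced genes, whose median log2 ratio in macrophage-like cells was 0.14 over 9 genes. A genetic difference between the mice around the gene cannot be told apart from a change in expression: the 11 neighbouring genes within 1 Mb had a median size of the log2 ratio of 0.37, at percentile 99.98 of random lists, but these neighbours include interferon-inducible genes of the same family (*Ifi213* at 1.31), which could also change together. The paper describes the mice as littermates, and their genotypes around the gene were not tested.

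In fibroblast-like cells, 3 genes that the paper does not discuss in this cell type were among those with the highest log2 ratios in the library labelled *PHD TiEC* with an interval above 1, and were seen in at least 20 of its cells: *Pou2f2* (log2 ratio 3.35, 2.08 to 5.00), *Cd84* (3.24, 1.97 to 4.89) and *Flt1* (2.84, 1.87 to 4.00), from 5, 5 and 9 UMIs in the *Cre-* library and 107, 99 and 135 in the library labelled *PHD TiEC*. *Cd84* and *Pou2f2* are expressed in immune cells. RNA of macrophages as a whole is argued against, since 6 abundant macrophage genes had log2 ratios of at most 0.35 in these cells. However, *Lyz1*, a leading gene of 1 of the macrophage-like clusters, rose from 3 to 153 UMIs there (log2 ratio 4.60). It was seen in 14 cells of the library labelled *PHD TiEC*, with 59.5% of its UMIs in 1 cell. RNA of part of the macrophages, or of a rare immune cell type with other markers, stays open and was not tested. For *Flt1*, endothelial RNA in fibroblast-like barcodes cannot be told apart from expression in fibroblasts. Other endothelial genes rose with it (*Cdh5* 3.32, *Pecam1* 3.32, *Kdr* 3.63, *Egfl7* 1.47), and in the 153 and 275 barcodes without a UMI of those genes the log2 ratio of *Flt1* was 2.18, with a wide interval (0.70 to 4.14) from 4 and 35 UMIs. No biological explanation was tested for these genes.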

How the results depend on the processing

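Among the alternatives in this part, the removal of the endothelial subcluster found in 1 library and the exclusion of cluster 13 were chosen after the data were seen. No paired analysis was possible because each genotype has 1 library, and no result rests on a test. A value is called changed where it falls outside the counting interval of the reported value, or, for tallies of genes, where it differs by more than 1.5 times. Values with an interval off 0, or off a ratio of 1, that cross to the other side are called reversed.

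Under the alternatives set before the data were examined, the medians of the glycolysis, other glycolysis, HIF target and leukocyte migration genes in mREC-like cells and the log2 ratios of *Egln1* and *Egln3* in endothelial-like cells stayed above 0, and the ratios of the fibroblast-like and endothelial-like shares stayed above 1. The endothelial-like ratio came down to 1.08 under the rule on ranked barcodes, with an interval that holds 1 (0.90 to 1.30). The ratio of the macrophage-like shares, whose reported interval holds 1, lay on both sides of 1. It reached 1.15 under the same rule, with an interval that does not hold 1 (1.05 to 1.25). For glycolysis genes in mREC-like cells the median lay between 1.34 and 2.46 over the alternatives set before the data were examined, for HIF target genes between 1.28 and 2.04, and for leukocyte migration genes between 0.95 and 1.29. The fibroblast-like ratio lay between 1.61 and 1.92. The tallies of genes with the paper's direction lay between 57 and 58 in mREC-like, 82 and 90 in injured PT-like, 210 and 211 in CD-like cells and 249 and 250 in the IC-like cells with CD markers, and stayed at 163 in PT-like, 209 in TAL-like and 269 in DCT-like cells.

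Subtraction of the ambient profile raised the medians in mREC-like cells to 2.46 for the glycolysis genes, 1.72 for the other glycolysis genes, 2.04 for the HIF target genes and 1.29 for the leukocyte migration genes, and the glycolysis medians to 1.40 in cREC-like cells and 1.24 in cluster 23. By the estimate used, it takes a larger share off the *Cre-* library (24.1% of the endothelial-like counts against 14.7%). Whether that is the whole cause was not tested. Over all endothelial-like cells the 4 medians were 1.34, 0.92, 1.28 and 0.95. With the endothelial-like cells clustered again, *Slc16a3* had a log2 ratio of 4.71, and the medians of the glycolysis and the other glycolysis genes were 2.12 and 1.52. At a resolution of 0.4, where the mREC-like cluster takes in other endothelial-like cells, the medians of the glycolysis, HIF target and leukocyte migration genes were 1.62, 1.29 and 1.05. Beyond the choice of cells, the cause was not tested.

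Without the endothelial subcluster found in 1 library, the log2 ratio of *Slc16a3* fell to 1.43 and the medians of the glycolysis, other glycolysis, HIF target and leukocyte migration genes to 0.57, 0.25, 0.49 and 0.57. *Hk1* (-0.060), *Mxi1* (-0.25) and *Pdk1* (-0.49) reversed. This alternative takes away cells of the library labelled *PHD TiEC* only, by a subcluster that HIF target genes help to define, so a fall is expected from the selection itself. How much of the fall comes from it was not tested.

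As a mean over cells of counts per 10000, in which shallow cells weigh as much as deep ones, *Egln1* and *Egln3* in endothelial-like cells had log2 ratios of 1.27 and 1.90, the leukocyte migration genes a median of 1.05, the glycolysis genes 1.34 in cREC-like cells and 0.83 in cluster 23, the macrophage-like list 0.38, and *Hk1* reversed to -0.13. TMM scaling moved the macrophage-like list to 0.27. The mitochondrial ratio in mREC-like cells was 0.622 with a mitochondrial limit of 20% and 0.605 at a resolution of 0.4. With the rule on ranked barcodes in place of the filters, the ratio of the macrophage-like shares was 1.15 (1.05 to 1.25). That of the endothelial-like shares was 1.08 (0.90 to 1.30). The macrophage-like interval no longer held 1, and the endothelial-like interval now did. Under that rule with the filters, 3766 and 4408 barcodes passed. The cause was not tested for these.

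Some genes named by their size reversed. *Sprr2f* in PT-like cells had log2 ratios of -1.02 with a mitochondrial limit of 20%, -0.54 with at least 1000 UMIs and 500 genes, -0.52 at a resolution of 1.2 and -1.64 with 30 principal components. *Sprr2f* in injured PT-like cells had 0.61 with simulated doublets removed and 0.63 at a resolution of 1.2, *Retnla* in CD-like cells had 0.64 with simulated doublets removed, and *Car2* in fibroblast-like cells had 0.80 with 30 principal components. In the reported values 1 cell gave 53.0% of the UMIs of *Sprr2f* in PT-like cells, 96.4% in injured PT-like cells, 88.6% of those of *Retnla* and 38.9% of those of *Car2* in the library with more of them. The cause of these reversals was not tested.

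Exclusion of cluster 13 in place of cluster 3, keeping the excluded cluster, other denominators and no count minimum changed none of the results they apply to. At a resolution of 0.4 the injured PT-like and DCT-like cells, and with 30 principal components the CD-like cells, had no cluster of their own, so these settings give no value there. Depth limits the classes with few cells: among the 185 and 226 mREC-like cells, genes with a few UMIs in the *Cre-* library, such as *Ak4* (1 UMI), have intervals several log2 units wide.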

Differences from the paper's values

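With the reported settings, no value the paper states for a measure computed here differed from it by the margins used: more than 1.5 times for counts and ratios, or beyond the counting error or in sign for log2 fold changes on Seurat's scale. Under the alternatives set before the data were examined, some log2 fold changes in mREC-like cells did differ. With simulated doublets removed, *Aldoa* (0.48 against the paper's 0.74), *Cd74* (0.06 against the paper's 0.56), *Pkm*, *Ldha*, *Slc16a3*, *Bsg*, *Icam1* and *Egln3* differed. The mREC-like cluster also grew there, from 185 and 226 cells to 208 and 261, so these shifts need not come from doublets. At a resolution of 0.4, where the cluster takes in other endothelial-like cells, many of the genes differed, among them *Egln3* (0.67 against the paper's 1.03) and *Egln2*, whose sign changed (0.03 against the paper's -0.21). With at least 1000 UMIs and 500 genes *Egln3* (1.12) differed, and with 30 principal components *Cd74* (0.63). The fibroblast-like ratio was 1.67 against the paper's 1.9. The paper annotates 1 of its endothelial clusters as RECs with mesenchymal markers (EndMT-RECs). The leading genes of the rebuilt cluster 23 include the mural gene *Rgs5*, but also 3 mREC markers, so that name was not used. When the endothelial-like cells were clustered again on their own, EndMT-REC was the leading list of 2 subclusters (48 and 35 cells, and 31 and 52 cells). None of its markers is among their 10 leading genes, so they do not show that the paper's EndMT-REC cluster was recovered. The paper describes deletion of *Egln1* and *Egln3* in the endothelium of *PHD TiEC* mice, and in the library with that label their counts were higher, with log2 ratios of 1.47 and 2.56. In the paper's own table of mREC genes both are listed as higher as well, and *Egln2* as lower (the paper's -0.21 against -0.22 here).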

Other observations

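The tests in this part, on the labels, on single cells, on pairs of cells and on cell yield, were chosen after the result was seen. The genes summed over all kept cells were set before the counts were seen, and *Kap* was chosen after its values were seen.

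*Egln1* and *Egln3* were higher in the endothelial-like cells of the library labelled *PHD TiEC*. An exchange of the labels in the deposit is argued against, since the log2 fold changes computed by the labels and those of the paper's mREC table had a Pearson's r of 0.999 across genes, where an exchange would turn the sign. An exchange before the authors' own analysis would not be seen this way. If loss of the PHDs raises HIF target genes, it is argued against by the HIF target genes other than *Egln1* and *Egln3*: 20 of 21 were higher in mREC-like cells of the library labelled *PHD TiEC*, with a median log2 ratio of 1.60 (1.30 to 1.80). That premise is not tested by these libraries. *Egln1* and *Egln3* are themselves HIF targets, and their rise lay in the cells in which other HIF target and glycolysis genes were high: at 1500 UMIs per cell they had 675 CPM (540 to 833) in the 85 mREC-like cells of the library labelled *PHD TiEC* with more than 10 UMIs of the other genes, 88.2 CPM (52.3 to 139) in its 136 remaining cells and 89.7 CPM (56.8 to 135) in the *Cre-* library. A candidate explanation is that transcripts of the deleted genes, counted at their 3′ end, rise with HIF activity. Whether those transcripts lack the floxed exons was not tested.

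The summed UMIs of the 32 HIF target and glycolysis genes differed between the mREC-like cells of the library labelled *PHD TiEC*. The sum leans on abundant genes, above all *Ier3* (1139 CPM in the *Cre-* library), whose log2 ratio was only 0.53. A low sum in a cell thus need not mean that its HIF response was absent. At 1500 UMIs per cell, 38.5% of its cells (32.0 to 45.2%) lay at or below the *Cre-* median, against 56.1% of the *Cre-* cells themselves, since cells at exactly the median are included. Had the shares of the *Cre-* cells all been raised by the ratio of the means, 2.02, 16.1% would be expected there (11.7 to 20.5% over 2000 simulations). This argues against the same fold of the sum in every cell, but was not tested for the responding genes alone. Recombination in part of the endothelial cells may give such a split, as may subtypes that respond differently or uneven loss of perfusion after ischemia. These were not tested. Cells of other types among the mREC-like barcodes, of which 20 fell into a subcluster led by macrophage markers, could also stay low in both libraries and were not separated by this test.

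The IC-like cluster with CD markers held 762 cells with a median of 49022 UMIs, more than the sum of the medians of IC-like and CD-like cells (27941). Random pairs of IC-like and CD-like cells are argued against as its whole source: even if every kept barcode were a random pair, 23.7 such pairs would be expected, with the IC-like cells counted without this cluster. For cluster 23, 69.2 pairs of mREC-like or cREC-like with pericyte-like or fibroblast-like cells would be expected in that case, against 205 cells. Cells that stayed attached through the dissociation would not be random pairs, and they stay open for both clusters.

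A lower yield of the other cell types in the library labelled *PHD TiEC* would raise the stromal classes alike. The ratio of the pericyte-like shares was 0.928 (0.733 to 1.18) while that of the fibroblast-like shares was 1.67 (1.38 to 2.04), which argues against it. A higher yield of fibroblasts alone, or a difference between the 2 mice, stays open.

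The paper measured *Loxl2*, *Acta2* and *Tgfb1* in whole kidneys of other male *PHD TiEC* and *Cre-* mice. It describes *Havcr1* for other comparisons, among them female *PHD TiEC* mice and *ARNT iEC* mice. For male *PHD TiEC* against *Cre-* kidneys its text and legends give no *Havcr1* value to set beside the one here. Summed over all kept cells of these libraries, the log2 ratios were 0.42 for *Loxl2* (0.34 to 0.51), 0.31 for *Acta2* (0.29 to 0.34), 0.04 for *Tgfb1* (0.01 to 0.08) and -0.56 for *Havcr1* (-0.60 to -0.52). These sums depend on which cells were recovered. *Kap*, a marker of the proximal tubule, had 19559 UMIs in 115 of 445 PT-like cells of the *Cre-* library and 1370 UMIs in 40 of 617 PT-like cells of the library labelled *PHD TiEC*, a log2 ratio of -4.17 (-4.25 to -4.09).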
